# Transcriptomic analyses of *Aedes aegypti* cultured cells and ex vivo midguts in response to an excess or deficiency of heme: a quest for transcriptionally-regulated heme transporters

**DOI:** 10.1186/s12864-020-06981-5

**Published:** 2020-08-31

**Authors:** Heather Eggleston, Zach N. Adelman

**Keywords:** Heme, *Aedes aegypti*, Transcriptomes, RNAi, Transporter, Mosquito midgut

## Abstract

**Background:**

*Aedes aegypti* is the principle vector of many arboviruses, including dengue virus and Zika virus, which are transmitted when an infected female mosquito takes a blood meal in order to initiate vitellogenesis. During blood digestion, ~ 10 mM heme-iron is ingested into the midgut lumen. While heme acts as both a nutrient and signaling molecule during blood digestion, it can also be highly toxic if left unchaperoned. Both signaling by, and degradation of, heme are intracellular processes, occurring in the nucleus and cytoplasm, respectively. However, the precise mechanism of heme uptake into the midgut epithelium is not currently known.

**Results:**

We used next generation RNA sequencing with the goal to identify genes that code for membrane bound heme import protein(s) responsible for heme uptake into the midgut epithelium. Heme deprivation increased uptake of a heme fluorescent analog in cultured cells, while treatment of midguts with an excess of heme decreased uptake, confirming physiological changes were occurring in these heme-sensitive cells/tissues prior to sequencing. A list of candidate genes was assembled for each of the experimental sample sets, which included Aag2 and A20 cultured cells as well as midgut tissue, based on the results of a differential expression analysis, soft cluster analysis and number of predicted transmembrane domains. Lastly, the functions related to heme transport were examined through RNAi knockdown.

**Conclusions:**

Despite a large number of transmembrane domain containing genes differentially expressed in response to heme, very few were highly differentially expressed in any of the datasets examined. RNAi knockdown of a subset of candidates resulted in subtle changes in heme uptake, but minimal overall disruption to blood digestion/egg production. These results could indicate that heme import in *Ae. aegypti* may be controlled by a redundant system of multiple distinct transport proteins. Alternatively, heme membrane bound transport in *Ae. aegypti* could be regulated post-translationally.

## Background

The *Aedes aegypti* mosquito is an insect of substantial medical importance as it vectors viruses such as dengue, chikungunya, yellow fever and Zika, resulting in human morbidity and mortality [1–4]. Viral transmission is dependent on the female ingesting infected vertebrate blood, upon which the virus must pass multiple infection barriers in order to allow for transmission to the next vertebrate host [5]. Once obtained, the bloodmeal taken by *Ae. aegypti* is digested by enzymes secreted from the midgut epithelium over the course of the 72-h digestion process [6–9]. Two key sources of nutrients obtained from these proteins include amino acids and heme-iron. The amino acids are utilized as building blocks by the mosquito to produce the lipids, carbohydrate and egg proteins necessary for vitellogenesis [10]. While heme acts as both a source of iron that is deposited into the developing eggs [11], it is also a signaling molecule resulting in the activation of vitellogenesis through the activation of the steroid hormone 20-hydroxyecdysone by binding to and stabilizing the nuclear receptor E75 [12–16].

While heme is a vital nutrient, it is also a potent toxin as its pro-oxidant nature leads to the production of reactive oxygen species when left unchaperoned. As a consequence, the female mosquito has developed strategies to limit heme toxicity during blood digestion, beginning with the peritrophic matrix (PM), which is synthesized by the midgut epithelium after blood ingestion and acts as a barrier isolating the epithelial cells from the toxic products of digestion [17]. Comprised of proteins, proteoglycans, and chitin fibrils [18, 19], at least one PM protein has been reported to bind heme, *Ae. aegypti* intestinal mucin 1 (AeIMUCI) [20, 21]. Heme toxicity is further reduced through its degradation by heme oxygenase in the cytosol of the epithelial cells into biliverdin IX α (BV α), iron and CO [for reviews, see [22, 23]]. Evidence of heme transport into the cytosol and that of its degradation product, biglutaminyl-biliverdin, back out into the lumen was observed by Pereira et al., (2007) who found a color change in the lumen over the course of digestion from heme red to bilin pigment green [24]. Although heme is known to enter the midgut epithelium and its degradation product to exit back into the lumen for excretion, the mechanisms responsible for this transport are unknown.

As the primary membrane-bound heme transporters characterized in vertebrates do not appear to be conserved in *Ae. aegypti* [25], de novo identification and characterization of novel transporters is needed. We reasoned that similar to prior work identifying novel heme transporters in *C. elegans* [26], treatment of *Ae. aegypti* cells with an excess of heme, or with media lacking heme could result in diagnostic transcriptional changes as an attempt to both control heme bioavailability and to limit heme toxicity (heme homeostasis). Bottino-Rojas et al. measured transcriptional changes in an *Aedes aegypti* cell line in response to heme [27]. Our study builds upon these findings by incorporating multiple cell lines and time points as well as measuring the transcriptional responses of ex vivo dissected midguts exposed to heme. Transcriptomic analysis of these cell lines and midgut tissue resulted in the identification of differentially expressed transcripts, including those containing multipass transmembrane domains associated with potential transport of heme. However, no single gene was found significantly differentially expressed in all conditions, suggesting redundancy in heme hemostasis. A subset of the genes found differentially expressed in both midgut epithelial cells and cultured cells were analyzed through RNAi knockdown; while minor changes in heme uptake were observed, no single gene was found responsible for uptake ability.

## Results

### ZnMP visualization of heme import changes in response to heme overload or deficiency

As no heme transport proteins have been identified in any dipteran, we sought to develop an assay to rapidly assess heme transport ability in mosquito cells. In vertebrates, transport of Zinc Mesoporphyrin (ZnMP), a heme fluorescent analog, occurs through the same active transport system as heme [28], indicating that monitoring ZnMP fluorescence could be used to examine changes in mosquito heme transport systems. In mammalian cells, ZnMP could not be degraded by heme oxygenase [29], which allowed for the accumulation of its fluorescent signal over time [28]. In this study, we examined ZnMP fluorescence in Aag2 cells after treatment over a 72-h period with regular growth media (10% FBS, no added heme), heme-deficient media (no FBS, no added heme) or heme-supplemented media (no FBS, 10 μM heme). We observed ZnMP fluorescence following incubation in 10 μM ZnMP regardless of the heme-treatment, indicating Aag2 cells are capable of uptake (Fig. 1a). However, only the heme-deficient treatment had detectable fluorescence when incubated in 5 μM ZnMP, indicating an increased ZnMP uptake capacity under heme-deficient conditions. Quantitative analysis of these cells confirmed that heme-starved cells showed increased cellular uptake when compared to either the heme-supplemented cells or those grown in regular media (Fig. 1b). We also note that the heme-supplemented cells showed higher ZnMP uptake than those in regular growth media, suggesting that heme present in the regular growth media exceeds 10 μM due to the addition of FBS.

**Fig. 1:**
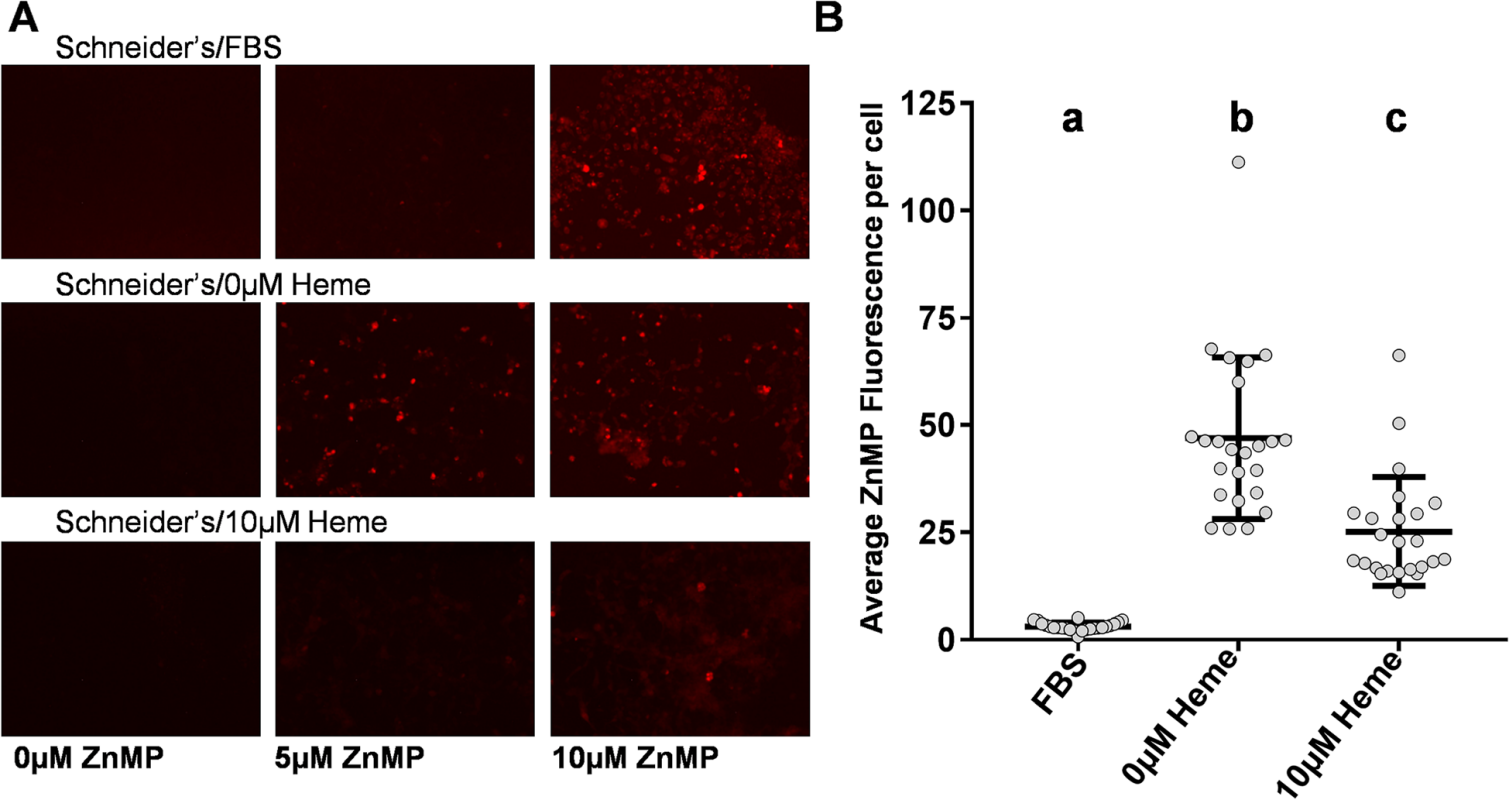
Heme deficiency in Aag2 cells increases ZnMP uptake. **a** Images of ZnMP fluorescence in cells incubated in various heme concentrations. Brightness and contrast were increased uniformly in all images by reducing the pixel range from 0 to 255 to 0–150. **b** Quantitative measurement of 5 μM ZnMP normalized fluorescence of cells exposed to heme treatments. Each dot represents the average normalized ZnMP fluorescence of a well of a 96-well plate after 30-min incubation. The middle horizontal line on each treatment group represents the mean and the lines above and below represent ±1 SD. Each heme treatment was distinct from each other (q-val < 0.01) and thus labeled a, b &c

### RNA sequencing and differential expression analysis of cultured cell samples exposed to heme-deficiency and heme-overexposure conditions

Having observed changes in heme uptake through ZnMP fluorescence in these conditions, we isolated total RNA from heme-treated cells, extracted mRNA and performed RNA-seq with the goal to observe heme-induced transcriptomic changes. In order to identify differentially expressed genes across cell types and treatment regimens, three sets of experimental conditions were examined in Aag2 cells and one in A20 cells (Additional file 4, Fig. S1; Table 1). 

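In the first set of conditions, Aag2 cells, a continuous Ae. aegypti cell line, were grown for 72 h in Schneider’s Drosophila medium with 10% FBS (regular growth media), without FBS (0 μM heme), or without FBS and with 10 μM heme. RNA was sequenced from 3 biological replicates per treatment, 9 libraries in all. The paper's methods name a TruSeq kit or a NEBNext Ultra kit for library preparation, and the sample labels give the NEBNext Ultra kit for these libraries. The authors aligned the reads to the AaegL5 assembly with HISAT2, removed reads with a mapping quality under 10 with SAMtools and counted the remaining reads on each transcript with BEDtools. The values used here are these read counts, without normalization, for 19712 annotated genes, each listed by its AAEL identifier. In regular growth media, between 27282307 and 31588247 reads were counted per library, with a median of 31298065. The counts ranged from 26421952 to 30250779 in 0 μM heme, with a median of 29159011, and from 23104043 to 25805959 in 10 μM heme, with a median of 23294654. Genes with low counts were removed with edgeR's filterByExpr function, libraries were scaled by the TMM method, and the 3 treatments were compared in a single fit with edgeR's quasi-likelihood F test and Benjamini-Hochberg adjustment at the FDR of 0.0001 that the paper uses. The paper names the exact test in edgeR, which was run as well, and its counts are given beside those of the quasi-likelihood test. Levels of single genes are given as CPM, counts scaled to the library size, after TMM. A positive log2 fold change means a higher level in the first of the 2 treatments named. With 3 libraries against 3, an exact permutation test of a single gene cannot go below p = 0.1, so the tests rest on dispersions estimated over all genes.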

We describe below the results of the transcriptomic analyses performed on Aag2 cells grown in Schneider’s *Drosophila* media.

**Table 1:** *Ae. aegypti* cultured cell heme exposure experimental conditions and differential expression/cluster analysis results

Cell Type	Incubation Time	Type of Growth Media for Experimental Incubation Time			Differential Expression Comparisons [genes (genes w/TM domains)]				Cluster Analysis [genes (genes w/TM domains)]	
		Normal	Heme-Deficient	Heme-Overexposure	Normal vs Normal + 20 μM Heme	Normal vs 0 μM Heme	Normal vs 10 μM heme	0 μM vs 10 μM heme	Import-like clusters	Export-like clusters
Aag2	48 h	Schneider’s *Drosophila* + FBS	N/A	Schneider’s *Drosophila* + FBS + 20 μM Heme	551 (211)				1611(455)	1391(385)
Aag2	72 h	Schneider’s *Drosophila* + FBS	Schneider’s *Drosophila*	Schneider’s *Drosophila* + 10 μM Heme		587 (251)	1990 (737)	2274 (856)	745(238)	687(240)
Aag2	72 h	Leibovitz’s L-15 + FBS	Leibovitz’s L-15	Leibovitz’s L-15 + 10 μM Heme		4166 (1218)	4979 (1568)	3200 (1121)	905(229)	670(197)
A20	72 h	Leibovitz’s L-15 + FBS	SF900 II	SF900 II + 10 μM Heme		745 (300)	2815 (658)	3692 (942)	1109(448)	757(143)

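In Aag2 cells grown for 72 h in Schneider’s medium, 13171 of the 19712 genes passed the filter on low counts, and 1298 genes had no count in any of the 9 libraries. A minimum of more than 1 CPM in at least 3 libraries left 11438 genes. More than 5 CPM in at least 3 libraries, a minimum chosen after the values were seen, left 8644 genes. The distance between libraries was measured over the 500 genes that differed most within each pair, as a root mean square log2 difference. It was 1.83 to 2.15 between replicates of a treatment and 1.94 to 3.25 between libraries of different treatments. For 8 of the 9 libraries the nearest library was a replicate of the same treatment.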

In heme-exposed Aag2 cells grown in Schneider’s *Drosophila* medium, 8644 annotated transcripts were considered expressed across all samples, with biological replicates clustering together and treatment groups (Regular growth media, 0 μM heme & 10 μM heme) distinctly separate (Additional file 4, Fig. S2). Of these, 587 genes were found significantly differentially expressed in the regular growth media vs 0 μM heme comparison [Table S1 (Additional file 1); q-value < 0.0001; Fig. 2a, d]. 

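Between 0 μM heme and regular growth media, 329 genes passed the threshold, of which 192 were higher and 137 lower without FBS. Scaling by library size alone turned this split to 144 higher and 169 lower. The exact test called 744 genes and DESeq2 1191, and a required change of more than 2-fold at the same FDR left 47. Leaving out any library of these 2 treatments lowered the number to between 121 and 169, and leaving out a library of 10 μM heme gave 212 to 322. All 329 genes had groups of libraries that did not overlap, as did 38.7% of all genes tested, where chance would give 10%. The gene with the largest rise among those past the threshold with a mean of at least 10 CPM was AAEL025073, at 5.78 ± 0.55 CPM (SD, n = 3) in regular growth media and 18.8 ± 1.62 CPM (SD, n = 3) in 0 μM heme, a 3.25-fold rise (standard error 0.11 on the log2 scale, FDR 3.46e-06). Among genes with the same minimum of 10 CPM, the largest fall was that of AAEL003524. This gene is annotated as a monocarboxylate transporter on chromosome 2 of AaegL5 from 256114445 to 256193363. It went from 42.3 ± 2.82 to 14.8 ± 1.45 CPM (SD, n = 3 each), a log2 fold change of -1.52 (standard error 0.079, FDR 1.04e-06).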

For the other comparisons, 1990 genes were found differentially expressed in the normal media vs 10 μM heme comparison (Fig. 2b, e) and 2274 when comparing the 0 μM heme and 10 μM heme groups (Fig. 2c, f). 

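Between 10 μM heme and regular growth media, 1818 genes passed the threshold, 834 higher and 984 lower with heme, and the exact test called 2574. Between 10 μM and 0 μM heme, 2250 genes passed, 992 higher and 1258 lower, and the exact test called 3126. Scaling by library size alone turned these splits to 1134 higher and 616 lower, and to 1473 higher and 704 lower, since it moved the log2 fold changes of all genes up by a median of 0.11 and 0.15. Without replicate 2 in regular growth media, the first of these comparisons gave 1198 genes. Among genes past the threshold with a mean of at least 10 CPM, the largest rise in both comparisons was that of AAEL001054. Its level was 7.19 ± 1.46 CPM in regular growth media, 2.47 ± 0.364 CPM in 0 μM heme and 384 ± 70.2 CPM in 10 μM heme (SD, n = 3 each). Its log2 fold change in 10 μM heme was 5.73 against regular growth media (standard error 0.17, FDR 1.33e-09) and 7.28 against 0 μM heme (standard error 0.19, FDR 7.15e-10). Among genes with this minimum, the largest fall against regular growth media was that of AAEL019468, from 111 ± 3.16 to 16.5 ± 2.73 CPM (SD, n = 3 each). Against 0 μM heme it was that of AAEL003443, from 214 ± 11.7 to 13.4 ± 3.06 CPM (SD, n = 3 each), a log2 fold change of -3.99 (standard error 0.13, FDR 1.62e-09).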

As we were most interested in membrane-bound transporters, transmembrane (TM) domain predictions were performed on all DE genes; 251, 737 and 856 were identified respectively with at least 1 TM domain. Interestingly, for all comparisons the number of differentially expressed genes with predicted TM domains was significantly more than expected by chance alone (obs 251, exp. 185; obs 737, exp. 638; obs 856, exp. 729; all *p*-values < 0.00001). 

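Genes with TM domains were not separated from the others in these counts. Over all differentially expressed genes of Aag2 cells in Schneider’s medium, the median change was 1.50-fold between 0 μM heme and regular growth media, 1.53-fold between 10 μM heme and regular growth media, and 1.54-fold between 10 μM and 0 μM heme. In the same order, 47, 503 and 633 of these genes changed by more than 2-fold, and 4, 157 and 237 by more than 4-fold. The 4 genes were AAEL012086, which was higher in 0 μM heme, and AAEL003619, AAEL010205 and AAEL011032, which were lower, picked out after their values were seen. AAEL012086 was not called without any 1 of the 6 libraries of these treatments or without replicate 1 in 10 μM heme (FDR 0.000102 to 0.000392). AAEL011032 was not called with the replicate block (FDR 0.000170) or without any 1 of the 6 libraries (0.000153 to 0.000295).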

Despite the large number of DE genes, we note that the magnitude of transcriptional change of TM-containing genes was overall quite small. 

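Genes of Aag2 cells grown for 72 h in Schneider’s medium were counted whatever their number of TM domains. They passed the threshold and changed by more than 2-fold, in opposite directions, in both comparisons with 0 μM heme. The comparison with regular growth media also takes away FBS, so serum and heme cannot be told apart in it. There were 15 genes lower in 0 μM heme than in regular growth media and higher in 10 μM than in 0 μM heme, and 8 genes with the opposite pattern. Of these, 7 and 4 were not called between 10 μM heme and regular growth media. The exact test gave 37 and 15 genes. Without replicate 1 or 2 of 0 μM heme, the 15 genes became 7 and 8, and without replicate 2 in regular growth media or replicate 1 of 0 μM heme, the 8 genes became 5 in each case. Both comparisons use the 0 μM heme libraries, which alone links their log2 fold changes: the correlation across genes was -0.51, and its median was -0.50 in 20 simulations with no difference between treatments. None of these simulations gave a gene with either pattern. They hold no response to any treatment, so they speak only against noise alone and not against other responses to serum or heme. Other groupings of the same libraries gave up to 48 genes with the first pattern and 168 with the second.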

When genes that contained 2 or more TM domains and a greater than 2-fold change between heme treatment types were examined, only 2 were downregulated in response to heme deficiency and upregulated in response to heme exposure: AAEL009206 and AAEL009813. AAEL009206 is described as an organic cation transporter, while AAEL009813 is annotated as glutamate receptor 7.

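In Aag2 cells in Schneider’s medium, the level of AAEL009206 was 43.7 ± 3.05 CPM in regular growth media, 17.4 ± 1.15 CPM in 0 μM heme and 38.0 ± 2.06 CPM in 10 μM heme (SD, n = 3 each). Its log2 fold change was -1.33 between 0 μM heme and regular growth media (standard error 0.071, FDR 1.05e-06) and 1.13 between 10 μM and 0 μM heme (standard error 0.071, FDR 2.44e-07). With each library left out in turn, these values stayed between -1.39 and -1.29 and between 1.08 and 1.18. AAEL009813 was at 14.5 ± 1.07, 6.20 ± 0.624 and 15.9 ± 1.28 CPM in the same treatments (SD, n = 3 each). Its log2 fold change was -1.23 for the first comparison (standard error 0.11, FDR 1.75e-05) and 1.36 for the second (standard error 0.11, FDR 1.19e-06), and the FDR of the first comparison passed the threshold no longer without replicate 1 or 2 in regular growth media (0.000107 and 0.000169) or replicate 1 or 2 in 0 μM heme (0.000130 and 0.000168). Between 10 μM heme and regular growth media neither gene was called, with FDR values of 0.0328 for AAEL009206 and 0.313 for AAEL009813.

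**Figure D1:**
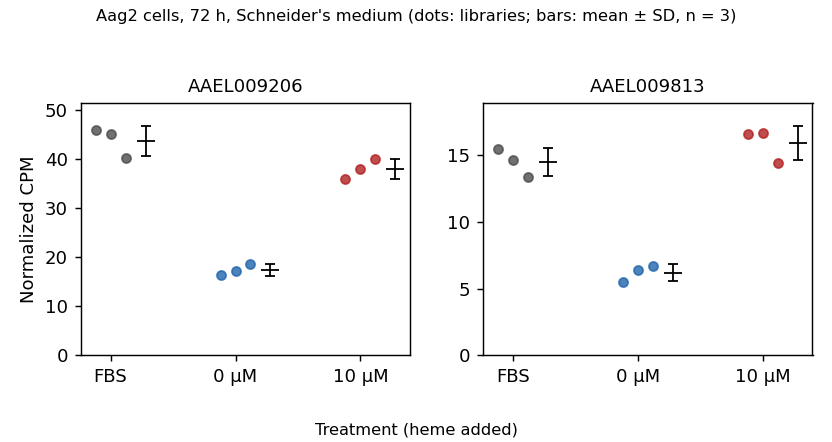
TMM-scaled CPM of AAEL009206 and AAEL009813 in each library of Aag2 cells grown for 72 h in Schneider’s medium, by treatment; dots are libraries and bars the mean and SD of 3 replicates. For both genes, each library in 0 μM heme lies under every library of the other treatments.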

**Fig. 2:**
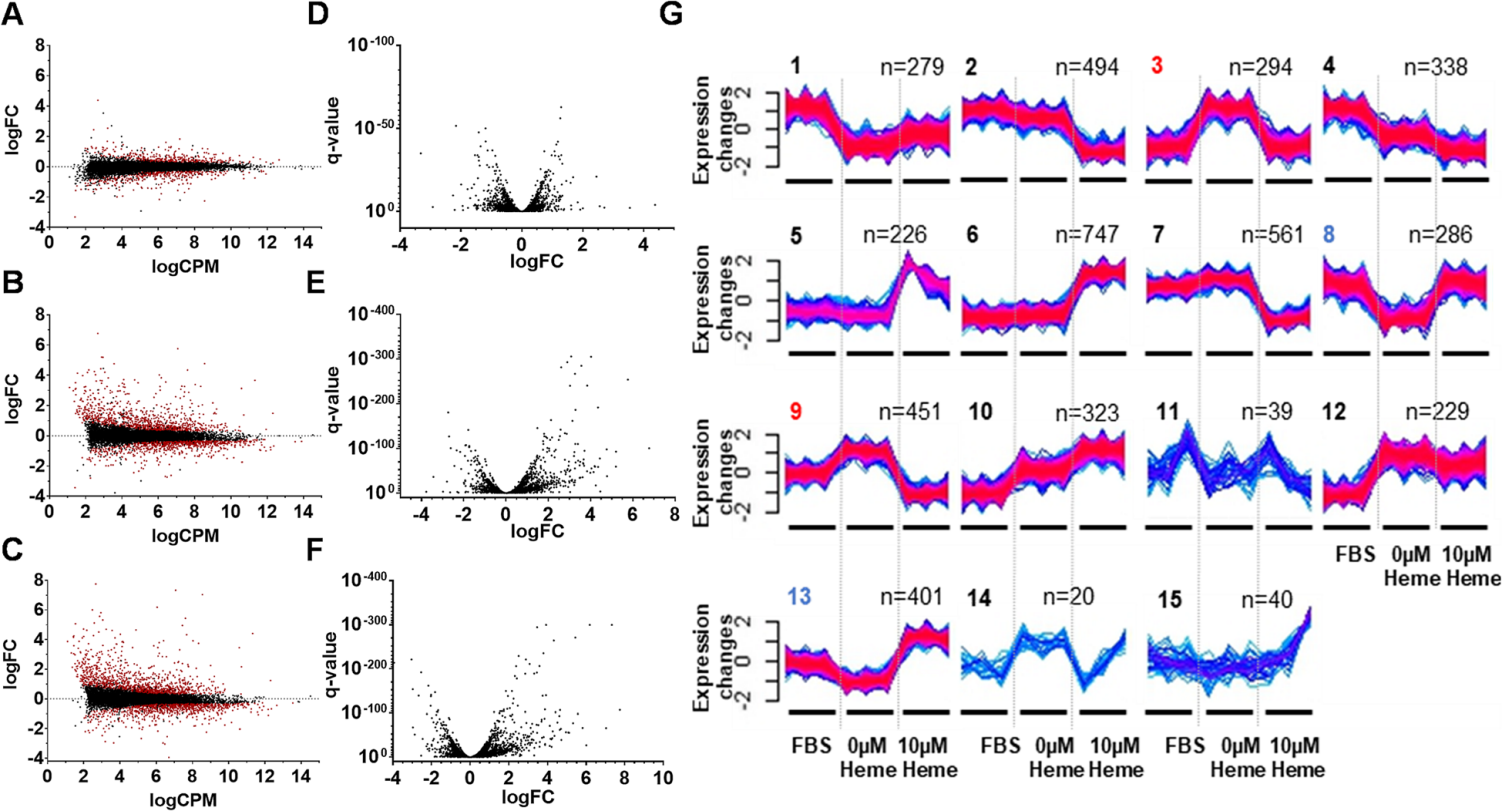
RNAseq-based transcriptomic analyses after 72-h heme treatment in Aag2 cells in Schneider’s *Drosophila* medium. Aag2 cells grown with FBS, without FBS (0 μM heme) or without FBS+ 10 μM heme (**a-c**) Log2 fold change (LogFC) vs Log10 counts per million (LogCPM) graph of genes found differentially expressed in analysis for each comparison. Genes with an adjusted *p*-value corrected for multiple testing (False discovery rate: FDR) of < 0.0001 are shown in red. **d-f** Volcano plot of genes found differentially expressed. **a**&**d** FBS vs 0 μM heme (**b**&**e**) FBS vs 10 μM Heme (**c&f**) 0 μM heme vs 10 μM heme. **g** 15 gene expression profile clusters were identified through soft clustering. Only genes with membership scores > 50% are shown in each cluster. Red lines indicate high membership of a gene in a particular cluster, while blue indicates low membership. Heme import-like clusters are highlighted in red and export-like clusters in blue. The different heme treatment groups are given on the X-axis of each cluster. n, the number of genes present in a cluster

Similar analyses were performed on the other sets of experimental conditions (48-h heme-treated Aag2 cells, 72-h heme-treated A20 cells and 72-h heme-treated Aag2 cells in L-15; described in Table 1) and are discussed in more detail in the supplemental text (Additional file 3). 

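In the 48-h experiment, Aag2 cells in Schneider’s medium with 10% FBS were compared with cells in the same medium with 20 μM heme added, with 3 libraries per treatment. The sample labels name a TruSeq small RNA kit for these libraries, while the paper's methods name a TruSeq RNA or a NEBNext Ultra kit, and which was used is not settled here. Between 23778249 and 33873864 reads were counted per library without added heme (median 26678383), and between 25955504 and 28884234 with it (median 26088876). The counts came from the authors' steps described for the 72-h Aag2 cells and were analysed in the same way, in a fit of these 6 libraries.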

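In the A20 experiment, cells of a further Ae. aegypti line were grown for 72 h, again with 3 libraries per treatment. By the sample labels, A20 cells with FBS were in L-15 medium and those without FBS, at 0 μM and 10 μM heme, in the serum-free medium SF900 II. Serum and basal medium therefore changed together, and their effects cannot be told apart in the comparisons with regular growth media. Between 24345247 and 27586128 reads were counted per library with FBS (median 24697389), 23843591 to 27053044 in 0 μM heme (median 24005033) and 24031424 to 25888986 in 10 μM heme (median 25468894). The 10 most abundant genes held 14.1% to 17.6% of the counts in 10 μM heme and 10.0% to 11.5% in the other libraries, and the TMM factors were 0.834, 0.685 and 0.715 in 10 μM heme against 1.10 to 1.22 elsewhere.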

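In the fourth experiment, Aag2 cells were grown for 72 h in L-15 medium with FBS, without FBS, or without FBS and with 10 μM heme, with 3 libraries each. Between 24299140 and 27961618 reads were counted per library with FBS (median 27355359), 30253999 to 38002762 in 0 μM heme (median 33885584) and 22860764 to 28021787 in 10 μM heme (median 23410585). The labels give the NEBNext Ultra kit for the A20 and L-15 libraries. In each of the 3 experiments with 72 h of treatment, the 9 libraries were fitted together.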

All of the varying heme treatments in each set of experimental conditions showed similar expression between biological replicates and dissimilar between the treatments types (Additional file 4, Fig. S3A, S4 & S5). 

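Over the 500 most different genes of each pair of libraries, the distance between replicates was 1.63 to 1.91 in the 48-h experiment, and that between treatments 1.93 to 2.18. In A20 cells, replicates lay 1.68 to 3.41 apart and libraries of different treatments 3.54 to 5.14. The largest distance between A20 replicates was that of replicates 1 and 3 in 10 μM heme. In L-15 medium, replicates were 1.72 to 2.27 apart and treatments 2.86 to 4.15. In these 3 experiments the nearest library of every library was a replicate of its own treatment. Counts of replicates differed by more than counting error in every pair, with a chi-square per degree of freedom between 7.63 and 160.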

The number of DEGs and the amount that contain at least 1 transmembrane domain are given in Table 1 (48-h heme-treated Aag2: Additional file 4, Fig. S3B&C, Table S2; A20: Fig. S6A-F, Table S3; heme-treated Aag2 in L-15: Fig. S7A-F, Table S4; All supplement tables: Additional file 1). In addition, a small number of highly expressed (2-fold up/down) multi-transmembrane domain containing genes with expression patterns consistent with that expected for genes associated with heme transport were found in each dataset; 28 genes in 48-h heme treated Aag2 cells, 98 in 72-h heme treated A20 cells and 13 in 72-h heme treated Aag2 cells in L-15 media. 

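In simulations with no difference between treatments, 20 for each experiment, no gene in A20 cells or in Aag2 cells in L-15 medium showed the import-like or export-like pattern of changes by more than 2-fold. Such simulations hold no response at all, so they leave open other responses to serum or heme. The log2 fold changes of the 2 comparisons that share the 0 μM heme libraries correlated across genes. The correlation had a median of -0.49 in the simulations of both experiments, and was -0.44 in the A20 libraries and 0.04 in the L-15 libraries. Genes are not independent replicates, so no p is given for these correlations. The biological coefficient of variation, taken over all genes, was 0.240 in A20 cells, 0.120 in the 48-h experiment and 0.128 in L-15 medium.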

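The genes past the threshold were compared between experiments whatever their number of TM domains, for 10 μM against 0 μM heme at 72 h and for 20 μM added heme against regular growth media at 48 h. Among 10847 genes tested in all 4 experiments, 2182 were called higher with heme in a single experiment, 372 in 2, 50 in 3 and 2 in all 4, where lists chosen independently would give 2521, 266, 10.0 and 0.0537. Called lower were 2071, 637, 93 and 3 genes, against 2867, 361, 15.4 and 0.0299 for independent lists. The 5 genes called in all 4 experiments were AAEL011739 and AAEL012654, higher with heme, and AAEL003893, AAEL009169 and AAEL025607, lower with heme. They were picked out after their values were seen. AAEL012654 rose most, with log2 fold changes of 4.46 in Aag2 cells at 72 h in Schneider’s medium, 4.65 at 48 h, 2.36 in A20 cells and 3.05 in L-15 medium. AAEL003893, annotated as a DNA repair protein of the xp-c/rad4 family on chromosome 3 of AaegL5 from 84682959 to 84711491, had -0.60, -1.55, -1.07 and -0.49 in the same order. Under scaling by library size alone, AAEL011739 had 0.36 in A20 cells and was not called there (FDR 0.0160). The exact test gave 18 genes higher and 74 lower in all 4 experiments. Leaving out 1 library at a time gave between 0 genes (without replicate 1 of the 48-h cells in regular growth media) and 9 (without replicate 1 of the L-15 cells with FBS). By the quasi-likelihood test the number was 1 without any of the 48-h libraries with added heme or without replicate 2 or 3 of A20 cells in 0 μM heme, 2 without replicate 2 and 3 without replicate 3 of the 48-h cells in regular growth media, and 7 without replicate 1 of A20 cells in 10 μM heme. It was 3 without replicate 2 or 3 of A20 cells with FBS and 2 without replicate 1 in 0 μM heme or replicate 2 or 3 in 10 μM heme of A20 cells.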

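Pairs of experiments were compared by Fisher's exact test over the genes tested in both. Genes are not independent replicates, so the odds ratios are given without p. Aag2 cells in Schneider’s and in L-15 medium at 72 h shared 400 genes higher with heme, where 84.4 would be shared by independent lists (odds ratio 10.8), and 512 lower (133 for independent lists, odds ratio 8.63), while 82 genes were called in opposite directions. Of the 70 genes higher at 48 h, 62 were also higher at 72 h in Schneider’s medium (5.62 for independent lists, odds ratio 95.1) and 40 in L-15 medium (5.79 for independent lists, odds ratio 15.4). A20 cells shared 31 higher genes with Aag2 cells at 72 h in Schneider’s medium, against 97.0 for independent lists (odds ratio 0.277), and 25 against 102 in L-15 medium (odds ratio 0.210). Of lower genes they shared 176 against 116 (odds ratio 1.72) and 244 against 125 (odds ratio 2.49). Called in opposite directions were 398 genes between A20 cells and Schneider’s medium and 275 between A20 cells and L-15 medium. All overlaps with A20 cells were counted under TMM only. The share of higher genes among those called in A20 cells was 51.7% under TMM and 16.5% under library size alone. The overlaps and opposite directions of A20 cells may therefore depend on the scaling. At an FDR of 0.05 the shared lower genes numbered 1158 against 1162 in Schneider’s medium (odds ratio 0.992) and 1538 against 1377 in L-15 medium (odds ratio 1.31). A20 cells and the 48-h experiment shared 5 higher genes against 7.46 for independent lists (odds ratio 0.643), and 471 against 358 at an FDR of 0.05 (odds ratio 1.62). They shared 9 lower genes against 2.21 (odds ratio 6.22), and 963 against 529 at an FDR of 0.05 (odds ratio 4.39).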

Surprisingly, when we compared the lists of DEG to each other we found no overlap, and so decided to pursue an alternative method of transcriptomic analysis based on cluster analysis.

### Soft cluster analysis of cultured cells exposed to heme-deficiency and heme-overexposure conditions

As an alternative to strict differential expression analysis, we examined expression patterns across each treatment to identify those genes with a pattern of expression consistent with our expectations for transcriptionally-regulated heme transport proteins (Import/Export: upregulated/downregulated upon heme deficiency, downregulated/upregulated upon heme excess). When we examined the transcriptome of 72-h heme-treated Aag2 cells grown in Schneider’s *Drosophila* media, 4728 genes were assigned across 15 distinct cluster patterns (Each gene displayed > 50% membership confidence to its assigned cluster), as shown in Fig. 2g (Table S1). 

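The 13171 genes of Aag2 cells in Schneider’s medium that passed the filter were clustered by fuzzy c-means on log2 CPM standardized per gene, with the paper's 15 clusters, a fuzzifier of 1.36 from the formula of Mfuzz's mestimate and the best of 10 random starts. A membership over 0.5 was reached by 6066 genes, 46.1% of those clustered. With the 8644 genes above 5 CPM in at least 3 libraries, a filter chosen after the values were seen, 5017 genes reached it. No test stands behind a cluster. A cluster was taken as import-like when each replicate of its centre in 0 μM heme lay above all replicates of both other treatments, with a gap of at least 0.5 SD between the treatment means, and as export-like when it lay below them.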

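For Aag2 cells in Schneider’s medium, 3 clusters met the rule for the import-like pattern, with 479, 848 and 339 genes and 1666 in all, 27.5% of the genes assigned to a cluster. A membership over 0.7 left 987 of them, and the minimum of 5 CPM gave 779 import-like genes. Of the 192 genes called higher in 0 μM heme than in regular growth media, 135 (70.3%) were in these clusters, as were 618 (49.1%) of the 1258 called lower in 10 μM than in 0 μM heme, where 12.6% of all genes tested were. The calls and the clusters used the same libraries, so these shares are not independent of the calls.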

Genes that showed the expected expression pattern for those with heme import function (↑ heme-deficiency, ↓ heme-overexposure) are shown in clusters 3 and 9; these clusters contained 238 genes with 1 or more predicted TM domain (85 and 153, respectively). Clusters 8 and 13 contained genes with the expression pattern consistent with potential heme export function (↓ heme-deficiency, ↑ heme-overexposure) and included 240 genes (99 and 142 respectively) with at least 1 TM domain prediction. 

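The rule for the export-like pattern was met by 2 clusters of Aag2 cells in Schneider’s medium, with 314 and 404 genes, 11.8% of the genes assigned. Of the 718 genes, 290 had a membership over 0.7. The minimum of 5 CPM gave 1090 export-like genes, and applying the same rule to each gene without clustering gave 1299. Without replicate 2 in 10 μM heme, 456 genes were export-like. Of the 137 genes called lower in 0 μM heme than in regular growth media, 53 (38.7%) were in the export-like clusters, and of the 992 called higher in 10 μM than in 0 μM heme, 228 (23.0%) were, against 5.45% of all genes tested. These shares rest on the same libraries as the calls as well.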

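In Aag2 cells in Schneider’s medium, 3 of the clusters that were neither import-like nor export-like, with 1208 genes (19.9% of those assigned), had centres in which the libraries with FBS all lay above or all below both treatments without FBS. This rule was set after the clusters were seen. Cluster centres with FBS were at 0.93, 0.88 and -0.93 SD, and the other 7 clusters held 2474 genes.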

Our analysis also appeared to identify clusters associated with gene expression changes due to the alterations in nutrient content in the growth media when fetal bovine serum is present/absent (clusters 1, 4, 10 and 12). Similar cluster-based analyses were performed for other experimental conditions (Table 1) are described in detail in the supplemental text (Additional file 3). For each, the number of genes assigned to the import-like clusters and export-like clusters and the number that contain at least 1 predicted transmembrane domain are given in Table 1 (48-h heme-treated Aag2: Fig. S3D; 72-h heme-treated A20: Fig. S6G; 72-h heme-treated Aag2 in L-15: Fig. S7G).

When the differential expression and the soft cluster analyses were compared to each other for each set of cultured cell conditions (Table 1), many of the heme transporter candidate genes identified in one were also found in the other (Additional file 4, Fig. S8–11). In addition, when the genes found highly differentially regulated (> 2-fold/down; ≥2TM) in each dataset were compared to those identified in the import-like/export-like clusters, the majority were present in both (48-h heme-treated Aag2: 28/28; 72-h heme-treated A20: 84/98; 72-h heme-treated Aag2 in L-15: 12/13). This commonality between the two different analyses indicated that these approaches converged on a single set of differentially regulated genes. In the end, as the majority of the highly expressed multipass TM containing DEGs were also present in import-like or export-like clusters for each dataset, we considered that these genes might play a role in the cellular response to heme. For example, both of the genes found highly differentially expressed (AAEL009206 & AAEL009813) were also present in the export-like clusters.

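Of the genes that changed by more than 2-fold past the threshold in the 48-h experiment, all 9 lower ones were in import-like clusters and all 45 higher ones in export-like clusters. In A20 cells, all 43 genes with the import-like pattern of changes and all 3 with the export-like pattern were in clusters of that type. In L-15 medium this held for 39 of 41 and 33 of 36 genes, and in Schneider’s medium at 72 h for 8 of 8 and 11 of 15. The threshold and the clusters used the same libraries, so the shares are not independent. From the presence of most such genes in both analyses, the paper reasons that these approaches converged on a single set of genes, and it proposes that the genes might play a role in the cellular response to heme.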

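In the clusters of Aag2 cells in Schneider’s medium, AAEL009206 and AAEL009813 belonged to the same export-like cluster, with memberships of 0.93 and 0.88. The centre of this cluster was at 0.48 SD in regular growth media, -0.96 in 0 μM heme and 0.48 in 10 μM heme. At 48 h both were in an export-like cluster, with memberships of 0.62 and 0.53. In L-15 medium AAEL009206 was in an import-like cluster, with a membership of 0.93.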

We reasoned that genes undergoing similar expression changes upon heme treatment/deficiency across different media types (L-15 or Schneider’s) or cell types (Aag2 or A20) would be the strongest candidates for a role in heme homeostasis. 

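Over the 10847 genes that passed the filter in all 4 experiments, with no selection by TM domains, 3491 genes were import-like in a single dataset, where 3927 would be if the lists were independent. Export-like in a single dataset were 3450 genes, against 3712 for independent lists.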

We identified those genes shared between experiments (Table 1) based on their expression pattern (cluster analysis) and number of predicted TM domains (≥1 TM domains) (Additional file 4, Fig. S12) and found that the majority of genes in expression clusters consistent with heme export (*n* = 649) or import (*n* = 767) function were unique to only 1 of the 4 datasets (Table 2). However, considering import-like gene expression patterns, 223 genes were identified in 2/4 datasets, 46 genes were identified in 3/4 datasets and just two (AAEL006432 and AAEL014003) were identified by cluster analysis in all 4 cell culture experiments. Likewise, a small number of genes displayed heme export-like expression patterns in multiple datasets, with 136 genes found in 2/4 datasets and 11 in 3/4 datasets. 

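Import-like in 2, 3 and 4 datasets were 1069, 183 and 15 genes, against 984, 109 and 4.43 for independent lists. Clustering CPM without the logarithm gave 40 genes in all 4 datasets, and the rule applied to each gene without clustering gave 30. Leaving out 1 library at a time gave between 8 genes (without replicate 2 of A20 cells in 0 μM heme) and 25 (without replicate 3 of L-15 cells in 0 μM heme), with 9 without replicate 3 of A20 cells in 0 μM heme and 9 without replicate 2 of the 48-h cells with added heme. AAEL006432, annotated as a sugar transporter on chromosome 2 of AaegL5 from 438935193 to 439212754, was import-like in Schneider’s medium at 72 h, at 48 h and in A20 cells, with memberships of 0.96, 0.52 and 0.67. In L-15 medium its highest membership was 0.34, under the minimum of 0.5. AAEL014003, on chromosome 2 from 353103783 to 353339726, was import-like in the same 3 datasets with memberships of 0.94, 0.92 and 0.64. In L-15 medium it belonged with 0.91 to a cluster that met neither rule. The centre of that cluster was at 0.39 SD with FBS, 0.75 in 0 μM heme and -1.14 in 10 μM heme. It was thus highest in 0 μM heme, but by less than the gap of 0.5 SD required here. In Schneider’s medium at 72 h, AAEL006432 rose by a log2 fold change of 0.70 in 0 μM heme (standard error 0.054, FDR 8.89e-06) and had -0.93 in 10 μM against 0 μM heme (standard error 0.055, FDR 1.56e-07). For AAEL014003 these values were 0.52 (standard error 0.038, FDR 5.43e-06) and -0.74 (standard error 0.038, FDR 5.33e-08). In 10 μM against 0 μM heme, AAEL006432 had -3.71 in A20 cells (standard error 0.37, FDR 2.50e-05) and -0.35 in L-15 medium (standard error 0.080, FDR 0.00338), and AAEL014003 had -1.31 (standard error 0.17, FDR 0.000102) and -0.71 (standard error 0.058, FDR 1.83e-06). At 48 h, neither was called, with -0.23 (FDR 0.0682) and -0.42 (FDR 0.000678). The call of AAEL006432 in A20 cells was lost without replicate 2 or 3 in 0 μM heme (FDR 0.000175 and 0.000180) or in 10 μM heme (0.000197 and 0.000160), and AAEL014003 was called there without replicate 1 in 10 μM heme (FDR 2.99e-05), and by the exact test (FDR 2.58e-10).

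**Figure D2:**
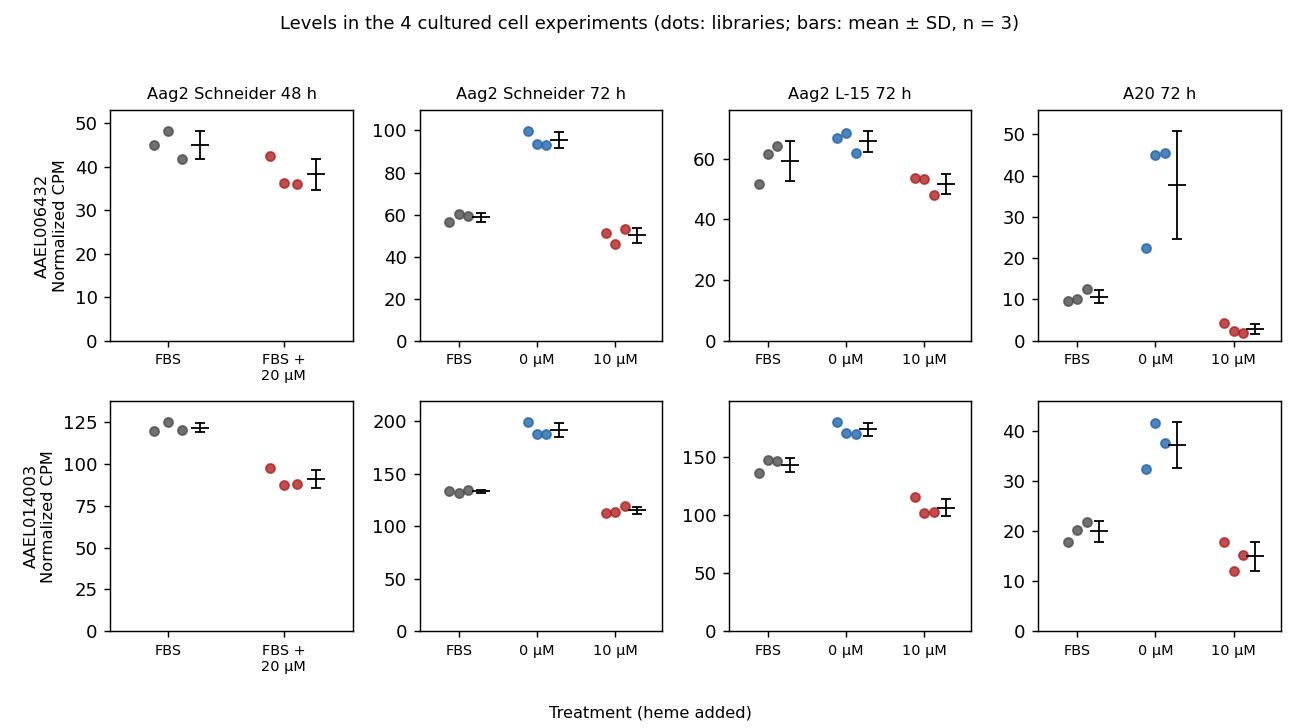
TMM-scaled CPM of AAEL006432 (upper plots) and AAEL014003 (lower plots) in each library of the 4 cultured cell experiments, by treatment; dots are libraries and bars the mean and SD of 3 replicates. In A20 cells, AAEL006432 was at 37.7 ± 13.1 CPM in 0 μM heme and 2.85 ± 1.27 CPM in 10 μM heme.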

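Export-like in 2 and 3 datasets were 849 and 68 genes, with 737 and 57.2 for independent lists. No p is given for these counts, since genes are not independent replicates.

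**Figure D3:**
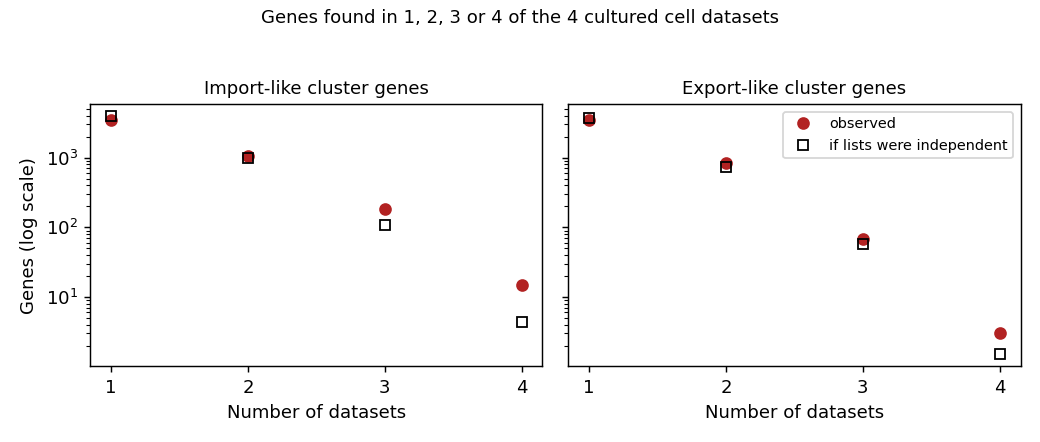
Number of genes found in 1, 2, 3 or 4 of the 4 cultured cell datasets in import-like clusters (left) and export-like clusters (right), on a logarithmic axis, with the number that independent lists of the same sizes would give. The import-like genes of 3 and 4 datasets, 183 and 15, lie above 109 and 4.43.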

No genes with the expression pattern expected for a heme export function were found in all 4 datasets.

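Without a selection by TM domains, AAEL006036, AAEL010146 and AAEL024747 were export-like in all 4 datasets, where 1.50 genes would be for independent lists. The 3 genes were picked out by this count, after their values were seen. AAEL024747 changed most, with log2 fold changes of 0.73 in 10 μM against 0 μM heme in Schneider’s medium (standard error 0.061, FDR 2.01e-06), 0.73 at 48 h (standard error 0.049, FDR 3.74e-05), 1.94 in A20 cells (standard error 0.14, FDR 6.75e-06) and 0.52 in L-15 medium (standard error 0.11, FDR 0.00175). Leaving out 1 library at a time gave 1 (without replicate 2 of A20 cells with FBS) to 4 genes, and the rule applied to each gene without clustering gave 9. The change of AAEL024747 at 48 h was not called with the replicate block (FDR 0.000960) or without any 1 of the 6 libraries (0.000238 to 0.000516), nor that in A20 cells in a fit of the 2 groups (0.000142). In L-15 medium it was called by DESeq2 (FDR 5.17e-05) and by the exact test with tagwise dispersions, chosen after seeing the values, under TMM (1.52e-05) and library size alone (2.39e-06).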

**Table 2:** Genes Present in Import-like or Export-like Clusters Across Multiple *Ae. aegypti* Cultured Cell Datasets

	Genes Present in One or More Datasets			
	only 1 dataset	2 datasets	3 datasets	4 datasets
Genes present in clusters consistent with heme export	649	136	11	0
Genes present in clusters consistent with heme import	767	223	46	2

### Comparing candidate genes to those identified in previously published analyses

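The difference of the response to heme was tested between experiments as an interaction in edgeR's quasi-likelihood fit of 18 libraries. Between Schneider’s and L-15 medium, the log2 fold change of 10 μM against 0 μM heme in Aag2 cells differed for 1414 of 14332 genes, 463 of them higher and 951 lower in L-15 medium. The sign of the fold change was opposite in the 2 media for 759 of these (53.7%). Between A20 cells and Aag2 cells in L-15 medium, it differed for 3864 of 14594 genes, 2182 higher and 1682 lower in A20 cells, with opposite signs for 2964 (76.7%). Under library size alone, the split between the lines was 729 higher and 4166 lower. Across all genes the fold changes correlated with a Spearman's rho of 0.53 between the media and -0.08 between the lines. The cells of each experiment were separate cultures and separate sets of libraries, and the A20 cells were in SF900 II, so that line, medium and experiment cannot be told apart. With each library left out in turn, the 2 counts ranged from 1060 to 1603 and from 3137 to 5365, the last without replicate 1 of A20 cells in 10 μM heme.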

As we observed substantial variability in the suite of differentially regulated genes between cell line type and even growth media conditions in response to heme, we sought to compare our candidate lists with other published experiments. DEGs and the genes present in the import-like/export-like clusters were compared to previous analyses performed in Aag2 cells [27] and bloodfed *Ae. aegypti* females [30] to identify genes shared between them. Bottino-Rojas [27] found 28 DEG (≥2-fold/down, ≥2TM) in Aag2 cells exposed to heme for 24 h that contained predicted functions related to transport. Of these genes, 22 were also identified as a DEG and/or present in an import-like/export-like cluster in at least one of our cultured cell experiments (7 genes in all 4 datasets, 3 genes in 3 datasets, 8 genes in 2 datasets & 4 genes in just 1 dataset). 

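In the 72-h experiments, the zinc transporter gene AAEL014762 was at 61.6 ± 2.54 CPM in 0 μM heme and 800 ± 47.6 CPM in 10 μM heme in Schneider’s medium (SD, n = 3 each), a log2 fold change of 3.70 (standard error 0.15, FDR 1.06e-08). In L-15 medium its log2 fold change was 1.56 (standard error 0.052, FDR 4.27e-09), and in A20 cells it was -1.25 (standard error 0.50, FDR 0.0492), or -2.34 without replicate 1 in 10 μM heme, where it was called (FDR 1.15e-07). The cystinosin gene AAEL006113 was at 18.7 ± 1.32 and 152 ± 7.09 CPM in Schneider’s medium (SD, n = 3 each), a log2 fold change of 3.03 (standard error 0.076, FDR 5.12e-10), and had 1.77 in L-15 medium (standard error 0.070, FDR 9.33e-09).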

The functions of some of these 22 shared genes include 3 ABC transporters, 1 member of the ZIP family of zinc transporters (AAEL014762) and 1 cystinosin (AAEL006113) and 7 of unknown function. AAEL014762 is an iron transporter localized in the endocytic vesicles and is important in exporting iron from the midgut [31, 32]. Cystinosin is involved in the transport of cystine into the cytosol which then serves as a site for redox reactions to occur, indicating its important role in heme-generated ROS mitigation. Thus, the remaining genes present across multiple analyses may represent promising candidates as heme transporters. Likewise, of the ~ 369 multipass TM containing genes found highly differentially expressed in bloodfed vs sugar fed females (> 1 log2 or < − 1 log2; ≥100 reads in at least 1 sample) [30], almost half (171, 46%) were also identified as a DEG and/or present in an import-like/export-like expression cluster in one or more of our cultured cell experiments. In fact, the gene AAEL009853 (trysin/serine protease) was differentially expressed in both A20 cells in the absence of the FBS (0 μM heme samples) and bloodfed females and is involved in the digestion of proteins. In addition, the cytinosin AAEL006113 was also upregulated in both bloodfed midguts and heme-exposed cells (A20 &Aag2) indicating the possibility of a shared ROS response pathways between them. 

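In A20 cells, AAEL009853 was at 3.45 ± 1.61 CPM with FBS and 5.77 ± 0.240 CPM in 0 μM heme (SD, n = 3 each). Its log2 fold change was 0.74 (standard error 0.32, FDR 0.118), and the FDR of the exact test with the filter of 5 CPM, a setting chosen after the values were seen, was 0.0621. Every library in 0 μM heme was above every library with FBS. In 10 μM heme its level was 15.2 ± 4.44 CPM (SD, n = 3), a log2 fold change of 2.13 against FBS that did not pass the threshold (standard error 0.33, FDR 0.000474) unless replicate 1 in 10 μM heme was left out (FDR 9.73e-05), and did in the exact test (FDR 3.35e-08). Serum and basal medium differ together between these treatments.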

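In A20 cells AAEL006113 was at 41.6 ± 8.11 CPM in 0 μM heme and 25.5 ± 12.5 CPM in 10 μM heme (SD, n = 3 each). Its log2 fold change was -0.70 between these treatments (standard error 0.33, FDR 0.0846) and 0.37 between 10 μM heme and regular growth media, at 19.8 ± 6.08 CPM (standard error 0.33, FDR 0.365). The latter was -0.12 without replicate 1 in 10 μM heme and -0.18 when scaled by library size alone. It rose in 10 μM heme against regular growth media in Aag2 cells, with 1.91 in Schneider’s medium (standard error 0.071, FDR 6.70e-09) and 2.87 in L-15 medium (standard error 0.075, FDR 8.34e-11).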

Altogether, these analyses highlight both the plasticity of the *Ae. aegypti* transcriptional response to heme deficiency/excess and a number of candidate genes that might serve as heme transporters. As no single candidate gene appeared dominant across all experiments, we sought further evidence of transcriptional response to heme directly in the mosquito midgut prior to beginning reverse genetic analyses of candidate genes,

### ZnMP uptake in *Aedes aegypti* midguts

As *Ae. aegypti* midgut epithelial cells are directly involved in heme uptake and digestion following blood feeding [33], we decided to examine their transcriptional responses upon heme exposure. As a typical blood meal taken in by the female mosquito is composed of many different components present in vertebrate blood, we attempted to disentangle their effects on the midgut by using a protein-free artificial bloodmeal [with either 0 mM or 10 mM heme; protocol from [34]]. We initially chose 10 mM heme concentration as that would be the maximum amount of heme present in a drop of blood that could be released at once [18], however smaller concentrations as low as 625 μM were also examined. Nevertheless, this method was not effective due to the failure to solubilize heme in aqueous feeding solutions and the corresponding toxicity of solvent such as DMSO. Therefore, an ex vivo application was performed with midguts incubated post-dissection in either regular growth cultured cell media, heme-deficient media (0 μM heme) or heme-overload media (10 μM heme) followed by a ZnMP fluorescence assay based on the adapted insect cultured cell assay [28]. Following ZnMP incubation, the heme-treated midguts showed substantially decreased uptake of the fluorescent analog compared to those incubated in regular or heme-deficient media (q-value< 0.0001; Fig. 3a, S13). However, unlike our observations in cultured cells, no significant difference was observed in ZnMP fluorescence between the normal growth media and heme-starved midguts (q-value = 0.3903). The decreased ZnMP uptake we observed in the 10 μM heme treatment indicated that this concentration was sufficient to alter the physiological readiness of the midguts in a manner similar to what might occur naturally during blood digestion. We considered the possibility that this reduction in ZnMP fluorescence was due to a more general decrease in active transport, rather than a specific downregulation of heme transport. To test this possibility, heme-exposed midguts were incubated with pHrodo™ green dextran as a marker for active endocytosis (Fig. 3b). No difference in fluorescence was observed between the heme deficient/overexposure midguts, suggesting that endocytosis is active upon heme-exposure and that the heme transport pathway(s) is specifically affected.

**Fig. 3:**
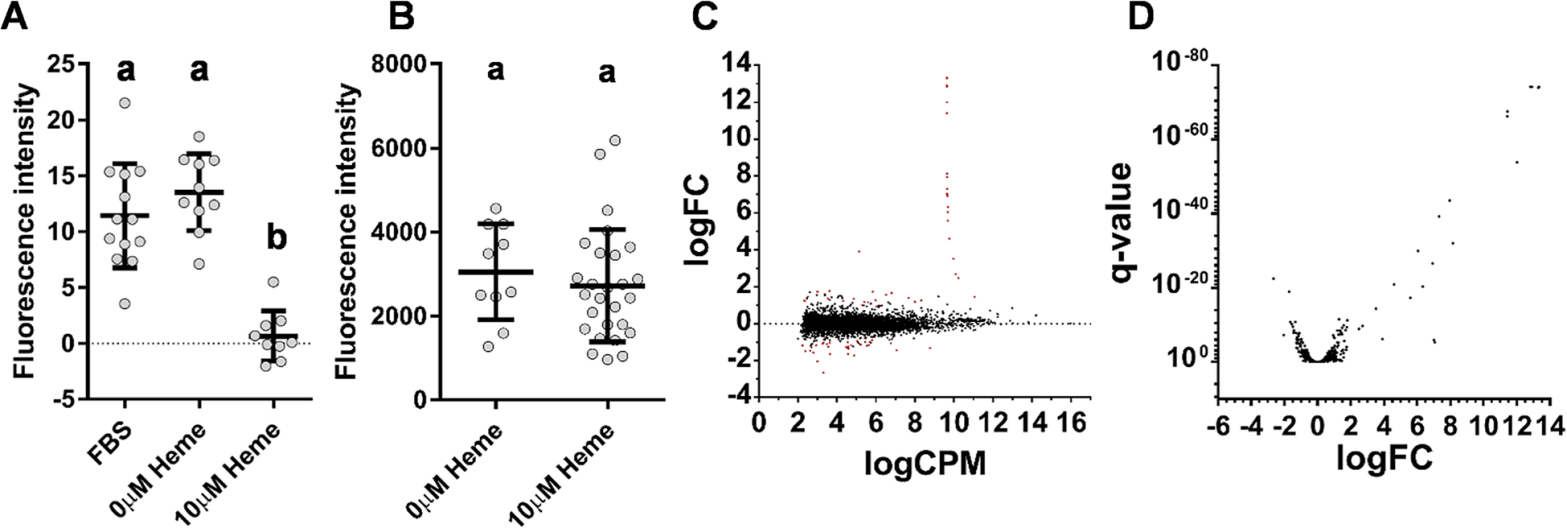
Heme treatment reduces ZnMP uptake and alters gene expression in *Aedes aegypti* female midguts. *Ae. aegypti* female midguts were incubated in 0 μM or 10 μM hemin chloride for 35 h. **a** Background corrected ZnMP fluorescence measurements of each dissected midgut. The middle horizontal line on each treatment group represents the mean and the lines above and below represent ±1 SD. Statistical significance shown by the labels a&b. **b**. Background corrected pHrodo^TM^ Green Dextran fluorescence of dissected midguts. Heme deficient and exposed midgut fluorescence not significantly distinct (*p*-value = 0.6316) **c** Log2 fold change (LogFC) vs Log10 counts per million (LogCPM) graph of genes found differentially expressed. Genes with an adjusted *p*-value corrected for multiple testing of < 0.00001 (false discovery rate: FDR) are shown in red. **d** Volcano plot of genes found differentially expressed in analysis

### RNA sequencing and differential expression analysis of Heme-treated Midguts

As the ability of the midgut to uptake the heme analog ZnMP was reduced after incubation with heme, we hypothesized that this was due to modulation of the gut transcriptome, as the cells temporarily downregulated genes involved in heme import and/or upregulated genes involved in heme export similar to what was observed in *C. elegans* [26]. To test this hypothesis, we performed a differential expression analysis. Few differentially expressed genes were identified when using the strict q-value (false discovery rate) as in the cultured cell datasets (65 DEG, q-value = 0.0001). However, as substantially more variation was observed between the biological replicates in this experiment (Additional file 4, Fig. S14) we considered less stringent q-values as well (Table 3; Additional file 1, Table S5). We found as many as 243 (q-value = 0.05) significant DE genes with 125 downregulated and 118 upregulated genes in response to heme exposure (Fig. 3c&d). Of these, 44% (108) contained at least one predicted TM domain, with 60 downregulated and 48 upregulated (Additional file 1, Table S5). As observed previously in cultured cells, genes encoding at least one TM domain were much more likely to be differentially regulated in response to heme exposure than expected by chance alone (obs 108, exp. 80; *p*-value< 0.00001). Unexpectedly, we identified that 11 of the most highly upregulated genes were mitochondrial in origin (logFC range 2.7–12) and were highly expressed across all the samples (logCPM ~ 10). These mitochondrial genes were not considered further, as we sought to focus on genes encoding factors that might shuttle diet-derived heme through the cellular membranes. This left 58 DEGs with 2 or more TM domains, 34 of which were downregulated and 24 upregulated in the presence of heme. This list was further reduced by removing from consideration those gene products with functions not related to transport, such as those with enzymatic activity or those related to the ROS stress response (Genes remaining: 40; 28 downregulated and 12 upregulated; Table 4). Of the 40 DEG candidates, only 11 were highly differentially regulated when exposed to heme overload conditions, 2-fold decrease (6) or increase (5).

**Table 3:** **The number of significant genes found at different** ***α*** **values**

Adjusted ***α***	# of genes	# of TM genes
0.0001	65	38
0.001	84	47
0.01	154	76
0.05	243	108

**Table 4:** Multipass TM domain containing genes with expression patterns consistent with genes encoding heme transport proteins

NAME	log2FC	q-value	# TM
AAEL000859 protein_coding	−1.3184	1.40E-08	2
AAEL019869 protein_coding	−1.2359	1.05E-05	2
AAEL002557 cationic amino acid transporter	−1.1718	9.42E-07	12
AAEL024460 protein_coding	−1.1243	0.00115	4
AAEL020936 protein_coding	−1.0454	6.14E-05	2
AAEL021618 protein_coding	−1.032	0.02785	2
AAEL024267 protein_coding	−0.982	0.00343	2
AAEL003619 sodium/chloride dependent amino acid transporter	−0.9543	0.00042	12
AAEL001938 ATP-binding cassette sub-family A member 3	−0.8521	0.00624	17
AAEL007191 amino acid transporter	−0.8341	0.00233	10
AAEL010905 protein_coding	−0.826	0.00082	6
AAEL005013 protein_coding	−0.789	0.00148	2
AAEL012440 sodium-bile acid cotransporter	−0.7835	4.60E-05	10
AAEL001495 protein_coding	−0.7597	0.01199	6
AAEL004513 neurotransmitter gated ion channel	−0.7512	0.00589	3
AAEL008664 protein_coding	−0.7068	0.00188	2
AAEL006480 protein_coding	−0.7036	0.00573	3
AAEL014355 symbol, putative	−0.6857	0.04023	2
AAEL003618 sodium/chloride dependent amino acid transporter	−0.6854	0.04341	12
AAEL009531 niemann-pick C1	−0.6551	0.00052	14
AAEL012226 protein_coding	−0.6385	0.02752	4
AAEL009112 protein_coding	−0.6322	0.03157	2
AAEL011918 protein_coding	−0.6194	0.02778	2
AAEL027190 protein_coding	−0.5945	0.00269	8
AAEL000461 protein_coding	−0.5927	0.00551	3
AAEL000417 monocarboxylate transporter	−0.5895	0.02177	12
AAEL003318 oligopeptide transporter	−0.5479	0.01182	10
AAEL021771 protein_coding	−0.5258	0.03568	3
AAEL006855 UDP-galactose transporter	0.469	0.04311	10
AAEL012395 ATP-binding cassette transporter	0.5554	0.02778	12
AAEL023104 protein_coding	0.6348	0.02177	4
AAEL027424 protein_coding	0.7912	0.00758	8
AAEL018150 protein_coding	0.8105	0.03276	13
AAEL022465 protein_coding	0.8262	0.02191	3
AAEL028119 protein_coding	0.8301	0.01236	2
AAEL002129 protein_coding	1.0183	3.69E-05	2
AAEL005043 ATP-dependent bile acid permease	1.1916	8.42E-05	17
AAEL002599 protein_coding	1.2418	3.07E-05	2
AAEL021284 protein_coding	1.6055	1.95E-06	2
AAEL029008 protein_coding	1.7825	5.04E-12	2

In order to confirm that the differentially expressed genes identified in this analysis were in fact transcriptionally regulated in heme exposed *Ae. aegypti* midguts, we performed quantitative real-time PCR (RT-qPCR) on a small subset of these genes. The computationally derived fold change values of 5 TM-containing genes with increased/decreased expressionin the presence of heme were compared to the relative quantification (RQ) RT-qPCR values (Fig. 4). In 4 out of the 5 genes examined AAEL002406, AAEL002557, AAEL009531 and AAEL012440 the RT-qPCR results were consistent, all of which showed downregulation in response to heme exposure. Of the 5 genes examined, 2 contained q-values above the α considered in the differential expression analysis (0.05), while one of these, AAEL002406 (0.070), showed consistant downregulation in response to heme exposure, the RT-qPCR results of the other, AAEL000434 (0.064), were not consistant with the upregulation observed previously. These results indicate that the true false discovery rate of this experiment is above the α chosen for this analysis.

**Fig. 4:**
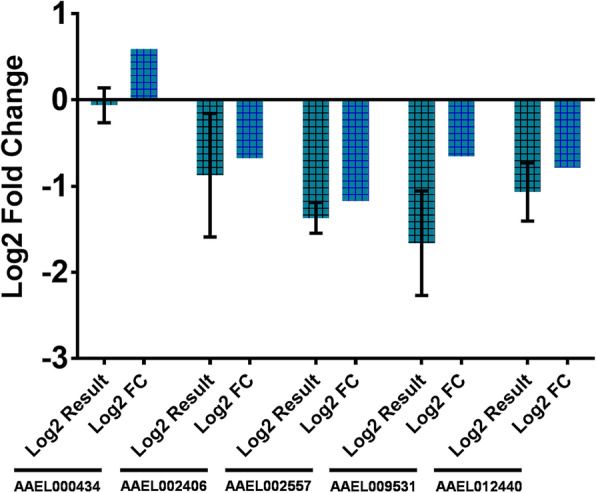
RT-qPCR of a subset of potential heme transport genes in Aag2 cells in response to heme exposure or deficiency. Real time quantitative PCR of 5 genes differentially expressed in midguts treated with 10 μM heme when compared to 0 μM heme control were selected to validate computational results; AAEL000434, AAEL002406, AAEL002557, AAEL009531 and AAEL012440. Teal bars indicate RT-qPCR relative quantification values and blue bars indicate computational fold change values

### Comparison of Midgut Heme transporter candidates to those found in cultured cells

We compared the list of genes differentially expressed in the midgut upon heme treatment to those genes identified as differentially expressed in the cultured cell analyses with the goal to identify any common heme response mechanisms shared between the distinct cell types examined. In total, 15 of the 40 DEG identified in the midgut were also present in one or more cultured cell datasets. 

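Of the 40 genes of the midgut experiment, 36 passed the filter in at least 1 cultured cell experiment. In the comparison of 10 μM with 0 μM heme, or of added heme with regular growth media at 48 h, 16 were called in the direction of the midgut in at least 1 experiment and also 16 adjusted over the list alone. In the opposite direction, 6 of the genes were called in at least 1 experiment, 4 of them only so. The exact test called 21 in the direction of the midgut and 14 in the opposite one, 9 of them only so, and an FDR of 0.05 gave 26 and 19. With each library left out in turn, the number in the direction of the midgut was 14 to 17. The direction was that of the midgut for 10 genes in Schneider’s medium at 72 h, 2 at 48 h, 3 in A20 cells and 13 in L-15 medium, and the opposite for 4 in Schneider’s medium at 72 h, 1 in A20 cells and 3 in L-15 medium. The midgut libraries were not used here, and the paper's list of genes was taken as given. No number was computed for genes picked at random. Of the 10847 genes tested in all 4 experiments, 2182 were called higher and 2071 lower with heme in a single experiment, and others in several. Some candidates would thus match the midgut without any link to it, and the counts do not show a shared response.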

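Of the 28 genes lower with heme in the midgut, 11 were called lower with heme in at least 1 cultured cell experiment, and 13 were in import-like clusters, 9 of them in 1 dataset, 1 in 2 and 3 in 3. Over all 40 genes, 6 were called in the direction of the midgut in 1 experiment, 8 in 2 and 2 in 3.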

When examining those 28 genes downregulated in the presence of heme (expression pattern consistent with heme import function), 11 were also identified in at least one cell culture experiment [8 were identified in only 1 cell dataset, 1 in 2 datasets and 2 in 3 datasets (Table 5)]. Likewise, 4 of the 12 midgut genes upregulated in the presence of heme (expression consistent with heme export function) were also identified in one cultured cell dataset (Table 5).

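Called higher with heme in at least 1 cultured cell experiment were 5 of the 12 midgut genes. In export-like clusters were 4 of the 12, 3 of them in 1 dataset and 1 in 2.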

**Table 5:** Midgut heme transporter candidates found also in one or more cultured cell dataset

Potential importers				Potential exporters			
Midgut + 1	+ 2	+ 3	+ 4	Midgut + 1	+ 2	+ 3	+ 4
AAEL012226	AAEL011918	AAEL012440		AAEL027424			
AAEL021771		AAEL001495		AAEL028119			
AAEL019869				AAEL006855			
AAEL005013				AAEL012395			
AAEL006480							
AAEL003619							
AAEL000461							
AAEL000417							

### RNAi of *Aedes aegypti* cultured cells

We next sought to determine whether any of differentially regulated genes has a functional role in heme transport (Table 6). We selected 9 candidate DEG found in both the heme-exposed midgut epithelial cells and at least one cultured cell experiment and performed an RNAi knockdown screen in Aag2 cells, measuring the normalized ZnMP fluorescence in the presence/absence of each gene product (Fig. 5a). 

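In the heme comparisons of the cultured cells, 7 of the 9 candidates were called in at least 1 experiment by the quasi-likelihood test, 6 lower with heme and 1 higher. AAEL012440, annotated as a sodium-bile acid cotransporter on chromosome 1 of AaegL5 from 213310413 to 213340554, was lower in 3 experiments, with log2 fold changes of -0.52 in Schneider’s medium at 72 h (standard error 0.048, FDR 4.36e-06), -1.11 at 48 h (standard error 0.066, FDR 2.12e-05) and -0.66 in L-15 medium (standard error 0.058, FDR 3.07e-06). AAEL001495, on chromosome 2 from 262109347 to 262142939, had -2.93 in A20 cells (standard error 0.25, FDR 1.33e-05) and -0.87 in L-15 medium (standard error 0.057, FDR 3.20e-07). AAEL012440 was called in A20 cells under scaling by library size alone (-1.18, FDR 1.81e-05), and AAEL001495 at 48 h by the exact test (-0.34, FDR 3.74e-08). AAEL002557, a cationic amino acid transporter, was lower in Schneider’s medium at 72 h with -0.45 (standard error 0.043, FDR 5.74e-06) and in L-15 medium with -0.78 (standard error 0.078, FDR 8.03e-06), but not under scaling by library size alone in Schneider’s medium (FDR 0.000117). At 48 h it was higher, with 0.46 (standard error 0.056, FDR 0.000899), in an export-like cluster with a membership of 0.80. That rise was not called by the quasi-likelihood test, but was by the exact test (FDR 1.82e-08), by DESeq2 (3.76e-13) and by the exact test with tagwise dispersions, chosen after seeing the values, under TMM (2.01e-09) and library size alone (6.25e-09). In A20 cells it had -0.78 (standard error 0.15, FDR 0.00122), which was called by the exact test (4.63e-05), by DESeq2 (2.62e-05), by both exact tests chosen after seeing the values (5.12e-05 and 2.69e-09) and without replicate 1 in 10 μM heme (2.21e-05). AAEL003619 was lower in L-15 medium, with -1.73 (standard error 0.12, FDR 4.23e-07), as was AAEL000417 with -0.46, and AAEL000461 was lower in Schneider’s medium with -0.34. AAEL008664 was higher with heme, with 1.03 in Schneider’s medium (standard error 0.051, FDR 4.25e-08) and 1.14 in L-15 medium (standard error 0.040, FDR 5.54e-09). AAEL004513 and AAEL012226 were not called in these comparisons by the quasi-likelihood test in all libraries. In the clusters, AAEL004513 was export-like in 1 dataset, and AAEL012226 import-like in 1 and export-like in 1. Without some libraries the calls of AAEL012440 at 48 h (without any but replicate 2 in regular growth media, FDR up to 0.000361) and of AAEL001495 in A20 cells (without replicate 2 or 3 in 0 μM heme or replicate 3 in 10 μM heme, FDR up to 0.000125) were lost.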

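Other calls among these 9 candidates also changed with the test or the libraries. The call of AAEL000417 in L-15 medium was lost under scaling by library size alone (FDR 0.000263), with the replicate block (0.000105), without replicate 2 or 3 in 0 μM heme or in 10 μM heme (0.000119 to 0.000150), and in the exact test with tagwise dispersions under library size alone, chosen after seeing the values (0.000102). In A20 cells it had -1.18 (FDR 0.000115) and was called by the exact test (1.39e-09), by DESeq2 (8.29e-11), under library size alone (4.94e-05), with no filter (7.13e-05) and without replicate 1 in 10 μM heme (1.67e-06). The call of AAEL000461 in Schneider’s medium was lost under library size alone (0.000665), with the replicate block (0.000110) and in both exact tests with tagwise dispersions (0.000153 and 0.0157). In A20 cells it had -1.75 (FDR 0.000136) and was called by the exact test (5.07e-11), by DESeq2 (4.52e-12), under library size alone (9.34e-05), with no filter (5.13e-05) and without replicate 1 in 10 μM heme (4.41e-06). In L-15 medium it had -0.32 (FDR 0.000284) and was called by the exact test (8.27e-06), by DESeq2 (5.39e-08) and with no filter (9.31e-05). AAEL008664 had 0.68 at 48 h (FDR 0.000122) and was called there by the exact test (2.70e-18), by DESeq2 (1.35e-24) and with no filter (7.47e-06). AAEL004513 was called higher in L-15 medium by the exact test (0.58, FDR 9.92e-06), by DESeq2 (4.85e-07), in a fit of the 2 groups (1.62e-05) and without replicate 1 in regular growth media (5.78e-05), and in Schneider’s medium by DESeq2 (0.49, FDR 6.84e-05). AAEL012226 was called lower in A20 cells by the exact test (-0.62, FDR 5.07e-05), by DESeq2 (4.65e-05) and under library size alone (1.44e-05). AAEL012440 at 48 h (FDR 0.000161) and AAEL001495 in A20 cells (0.000145) were not called with the replicate block, nor AAEL001495 in A20 cells in a fit of the 2 groups (0.000272). AAEL001495 was also called at 48 h by DESeq2 (5.57e-13) and with no filter (6.05e-05), and in Schneider’s medium at 72 h by DESeq2 (-0.22, FDR 1.74e-05). The minimum of 5 CPM and the exact tests with tagwise dispersions, chosen after seeing the values, added calls only where some other test here also did, except for AAEL012226 in Schneider’s medium (0.47, FDR 4.93e-06).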

RT-qPCR of each gene confirmed successful knockdown for 7/9 candidate genes (Fig. 5d). Knockdown of the gene AAEL001495 (*p*-value = 0.0004) resulted in a reduction of ZnMP fluorescence (19.9%) indicating a potential role in heme import (Fig. 5b). Conversely, knockdown of the genes AAEL012226 (*p*-value = 0.0363), AAEL008664 (*p*-value = 0.0104), AAEL000417 (*p*-value = 0.0036) and AAEL000461 (*p*-value = 0.0356) resulted in a modest increase in ZnMP fluorescence when compared to EGFP (23.8, 28.4, 13.8 and 13.8% respectively) indicating their possible role in heme export. As knockdown of AAEL003619 and AAEL012226 were not confirmed, their potential role in heme transport remains unresolved.

**Table 6:** Cultured cell candidates selected for RNAi knockdown in Aag2 cells

Gene	Annotation	# TM	Dataset Identified in	Type of transport
AAEL000417	monocarboxylate transporter	12	A20	Import
AAEL000461	protein_coding	3	A20	Import
AAEL001495	protein_coding	6	Aag2 48 h/A20/Aag2Schn	Import
AAEL002557	cationic amino acid transporter	12	Aag2 48 h	Export
AAEL003619	Na/Cl dependent amino acid transporter	12	Aag2 L15	Import
AAEL004513	neurotransmitter gated ion channel	3	Aag2 48 h	Export
AAEL008664	protein_coding	2	Aag2 48 h/Aag2Schn	Export
AAEL012226	protein_coding	4	Aag2 48 h/Aag2Schn	Import/Export
AAEL012440	sodium-bile acid cotransporter	10	Aag2 48 h/A20/Aag2L15	Import

**Fig. 5:**
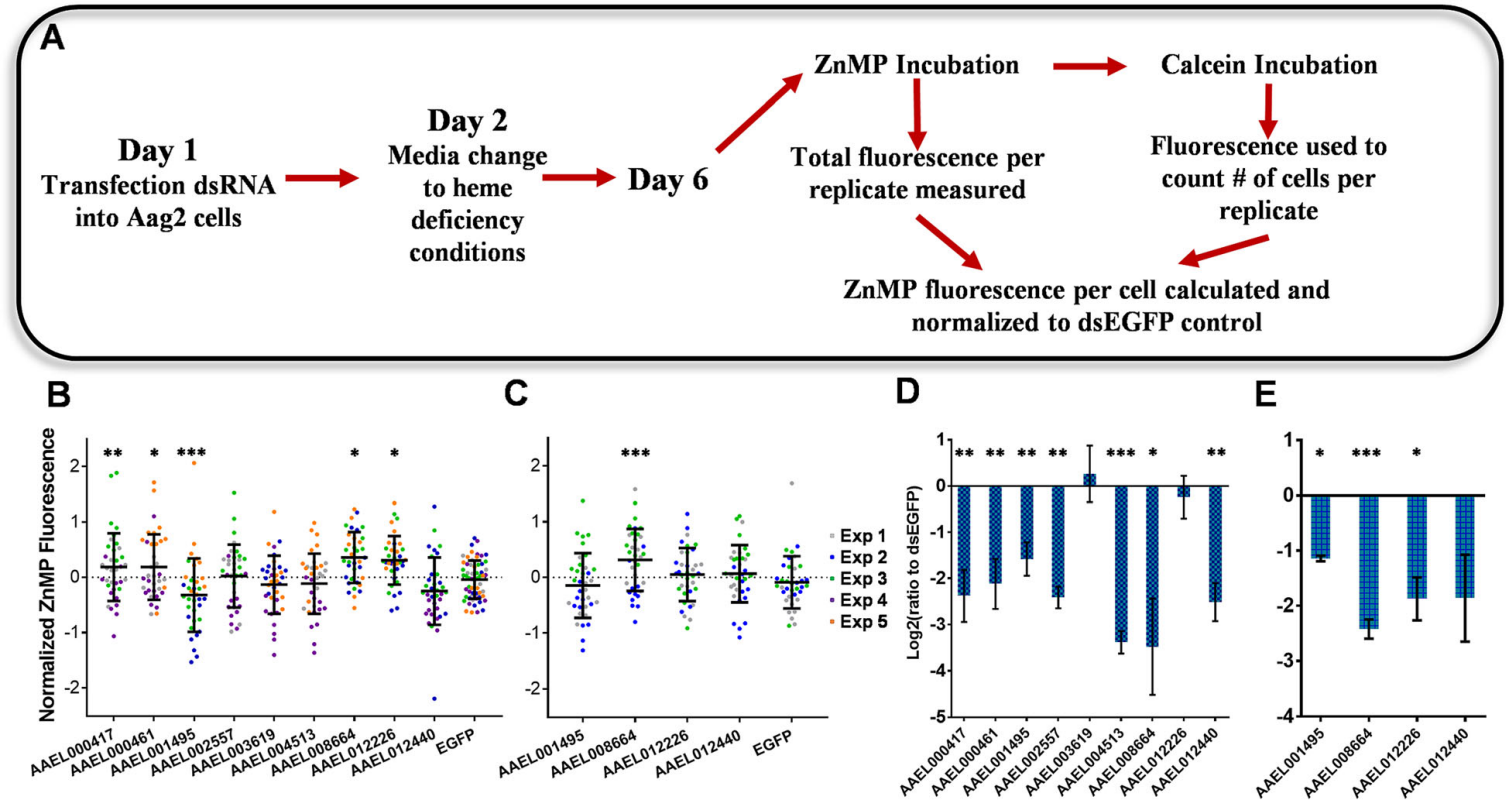
dsRNA knockdown of candidate heme importers in *Aedes aegypti* cultured cells. **a** RNAi knockdown of heme transporter candidate genes in Aag2 cells. **b** Gene targets: AAEL000417, AAEL000461, AAEL001495, AAEL002557, AAEL003619, AAEL004513, AAEL008664, AAEL012226, & AAEL012440. Each point on the graph was the average ZnMP fluorescence per cell normalized to the EGFP control for a knockdown replicate. The colors of each point represent the specific experimental day the point was measured. **c** RNAi with new dsRNA targeting new regions of genes found to effect ZnMP uptake in (**b**). **d** RT-qPCR confirmation of RNAi knockdown of DE genes found in cultured cells treated with heme overload or deficiency. **e** RT-qPCR confirmation of genes knocked down in (**d**). * Indicates genes that exhibited significantly different fluorescence/RQ than control with *p*-values below 0.05, ** *p*-values < 0.01 and *** *p*-values < 0.001

As we observed significant changes in ZnMP fluorescence for 5 candidate genes when knocked down in Aag2 cells, we designed new dsRNAs targeting independent regions of the top 3 genes in order to confirm their role in heme transport. In this RNAi screen the genes AAEL001495 (decreased fluorescence previously), AAEL008664 (increased) and AAEL012226 (increased) as well as AAEL012440 which showed a non-significant downward trend higher in magnitude than some significant genes (15.8% decrease; *p*-value = 0.2813) were knocked down (Fig. 5b). RT-qPCR of each gene confirmed successful knockdown in all but AAEL012440 (Fig. 5e). The results of this analysis, shown in Fig. 5c, confirmed only AAEL008664 as having a potential role in heme transport, specifically heme export, as a modest increase in ZnMP fluorescence (24.4%; *p*-value = 0.00059) was observed in both screens.

### RNAi of *Aedes aegypti* Midguts

As no clear single candidate gene emerged from our cell culture-based RNAi screen, we repeated the screen using ex vivo dissected midguts under the assumption that redundancy in heme transport might be reduced in this tissue as compared with undifferentiated cells. To do this, we injected dsRNA targeting one of eight DEG with expression patterns consistent with involvement in heme transport, dissected the midguts and measured ZnMP uptake (Table 7, Fig. 6a&b). Of the 8 genes selected, 5 were found differentially expressed in both midgut epithelial cells and at least one cultured cell experiment, while 3 were DE unique to the midgut epithelial cells. The RNAi-based knockdown of 4 genes resulted in a decreased in ZnMP fluorescence (*p*-value≤0.001) with the highest reduction occurring during the knockdown of AAEL00417 (34.9%), indicating a potential role in heme import. Correspondingly, 2 genes showed an increase in ZnMP fluorescence upon knockdown (*p*-value≤0.0049) with the highest increase occurring in AAEL002557 (25.2%) and thus may play a role in heme export.

**Table 7:** Midgut heme transporter candidates selected for RNAi knockdown in adult *Ae. aegypti*

Gene ID	log2FC	FDR	Annotation	# TM
AAEL000417	−0.58947	0.02177	monocarboxylate transporter	12
AAEL000461	−0.59269	0.00551	protein_coding	3
AAEL001938	−0.85206	0.00624	ATP-binding cassette sub-family A member 3, putative	17
AAEL002557	−1.17180	9.42E-07	cationic amino acid transporter	12
AAEL003318	−0.54787	0.01182	oligopeptide transporter	10
AAEL004513	−0.75116	0.00589	neurotransmitter gated ion channel	3
AAEL009531	−0.65507	0.00053	niemann-pick C1	14
AAEL012440	−0.78354	4.60E-05	sodium-bile acid cotransporter	10

**Fig. 6:**
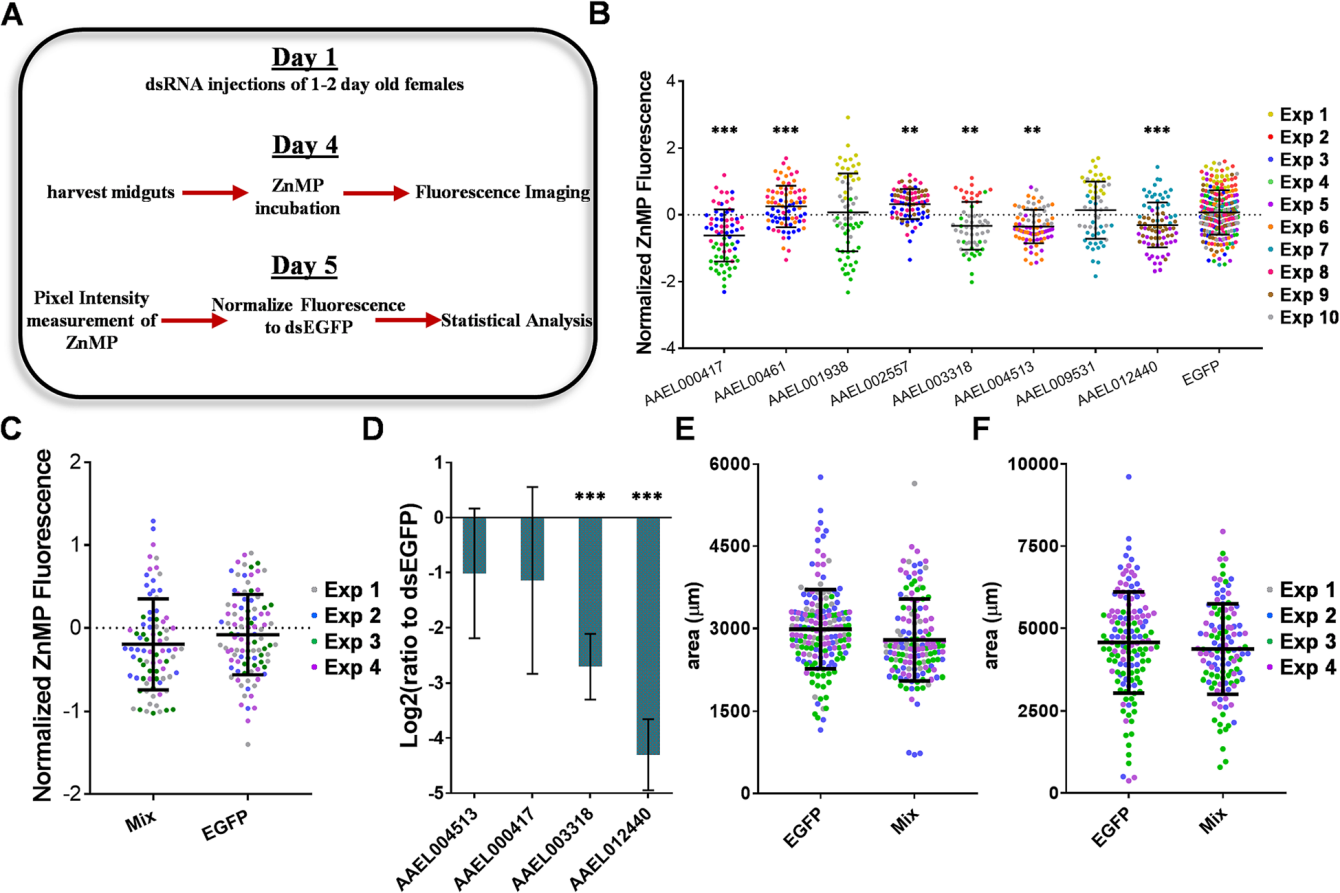
dsRNA knockdown in adult *Aedes aegypti* female midguts of candidate genes. **a** RNAi knockdown of the *Ae. aegypti* genes AAEL000417, AAEL000461, AAEL001938, AAEL002557, AAEL003318, AAEL004513, AAEL009531 and AAEL012440 in *Ae. aegypti* female midguts. **b** ZnMP fluorescence observed after RNAi knockdown of candidate heme transporter genes. Each colored point represents the average ZnMP fluorescence across a midgut normalized to an EGFP control. The colors of each point represent the specific experimental day that the point was observed; each experiment consisted of a sample size of ~*n* = 30 for each gene. ** Indicates genes that exhibited significantly different fluorescence than control with *p*-values below 0.01 and *** with *p*-values < 0.001. **c** ZnMP fluorescence of simultaneous RNAi knockdown of 4 genes, AAEL000417, AAEL003318, AAEL004513 and AAEL012440 in adult female mosquitoes. **d** AAEL003318 & AAEL012440 showed RT-qPCR confirmation of RNAi knockdown as they were distinct from the expression in cells targeted with dsEGFP (*** = p-val < 0.001). (**e**&**f**) Reproductive potential was measured through area measurements of ovaries at (**e**) 12 h and (**f**) 24 h post blood feeding. A slight decrease was observed at 12 h in the mix group (p-val = 0.0191) while no difference was observed at 24 h (p-val = 0.2723)

While knockdown of 4 of the 8 genes tested resulted in a significant decrease in ZnMP uptake, each one contributed less than a 35% reduction in ZnMP fluorescence. To test whether these genes contribute to heme import into the midgut epithelium through independent redundant systems, a mixture of dsRNAs targeting AAEL000417, AAEL003318, AAEL004513 and AAEL012440 was injected into female mosquitoes alongside an EGFP control dsRNA. However, when the level of RNAi-based knockdown was evaluated using RT-qPCR, significant reduction of transcripts was observed for only 2 of the 4 genes (AAEL003318 & AAEL012440) (Fig. 6d). Following dissection of the midguts 4 days later and ZnMP treatment, the ZnMP uptake was compared between the EGFP control and the AAEL003318/AAEL012440 dsRNA group. Surprisingly, no difference in ZnMP uptake was observed between the candidate dsRNA group and the control (*p*-value = 0.3451) (Fig. 6c). As heme is an essential signal in vitellogenesis, we reasoned that decreased heme uptake might result in delayed ovarian growth following a bloodmeal. Ovaries were dissected from mosquitoes injected with the dsRNA mixture at 12 h (Fig. 6e) and 24 h (Fig. 6f) post blood feed. Consistent with our expectation, ovary size was significantly smaller in the experimental group at 12 h after blood feeding (*p*-value = 0.0191). However, this difference was not observed at the 24-h time point (*p*-value = 0.2723), indicating that any delay in vitellogenesis was only temporary.

## Discussion

Despite the importance of heme as a functional group in many proteins, its use as a signaling molecule, and its role as a nutrient in *Ae. aegypti*, intracellular heme trafficking is not well understood in this mosquito species. Dietary heme from a bloodmeal, but not synthesized heme, also serves as a signal for vitellogenesis [12–16]. Therefore, we conducted transcriptomic analyses of *Ae. aegypti* midguts and cell lines to identify genes whose expression was altered upon heme overexposure or deficiency conditions with the goal to identify genes that encode transporters of heme across cellular membranes, like those found in *C. elegans* and *R. microplus* [26, 35]. Our differential expression and soft cluster analyses indicated that mosquito cell lines alter the expression of many genes in response to heme deficiency. Surprisingly, only a small number of multipass transmembrane domain containing DEG were both highly differentially expressed (2-fold/down) and displayed one of the hypothesized expression patterns for genes with heme import (↑ in heme deficiency & ↓ in heme exposure) or export functions (↓ in heme deficiency & ↑ in heme exposure) in each dataset. However, when these candidate lists were cross-compared between DEG experiments, there was little to no overlap. This failure to identity one or more strongly differentially expressed multipass transmembrane protein across the cell lines and conditions examined suggests the possibility that each cell line could have a redundant system of heme import, whereby multiple transport proteins each contribute to the total heme accumulation in the cell. Alternatively, it is possible that these cells lines regulate heme transport translationally or post-translationally, and thus differences would not be measurable in these analyses.

Transcriptomic changes in response to heme-exposure in Aag2 cells [27] and blood feeding in adult females [30] have been explored previously. When the multipass transmembrane domain containing genes present in these analyses were compared to the DEGs and the genes present in the import-like/export-like clusters identified in our cultured cell analyses, a small number of genes were found in common between them. Bottino-Rojas et al. (2015) exposed Aag2 cells to 50 μM heme for 24 h, resulting in 28 DEG (≥2TM) with predicted functions related to transport and fold changes greater than 2-fold. However, they tested a higher heme concentration for a shorter incubation time than what was explored in this set of experiments. As the majority of the 28 DEG were also found in at least one of our cultured cell heme-exposure experiments (78.6%), similar differential expression patterns can be inferred despite both the differing experimental heme incubation times and concentrations performed. Additionally, our analyses led to the identification of another 249 genes (2-fold/down, ≥2TM) with predicted functions related to transport across all our experimental conditions not previously identified by Bottino-Rojas et al. Bonizzoni et al. (2011) explored the transcriptomic changes induced by a bloodmeal in adult females 5 h post feeding and found < 400 highly expressed DEG with 2+ TM domains. Of these, 46% of these were found either differentially expressed or present in import-like or export-like clusters in our cultured cell analyses. In addition, only 3.9% of all TM containing DEG present in bloodfed females were also differentially expressed in heme-exposed midguts. This disimilarity between the datasets could be due to differences in cell/tissue (Whole female carcass vs cultured cells/midgut tissue) examined or particular heme-treatment performed (whole vertebrate blood vs heme alone). As Bonizzoni et al. (2011) performed their transcriptomic analysis with the whole female mosquito, they emphasized those DE genes found across the carcass, not those specific to the midgut epithelium.

Our transcriptomic analysis of heme-exposed midguts resulted in 243 DEG, of which 40 were identified as candidates for genes with potential heme transport function based on the prediction of 2+ transmembrane domains and predicted functions either related to transport or were unknown. Out of the 243 DEGs we noted that 11 highly upregulated genes in response to heme-exposure were of mitochondrial origin. Whether this is due to specific modulation of these genes or general proliferation of the mitochondria in response to heme is unclear, however changes in mitochondrial biogenesis could be verified through measurement of the ratio of mitochondrial and nuclear-encoded proteins [36, 37]. Overall we observed low differential expression in our ex vivo midgut transcriptomic analysis which could be due to the high variability observed between all of the heme replicate samples (Fig. S14). This extra source of variability in the dataset could have reduced the statistical power of the DE analysis, overall lowering the height of the expression changes observed. This variability could potentially be reduced if heme-exposure was examined at an earlier timepoint to limit the time spent in the cultured medium prior to measurement.

As we were most interested in identifying membrane bound heme transporters either exclusively present in midgut epithelial cells, or present in multiple tissues/life stages including the adult female midgut, we performed RNAi knockdown of a subset of the 40 genes in both cultured cells and midgut epithelial cells. Across the two cultured cell knockdown experiments, only AAEL008664 showed significantly increased ZnMP uptake compared to the EGFP control. However, the increase in fluorescence observed, 28.8%, was modest, suggesting that more than one gene product might be responsible for heme transport into and out of the cell. When an RNAi knockdown screen was performed on adult female midguts, 4 genes were identified with putative functions in heme import which showed a modest reduction in ZnMP uptake of > 20%. Additionally, the fact that only modest ZnMP fluorescence changes were observed post knockdown could be due to membrane-bound proteins having a lower average protein turnover rate than soluble ones [38, 39]. To test the hypothesis that multiple genes may be involved in heme transport, 2 genes were successfully knocked down simultaneously (AAEL003318 and AAEL012440), however the decreased fluorescence observed previously was not reproduced. Both genes were also observed as highly upregulated in the previous differential expression analysis of 5-h post blood feeding adult females vs sugar fed (AAEL003318: ~ 18-fold increase; AAEL012440: ~ 2.08-fold increase), implying a role in blood digestion [30]. In addition, a sodium bile acid cotransporter (IrSigP-109,984), orthologous to AAEL012440 (through reciprocal best match), was implicated in blood digestion in *Ixodes ricinus* ticks, which could indicate a convergent regulatory mechanism across blood-feeders [40].

Direct orthologues of characterized vertebrate heme transport proteins [41–44] were not found in *Ae. aegypti* [25]. This informed our decision to perform de novo identification and characterization of novel transporters through examination of transcriptomic changes observed due to heme deficiency and overexposure conditions. However, after the start of this project, a novel heme transport protein, ABCB10, was characterized in the tick *R. microplus* [35, 45]. Like *C. elegans, R. microplus* lacks a functional heme biosynthesis pathway [35, 46]. 

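In 10 μM heme against regular growth media, AAEL000434 had a log2 fold change of 1.03 in Aag2 cells in Schneider’s medium (standard error 0.12, FDR 4.18e-05), from 6.70 ± 1.06 to 13.6 ± 1.27 CPM (SD, n = 3 each). This call was lost without any library but replicate 1 in regular growth media, with an FDR of up to 0.000254 (without replicate 1 in 10 μM heme). In L-15 medium the value was 0.91 (FDR 8.19e-06), from 15.4 ± 2.20 to 29.0 ± 1.33 CPM (SD, n = 3 each). In 10 μM against 0 μM heme it was not called by the quasi-likelihood test, with FDR values of 0.000128 in Schneider’s medium (5.26e-05, and called, without replicate 2 in regular growth media, and 3.34e-07 by the exact test), 0.0402 in A20 cells and 0.00142 in L-15 medium. At 48 h its log2 fold change was 0.13 (standard error 0.11, FDR 0.439). Serum and heme differ together between 10 μM heme and regular growth media, and cannot be told apart there.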

An orthologue to ABCB10, AAEL000434, is present in *Ae. aegypti*, however it was not differentially expressed in any of the analyses performed in this study.

It is possible that regulation of heme transport occurs, not transcriptionally as was tested in the analyses described in this study, but rather translationally or post-translationally. This hypothesis could be tested through a proteomic analysis at various time points post heme exposure, though such an analysis would be limited to the detection of overall changes in protein abundance and thus could not distinguish all potential protein regulatory changes. A proteomic analysis was recently performed in this mosquito targeting the peritrophic matrix and its heme binding proteins [34], the protocol of which could be adapted here to examine midgut epithelial cells instead. Otherwise, gain of function studies could be performed in a model organism such as yeast [47] or *C. elegans* that has been modified to temporarily remove native heme import functionality [48]. Yeast preferentially uptake iron to synthesize their own heme rather than scavenging exogenous heme [49]; however, a separate heme uptake system is activated when heme biosynthesis is compromised. As a result, strains deficient in the FET3 protein (Ferroxidase component of Fe transport complex) could serve as a recipient for potential heme/iron transporters from *Ae. aegypti*. Despite the potential of this system to characterize heme transport proteins, the rescue of heme import in a model organism would be dependent on proper exogenous protein folding as well as the transport protein’s ability to function as a homo-oligomer. Lastly, while this study has provided evidence against one or a few highly differentially regulated genes involved in heme transport in the *Ae. aegypti* mosquito, much work remains to pin down what type of regulation is responsible for changes in heme uptake and which genes are directly responsible for heme transport during blood digestion.

## Conclusions

In this study, we examined the response of two *Ae. aegypti* cultured cell lines and midgut epithelial tissue to heme overload or deficiency conditions in order to identify novel genes involved in heme transport as no genes with heme transport capacity have been identified in this mosquito previously. Both of the cultured cell types appear to upregulate heme import in heme deficiency conditions, while in heme-exposed midguts, a down-regulation of heme import in response to heme overload was observed. Transcriptomic analyses did confirm differential expression in response to heme deficiency and heme overload in cultured cells. However, despite observing many DEG between the heme treatments in each analysis, no strong candidates for genes critical for heme transport were found. This could indicate that either the cells examined have a redundant system of heme import with the total heme accumulation in each cell due to multiple transport proteins or that these cells do not regulate heme transport transcriptionally. In the end, only one potential membrane bound heme transport gene, AAEL008664 was identified through the RNAi screen in Aag2 cultured cells, a protein of unknown function, although further work is necessary to identify its cellular location, and specific function. In the adult RNAi screen, four genes were initially identified with potential roles in heme import due to modest decreases in ZnMP fluorescence. However, upon simultaneous knockdown of two of these genes, AAEL003318 and AAEL012440, the resulting fluorescence failed to indicate a corresponding change in the heme import pathway suggesting more work is needed to elucidate the specific functions of these genes. In conclusion, the knowledge provided by this study yields valuable insight into the regulatory responses initiated during heme deficiency and overload conditions and the membrane bound heme transport system in *Ae. aegypti*.

## Methods

### Cultured cell growth conditions

*Ae. aegypti* A20 and Aag2 cells were maintained in Leibovitz’s L-15 media (Gibco) supplemented with 10% FBS (Atlanta Biologicals) and 1% Pen-strep (Corning) at 28 °C. Aag2 cells were also maintained in Schneider’s *Drosophila* Media (Thermo Fisher) with 10% FBS (Atlanta Biologicals) and 1% Pen-strep (Corning) at 28 °C. Both cell lines are available upon request.

### Mosquito rearing

For all experiments, *Aedes aegypti* (Liverpool strain; obtained from Virgina Tech) was reared at 28 °C in humidified growth chambers at 70% RH and a day: night cycle of 14H:10H. The mosquito colony was maintained on defibrinated sheep blood (Colorado Serum Company, CO). Females 1–3 days old were selected for all experiments. All mosquitoes were fed a 10% sucrose solution with 1% Penicillin-streptomycin 2 days prior to dissection and a 10% sucrose solution prior to dsRNA injection. All females were starved of 10% sucrose 12 h prior to blood feeding.

### Qualitative assay of ZnMP uptake in mosquito cultured cells

Zinc Mesoporphyrin (ZnMP) (Frontier Scientific, Logan, UT) stock solution (0.3 mM) was made following a previously described protocol [50]. Following filter sterilization (pore diameter 0.22 μm); the solution was aliquoted and stored at -20 °C until needed. Cultured cells (Aag2 in Schneider’s *Drosophila* media) seeded onto 6-well plates were incubated for 72 h in normal growth media, media + 0 μM heme (heme-deficient) or media + 10 μM heme (heme-overexposure). All subsequent steps were performed in a cell culture hood in the presence of minimal light [0.4 lm/ft^2^ on average as measured with a HOBO data logger (Part #U12–012; Onset; Bourne, MA)] to prevent degradation of the ZnMP. ZnMP uptake was performed (0, 5 & 10 μM) for 30 min in uptake buffer following a procedure adapted from Worthington et al., 2001. The uptake buffer used during the incubation and wash procedures consisted of 50 mM HEPES, pH 7.4, 130 mM NaCl, 10 mM KCl, 1 mM CaCl_2_ and 1 mM MgSO_4_. Following the incubation, the cells were washed once with uptake buffer + 5% BSA, then 2x with uptake buffer. Cells were imaged in 1x PBS at 100x magnification using the DsRED filter or the propidium iodide (PI) filter of the EVOS FLoid Cell Imaging Station (Thermo Fisher) or the Zeiss Axio Observer Microscope (Carl Zeiss Microscopy, Thornwood NY).

### Quantitative ZnMP assay in mosquito cultured cells

Aag2 cells incubated for 48 h in normal growth media, heme deficient media and heme overexposure media, were harvested and reseeded onto a 96-well black clear bottomed BRANDplate® Cell grade Premium (Brand Wertheim, Germany) at 2 × 10^6^ cells/mL per well and 32 wells per treatment type. Twenty-four hours later, the 96 well plate was incubated with 5 μM ZnMP (100 μL/well) for 30 min at 28 °C. The same wash steps were performed as previously described. Next, 2.5 μM Calcein AM (Thermo Fisher) diluted in 1xPBS was added to each well and incubated at 28 °C for 30 min. The average of 21 fluorescence measurements taken across each well at Ex. 540/Em. 580 using a Spectramax i3x (Monochromator, Fluorescent & Well Scan options selected) was obtained. The number of cells present in each well was determined by Calcein fluorescence using a MiniMax 300 (MiniMax, Imaging & Endpoint options selected) (Molecular Devices, San Jose CA) using the green channel (Ex. 456/Em. 541). A total of 4 photos (5 ms exposure & 120 μm focus adjustment) were taken per well centering around the middle of each well. The number of cells per well was counted by using the discrete object analysis in the SoftMax® Pro Software MiniMax Imaging Edition v6.5.1 to identify cells based on the size and shape of their green fluorescence. The ‘draw on image’ option was selected to allow customized selection of cells during the counting procedure. The ZnMP fluorescence per cell was calculated by dividing the mean fluorescence per well by the number of cells counted for each well. As the data failed the D’Agostino-Pearson omnibus normality test, the mean ZnMP fluorescence/cell for each treatment was compared using the Kruskal-Wallis and Dunn’s multiple comparisons tests as performed by GraphPad Prism v7.02 (San Diego, CA).

### Quantitative ZnMP and pHrodo™ green dextran assays of ex vivo *Ae. aegypti* midguts

In the initial ex vivo experiment, midguts from 3 to 5 day old sugar fed female *A. aegypti* (*n* = 60) were dissected in 1x PBS, transferred to a biosafety cabinet and split evenly between 3 treatments in 6-well culture plates (2 mL media/well). Midguts were subject to one of the following treatments: Schneider’s *Drosophila* Media (Thermo Fisher) with 10% FBS (Atlanta Biologicals) and 1% Pen-strep (Corning) (FBS), Schneider’s *Drosophila* Media + 1% Pen-strep (0 μM Heme) and Schneider’s *Drosophila* Media + 1% Pen-strep + 10 μM Hemin Chloride (Sigma-Aldrich) (10 μM Heme).

All midgut samples were incubated at 28 °C for 35 h with midguts transferred into fresh media on a new plate every 8–12 h. Following the media incubation, the midguts were incubated with 10 μM ZnMP for 30 min at 28 °C or with 100 μg/mL pHrodo™ green dextran (Thermo Fisher Scientific, Waltham MA) for 20 min at 37 °C. Photos were taken using the DsRED (ZnMP) or GFP filter (Dextran) of the Leica M165 FC stereomicroscope equipped with a DFC3000C digital camera at 16x magnification. Photos of 0 μM ZnMP/Dextran-treated midguts were taken prior to fluorophore incubation from a subset of the midguts in each treatment group. The resulting images were analyzed by ImageJ [51] to determine mean pixel intensity per midgut background corrected to remove channel and tissue auto fluorescence. Means were either compared using a one-way ANOVA with individual means compared using Tukey’s multiple comparisons test or an unpaired two-tailed t-test as performed by GraphPad Prism v7.02 (San Diego, CA). If the data failed the D’Agostino-Pearson omnibus normality test, Kruskal-Wallis test and Dunn’s multiple comparisons test were performed instead.

### Heme treatments and sample preparation for RNA-seq of both cultured cells and midgut tissue

Aag2 and A20 cultured cells were exposed to heme deficiency and overexposure conditions across 4 different experiments as described in Table 1. All 4 experiments had 3 biological replicates performed per heme treatment. Heme exposed midgut samples were also prepared from dissected midguts (3–5-day sugar fed females) incubated in the 0 μM Heme and 10 μM heme treatments previously described. A total of 4 biological replicates were performed with 30 pooled midguts per replicate which were snap frozen in liquid nitrogen at the end of the incubation period. For all samples, RNA was isolated using the TRIzol reagent (Thermo Fisher), following the manufacturer’s protocol. The resulting RNA was DNase treated (DNase I: New England Biolabs) and then quantified using a Nanodrop (Thermo Fisher). One microgram of total RNA of each sample was prepared for sequencing using the TruSeq RNA v2 Illumina library preparation kit (Illumina San Diego, CA) or the NEBNext Ultra RNA library preparation kit (New England Biolabs Ipswich, MA). Both protocols utilized sequential first and second strand cDNA synthesis with random priming and PCR library enrichment of 10 cycles.

### Sequencing & Computational Analysis of Heme-exposed cultured cells and Midguts

Paired-end mRNA sequencing with 150 bp read length was performed on all cultured cell samples on an Illumina HiSeq 2500 (Genomics Sequencing Center at the Virginia Biocomplexity Institute). Single-end sequencing with 75 bp read length was performed on all heme-exposed midgut samples on an Illumina Nextseq 500 (Texas A&M’s Institute for Genome Sciences and Society). Reads were aligned to the *Ae. aegypti* reference genome [AaegL5, obtained from www.vectorbase.org [38]] using HISAT2 v2.1.0 with default parameters [52] through Texas A&M’s High Performance Research Computing Ada server. Mapped reads were sorted and reads with low quality mapping scores were removed (−q10) with SAMtools view and SAMtools sort v1.7. The number of reads per mRNA transcript was calculated with the BEDtools suite v2.19.1. Differential expression was determined using the exact test [53] as implemented in EdgeR [54] at a false discovery rate (FDR) of 0.0001. FDR was calculated using the ‘topTags’ function with the default *p*-value correction method ‘BH’ [55]. Transmembrane domain predictions of the DEGs were determined by the TOPCONS webserver [56]. The number of TM domain containing genes in a random subset of genes from the *Ae. aegypti* genome (*n* = # of DEG in the comparison tested) was determined using custom scripts (additional file 5). The mean number and standard deviation of 30 random samples was calculated for each of the differential expression analyses. Finally, a two-tailed z-test was performed for each comparison tested to determine whether the number of TM containing genes found in the analyses were significantly distinct from those found by chance alone.

Soft cluster analysis was performed on all cultured cell datasets using the Mfuzz R package [57, 58]. Default parameters were followed except for the following: the optimal fuzzifier value, m, was determined using the mestimate function and the optimal number of clusters were determined using the cselection function. All four datasets were also compared by using 4-way Venn diagrams, comparing the import-like clusters and the export-like clusters between the datasets [59].

### Reverse genetic experiments in *Aedes aegypti* cultured cells and adult females

#### dsRNA production

PCR amplicons of each candidate heme importer were generated using Phusion polymerase (New England Biolabs Ipswich, MA), primers listed in Supplemental Table 6 and cDNA generated from female *Ae. aegypti* Liverpool strain mosquitoes as template. The EGFP amplicon was based off a GFP containing plasmid, Ac5-STABLE1-neo a gift from Rosa Barrio & James Sutherland (Addgene plasmid #32425; http://n2t.net/addgene:32425; RRID:Addgene_32,425) [60]. An additional set of primers targeting different regions of the genes AAEL001495, AAEL004657, AAEL008664, AAEL012226, AAEL012440 were designed as well. The MEGASCRIPT RNAi kit (Thermo Fisher) was used to make the dsRNA with T7 polymerase enzyme making both strands during the same 5-h incubation at 37 °C. The resulting dsRNA was nuclease treated to remove any ssRNA and dsDNA template remaining in the sample followed by purification using the MEGACLEAR kit (Thermo Fisher).

#### Transfection of cultured cells

dsRNA transfections were performed using Effectene (Qiagen Hilden, Germany) following the standard transfection protocol with cells at 70–80% confluency. Specifically, 2.5 μg of dsRNA, 8 μL Enhancer, 129.5 μL Buffer EC and 25 μL Effectene was used for each well of a 6-well plate. A control dsRNA targeting GFP was performed with each plate. At 24 h post transfection, the media was replaced in each well with 2 mL Schneider’s *Drosophila* media + 1% Pen-strep (Heme-deficient). At 3 days post transfection, the cells were harvested and reseeded at 2 × 10^6^ cells/mL per well with a total volume in each well of 100 μL into a 96-well black clear bottomed BRANDplate® Cell grade Premium (Brand Wertheim, Germany) 12 wells per dsRNA, with any remaining cells pelleted by centrifugation at 4 °C and frozen at -80 °C after discarding the supernatant. Transfected cells seeded in 96 well plates were incubated with 5 μM ZnMP for 30 min at 28 °C, 100 μL solution per well, 24 h later. The ZnMP and Calcein incubation, wash procedures and fluorescent imaging were performed as described above.

#### Statistical analysis in cultured cells

The ZnMP fluorescence per cell values were then normalized to the exogenous GFP control dsRNA values. The lme4 package in the R statistical software was used to run a linear mixed-effects model analysis [61]. GFP was set as the reference for the analysis using the relevel command. The hypothesized formula for the model is given below with the relationship between cell fluorescence and dsRNA gene knockdown accounting for the potential random effects due to the day each experiment was performed.

$$ Fluorescence\sim Gene+\left(1| Day\right)+\varepsilon $$

Finally, all data for each replicate was pooled and graphed using GraphPad Prism v7.02 (San Diego, CA).

#### Injection

A total of 400 ng dsRNA was injected into each adult female *Ae. aegypti* using a Nanoject III microinjector (Drummond) with a glass needle drawn from a capillary. For each dsRNA, 3 replicates were performed with ~ 30 females per replicate. A pooled dsRNA group was also performed (400 ng/dsRNA) with the genes AAEL000417, AAEL003318, AAEL004513 and AAEL012440 except each replicate was ~ 90 females. Pooling occurred directly following quantification of newly prepared dsRNA, adding 400 ng of each dsRNA per mosquito to be injected to a microcentrifuge tube, followed by freezing aliquots at -80 °C until the day of injection. A control group of females was injected for each experiment with dsRNA targeting EGFP.

#### Dissection, ZnMP incubation and fluorescence measurement in adults

At 3 days post injection, ~ 30 midguts were dissected from the surviving females in 1x PBS and placed into 1.5 mL microcentrifuge tubes. A 30-min incubation in 10 μM ZnMP at room temperature was performed in aluminum foil covered microcentrifuge tubes placed on a tube rotator (VWR). Once the ZnMP incubation and wash steps were finished, treated midguts were placed on microscope slides in 1xPBS sectioned off with an ImmEdge™ hydrophobic barrier pen (Vector Laboratories). Images were taken of each midgut at 16x magnification with the DsRED filter of the Leica M165 FC stereomicroscope equipped with a DFC3000C digital camera. The resulting images were analyzed by ImageJ [51].

#### Statistical analysis of adult midguts

The mean pixel intensity values were normalized to the EGFP control fluorescence values. A linear mixed-effects model analysis on the normalized values was performed using the lme4 package in the R statistical software [61]. GFP was set as the reference for the analysis using the relevel command. The hypothesized formula for the model is given below with the relationship between cell fluorescence and dsRNA gene knockdown accounting for the potential random effects due to the day each experiment was performed and area of a midgut.

$$ Fluorescence\sim Gene+\left(1+ Day| Area\right)+\varepsilon $$

Finally, all data for each replicate was pooled and graphed using GraphPad Prism v7.02 (San Diego, CA).

#### Blood feed of remaining females and 12- and 24-h dissection and ovary measurements

The remaining females from the pooled dsRNA group and its matching EGFP group were blood fed for 1 h at 9 am 3 days post injection. At 12- and 24-h post blood feeding ~ 30 females were dissected harvesting the midguts and the ovaries. Post removal of the meal for each midgut, the midguts were pooled in 50 μL 1x PBS for each group and frozen in liquid N_2_ before storage at -80 °C. Each pair of ovaries was photographed at 25x magnification with the MU300 AmScope microscope digital camera attached to a Leica M60 microscope (AmScope Irvine, CA; Leica, Germany) on a reticle stage micrometer microscope slide (Electron Microscopy Sciences, PA).

#### Ovary size calculation and statistical analysis

The resulting ovary images were analyzed by ImageJ [51] to measure the size of each ovary. Ovary size was scaled by using the 100 μm ruler present on the slide and normalized to the EGFP control ovary measurements. Finally, all data for each replicate was pooled and a two-tailed unpaired t-test performed using GraphPad Prism v7.02 (San Diego, CA).

### RT-qPCR validation of RNAi knockdown and RNA-seq

Quantitative real-time PCR (RT-qPCR) was performed on a CFX69 Touch Real-Time PCR Detection System with SsoAdvanced Universal SYBR Green Supermix (Bio-Rad, CA). Primers were designed using the Primer3 server (version 4.1.0) aiming for sequence length of 80-150 bp with DNA hairpin folding accounted for using mfold with the folding temperature set to 60 °C and Mg^++^ concentration set to 1.5 mM [62, 63]. Each primer pair was tested with an annealing temperature gradient and pairs with a single peak in their melt curves at 59 or 61.4 °C were then empirically verified to have percent amplification efficiencies ranging from 90 to 110%. The gene rpS7, AAEL009496, was used as a reference housekeeping gene; the primer sequences, annealing temperature and primer efficiency for it and the other primers used are shown in Supplemental Table 6 (Additional file 2). The program run on the thermocycler was 95 °C for 30 s, followed by 39 cycles of 15 s at 95 °C and 30 s at 59 or 61.4 °C annealing temperature finishing with a melt curve of 65-95 °C measuring every 0.5 °C. For the genes involved in RNAi knockdown confirmation, the RT-qPCR results were normalized to the EGFP knockdown control samples and graphed using GraphPad Prism v7.02 (San Diego, CA). Statistical significance between the control EGFP and each gene knockdown was determined using an unpaired two-tailed t-test (*α* < 0.05). Otherwise, the RT-qPCR log2 relative quantification values were compared to the log2 fold change values obtained from the differential expression analysis using GraphPad Prism.

## Supplementary information

**Additional file 1 **RNA-seq_Supplement_tables. Table S1-S5: All RNA-seq transcriptomic analyses for all conditions examined. This file includes the full spreadsheet for the differential expression and soft cluster analyses of all genes examined. Table S1. Aag2 cells exposed to 10 μM Heme or 0 μM Heme in Schneider’s *Drosophila* growth media for 72-h. Table S2: Aag2 cells exposed to 20 μM Heme for 48-h. Table S3: A20 cells exposed to 10 μM Heme or 0 μM Heme for 72-h. Table S4: Aag2 cells exposed to 10 μM Heme or 0 μM Heme in Leibovitz’s L-15 growth media for 72-h. Table S5: *Ae. aegypti* midguts exposed to 10 μM Heme or 0 μM Heme in Schneider’s *Drosophila* growth media for 35-h.

**Additional file 2.** Table S6. Primers utilized for RT-qPCR and dsRNA production. This file includes the primer sequences for all primers utilized in the Real Time quantitative-PCR and dsRNA production described in this paper.

**Additional file 3.** Supplemental_Text. This file includes the supplemental text describing the details of the additional cultured cell experiments performed in Aag2 cells and A20 cells.

**Additional file 4 Fig. S1**. Treatment conditions of A20 and Aag2 mosquito cells prior to RNAseq analysis. Schematic representation of the various treatments used to prepare samples for RNAseq. Cell type (Aag2/A20), incubation time (48 h, 72 h), growth media type (L-15, Schneider's Drosophila), and heme supplement (0 μM, 10 μM, 20 μM), with (Normal media, indicated by 50 mL conical tube) or without (indicated by mini centrifuge tube) FBS present in the media. Schematic was generated using Biorender through a license from Texas A&M University. **Fig. S2**. Multidimensional Scaling Plot of RNAseq data derived from Aag2 cultured cells grown in Schneider’s *Drosophila* medium. Multidimensional scaling plot displaying transcriptomic changes in Aag2 cells grown in Schneider’s *Drosophila* medium exposed to heme overload or heme deficiency conditions. The cells grown in normal growth media are circled in blue (FBS), the cells exposed to heme overload are circled in green (10 μM Heme) and the cells exposed to heme deficiency are circled in orange (0 μM Heme). **Fig. S3.** RNAseq-based transcriptomic analyses after 48-h heme treatment in Aag2 cells. (**A**) Multidimensional scaling plot. The FBS treated group is circled in blue and the FBS + 20 μM heme group is circled in green. (**B**) Log2 fold change (logFC) vs Log10 counts per million (logCPM) plots of expressed genes; genes with an adjusted *p*-value corrected for multiple testing (False discovery rate: FDR) of < 0.0001 are shown in red. (**C**) Volcano plot of genes expressed in analysis. (**D**) 6 distinct gene expression profile clusters were identified through soft clustering. Only those genes with membership scores > 50% are shown in each cluster. Red lines show high membership in a cluster while blue indicates low membership. Heme import-like clusters are highlighted in red and export-like clusters in blue. The different heme treatment groups are given on the X-axis of each cluster; n, the number of genes present in a cluster. **Fig. S4**. Multidimensional Scaling Plot of RNAseq data derived from A20 cells grown in normal, heme-deficient or heme overload media. Cells grown in normal growth media are circled in blue (FBS), the cells exposed to heme overload are circled in green (10 μM Heme) and the cells exposed to heme deficiency are circled in orange (0 μM Heme). **Fig. S5**. Multidimensional Scaling Plot of RNAseq data derived from Aag2 cultured cells grown in L-15 media. Multidimensional scaling plot displaying transcriptomic changes in Aag2 cells grown in L-15 media exposed to heme overload or heme deficiency conditions. The cells grown in normal growth media are circled in blue (FBS), the cells exposed to heme overload are circled in green (10 μM Heme) and the cells exposed to heme deficiency are circled in orange (0 μM Heme). **Fig. S6**. RNAseq-based transcriptomic analysis after 72-h heme treatment in A20 cells. A20 cells grown with FBS, 0 μM heme and 10 μM heme (**A-C**) Log2 fold change (LogFC) vs Log10 counts per million (LogCPM) graph of genes expressed in analysis for each comparison. Genes with an adjusted *p*-value corrected for multiple testing (False discovery rate: FDR) of < 0.0001 are shown in red. (**D**-**F**) Volcano plot of genes expressed in analysis. (**A**&**D**) FBS vs 10 μM heme (**B**&**E**) FBS vs 0 μM heme (**C**&**F**) 0 μM heme vs 10 μM heme. (**G**) 15 gene expression profile clusters were identified through soft clustering. All genes retained in a cluster scored > 50% membership to that cluster. Red lines indicate high membership values in the cluster, blue indicates low membership. The different heme treatment groups are given on the X-axis of each cluster. Heme import-like clusters are highlighted in red and export-like clusters are highlighted in blue; n, the number of genes present in a cluster. **Fig. S7.** RNAseq-based transcriptome analysis after 72-h heme treatment of Aag2 cells grown in L-15 media. Aag2 cells grown with FBS, with 0 μM heme or with 10 μM heme (**A-C**) Log2 fold change (LogFC) vs Log10 counts per million (LogCPM) graph of genes expressed for each comparison. Genes with an adjusted *p*-value corrected for multiple testing of < 0.0001 are shown in red. (**D-F**) Volcano plot of genes expressed in analysis. (**A**&**D**) FBS vs 0 μM heme (**B**&**E**) FBS vs 10 μM heme (**C**&**F**) 0 μM heme vs 10 μM heme. (**G**) 15 gene expression profile clusters were identified through soft clustering. Only genes with membership scores of > 50% are shown in each cluster. Red lines indicate high membership values in the cluster, blue indicates low membership. Heme import-like clusters are highlighted in red and export-like clusters are highlighted in blue. The different heme treatment groups are given on the X-axis of each cluster; n, the number of genes present in a cluster. **Fig. S8**. TM containing genes shared between the differential expression analysis and the cluster analysis of Aag2 cells treated with heme for 72 h in Schneider’s *Drosophila* media. Transmembrane domain containing genes found significantly expressed in DE analysis were compared to those identified in the cluster analysis. (**A**) Downregulated genes in the absence of heme vs Upregulated genes in the presence of heme vs those in import-like clusters. (**B**) Downregulated genes in the absence of heme vs Upregulated genes in the presence of heme vs those found in export-like clusters. **Fig. S9**. TM containing genes shared between the differential expression analysis and the cluster analysis of Aag2 cells treated with heme for 48 h. Transmembrane domain containing genes found significantly expressed in DE analysis were compared to those identified in the cluster analysis. (**A**) Upregulated genes in the presence of heme vs those in import-like clusters. (**B**) Downregulated genes in the presence of heme vs those found in export-like clusters. **Fig. S10**: TM containing genes shared between the differential expression analysis and the cluster analysis of A20 cells treated with heme for 72 h. Transmembrane domain containing genes found significantly expressed in DE analysis were compared to those identified in the cluster analysis. (**A**) Downregulated genes in the absence of heme vs Upregulated genes in the presence of heme vs those in import-like clusters. (**B**) Downregulated genes in the absence of heme vs Upregulated genes in the presence of heme vs those found in export-like clusters. **Fig. S11**. TM containing genes shared between the differential expression analysis and the cluster analysis of Aag2 cells treated with heme for 72 h in Leibovitz’s L-15 media. Transmembrane domain containing genes found significantly expressed in DE analysis were compared to those identified in the cluster analysis. (**A**) Downregulated genes in the absence of heme vs Upregulated genes in the presence of heme vs those in import-like clusters. (**B**) Downregulated genes in the absence of heme vs Upregulated genes in the presence of heme vs those found in export-like clusters. **Fig. S12**. Potential Heme Importers and Exporters found in independent RNA-seq experiments after treatment with Heme. Candidate genes were chosen in each heme exposed cultured cell dataset based on expression pattern and having at least one transmembrane domain prediction. Expression patterns expected for potential transcriptionally regulated exporters (**A**) or importers (**B**). **Fig. S13**: Heme treatment reduces ZnMP uptake in *Aedes aegypti* female midguts at multiple heme concentrations. *Ae. aegypti* female midguts were incubated in varying concentrations of heme ranging from 0 μM to 10 μM. Photos for each heme concentration taken before (**A**) or after (**B**) ZnMP incubation. Raw fluorescence intensity (**C**) or background corrected (**D**) measurements of each midgut. Red-filled points correspond to the matching photo given in (**A**) or (**B**). WL = White Light. **Fig. S14**. Multidimensional scaling plot of RNAseq data derived from heme treated midguts. Multidimensional scaling plots displaying transcriptomic changes in dissected *Ae. aegypti* midguts exposed to heme overload or heme deficiency conditions. The midgut replicates exposed to heme overload are circled in green (10 μM Heme) and the midgut replicates exposed to heme deficiency are circled in orange (0 μM Heme). (**A**) MDS plot containing all 4 replicates of both heme treatments. 2 samples do not cluster with their other replicates, 0 μM replicate 1 and 10 μM replicate 2, circled in red. (**B**) MDS plot containing 3 replicates per heme treatment as the 2 samples that failed to cluster with their groups were removed.

**Additional file 5 **Supplemental code file. This file contains an example set of Linux commands used to perform random sampling of *Ae. aegypti* genome for genes encoding proteins with transmembrane domain predictions

## Data Availability

The datasets generated and/or analyzed during the current study are available in the GEO repository, under the accession numbers: GSE141651 (Cultured cell datasets) and GSE140752 (Midgut). A20 and Aag2 cell lines, as well as LVP strain *Ae. aegypti* mosquitoes are available upon request. *Ae. aegypti* genome data is available at www.vectorbase.org.

## Abbreviations

*AeIMUCI*: *Ae. aegypti* intestinal mucin 1
BV: Biliverdin
ZnMP: Zinc Mesoporphyrin
FBS: Fetal bovine serum
DEG: Differentially expressed genes
TM: Transmembrane
ROS: Reactive oxygen species
logFC: Log2 fold change
logCPM: Log10 counts per million
RQ: Relative quantification
RT-qPCR: Real-time quantitative polymerase chain reaction
dsRNA: Double-stranded RNA

# Supplementary material for: Transcriptomic analyses of Aedes aegypti cultured cells and ex vivo midguts in response to an excess or deficiency of heme: a quest for transcriptionally-regulated heme transporters
**Source:** BMC Genomics. 2020 Aug 31;21:604. doi: 10.1186/s12864-020-06981-5
**Supplement:** Supplementary file 3 — Additional file 3. Supplemental_Text. This file includes the supplemental text describing the details of the additional cultured cell experiments performed in Aag2 cells and A20 cells.

**Supplemental Text**

*20µM heme-exposed Aag2 cells*

. Following RNAseq analysis, we determined that 8196 of the 19712 annotated transcripts in the *Ae. aegypti* mosquito were expressed across the cells grown in regular media and those grown in regular media with added 20µM heme, with biological replicates clustering together and treatment groups distinctly separate (Fig. S2A). Out of these, we found 551 significantly differentially expressed genes (Table S2, q-value <0.0001) of which 269 were upregulated and 282 downregulated during heme overexposure (Fig. S2B&C). 

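In the 48-h experiment 12007 of the 19712 genes passed the filter on low counts, 10617 were above 1 CPM in at least 3 libraries, and 8196 above 5 CPM in at least 3, the last a minimum chosen after the values were seen. No count was found in any of the 6 libraries for 2311 genes. All TMM factors lay between 0.996 and 1.00.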

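Between added heme and regular growth media at 48 h, 92 genes passed the threshold in the quasi-likelihood test, 70 higher and 22 lower with heme. The exact test called 655 genes, 303 higher and 352 lower, and DESeq2 called 1014. At an unadjusted p under 0.05 there were 4204 genes, and groups did not overlap for 40.5% of the genes tested. The number fell to 20 without replicate 3 with added heme, to 39 and 48 without replicates 1 and 2 with added heme, and to 24 without replicate 1 in regular growth media, and it was 65 and 70 without replicate 2 or 3 in regular growth media. In counts simulated with the spread of these libraries, 200 genes changed by 4-fold. The quasi-likelihood test recovered 95.5% of them with 1 wrong call and the exact test 99.5% with 8. Smaller changes were not simulated, while the 92 genes called changed by a median of 2.20-fold.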

As we were primarily interested in genes that encode proteins that might play a role in heme shuttling between the extracellular and intracellular space, we noted that 211 out of the 551 genes (41.3%) had at least 1 predicted transmembrane domain (TM), 106 which were upregulated and 105 downregulated in the presence of heme. The number genes with predicted TM domains was significantly more than what was expected by chance alone (obs 211. exp 175; p-value=0.001248). One of the genes found most highly upregulated was a cysteine synthase, AAEL008467 ( ~140-fold increase). This upregulation during heme overexposure conditions could indicate the presence of a high level of oxidative stress in these cells as the availability of cysteine is a limiting factor in the synthesis of the antioxidant glutathione. In addition, the reduced expression of AAEL004870 (~3.56 fold decrease), a cytochrome p450, during heme overload could indicate how unfavorable reactive oxygen species (ROS) generation is during high amounts of heme exposure as free heme molecules would generate an abundance of ROS. 

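In Aag2 cells at 48 h the level of AAEL008467 was 6.46 ± 0.209 CPM in regular growth media and 887 ± 123 CPM with 20 μM heme added (SD, n = 3 each), a 137-fold rise (log2 fold change 7.10, standard error 0.12, FDR 1.92e-08). This was the largest log2 fold change among genes past the threshold with a mean of at least 10 CPM. With each library left out in turn it stayed between 6.98 and 7.18. From this rise, and since cysteine limits the synthesis of glutathione, the paper proposes a high level of oxidative stress in these cells.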

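AAEL004870, annotated as CYP18A1 on chromosome 1 of AaegL5 from 289386124 to 289399452, went from 5.50 ± 0.272 to 1.53 ± 0.156 CPM (SD, n = 3 each). This was a fall by 3.59-fold, a log2 fold change of -1.84 (standard error 0.14, FDR 9.61e-05). The call was lost with any of the 6 libraries left out, with FDR values from 0.000441 to 0.000979. The largest fall among genes with a mean of at least 10 CPM was that of AAEL003893, from 258 ± 40.5 to 87.7 ± 3.60 CPM (SD, n = 3 each), with FDR 3.12e-05. Its call was lost without replicate 1 in regular growth media (FDR 0.000248) and without replicates 1, 2 and 3 with added heme (0.000340, 0.000323 and 0.000596).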

Overall, just 28 genes were a predicted to encode a protein with 2 or more TM domains and had an expression change in response to heme of over 2-fold up (19 genes) or down (9 genes). 

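Among the 92 genes past the threshold, 54 changed by more than 2-fold, 45 higher and 9 lower with heme, whatever their number of TM domains. More than 4-fold changed 17 genes, and the median change of the 92 genes was 2.20-fold.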

Only 2 of these genes however had over 4-fold expression changes, AAEL014246 (4.22 log2, ~18.7-fold change) a glucosyl/glucuronosyl transferase and AAEL006113 (2.93, ~7.6 fold change) a cystinosin. 

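AAEL014246 went from 15.9 ± 3.29 CPM in regular growth media to 293 ± 41.2 CPM with added heme (SD, n = 3 each), a log2 fold change of 4.21 (standard error 0.15, FDR 1.98e-06). AAEL006113 went from 18.4 ± 0.294 to 139 ± 9.56 CPM (SD, n = 3 each), a log2 fold change of 2.91 (standard error 0.058, FDR 5.10e-08). With each library left out in turn, these values ranged from 4.09 to 4.39 and from 2.85 to 2.95.

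**Figure D4:**
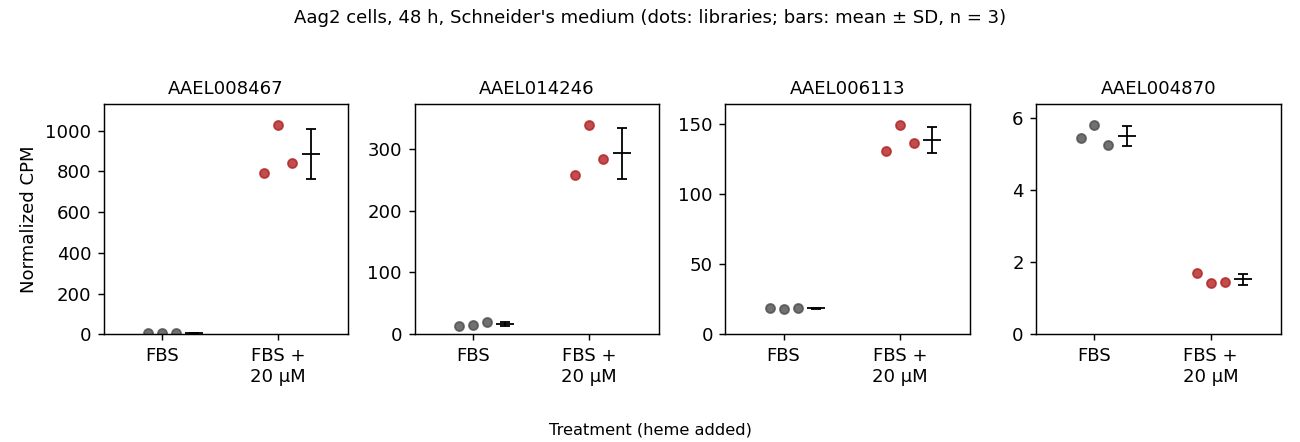
TMM-scaled CPM of AAEL008467, AAEL014246, AAEL006113 and AAEL004870 in each library of Aag2 cells at 48 h, without and with 20 μM heme added; dots are libraries and bars the mean and SD of 3 replicates. For all 4 genes the libraries of the 2 treatments do not overlap.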

The predicted function of both genes would indicate their role in the heme stress response as they are involved in the removal of toxins and endogenous substances or mitigation of heme generated ROS through import of cystine into the cytosol, respectively. Of the 28 genes identified only one, AAEL014762, has been previously characterized as an iron-transporter in both *Ae. aegypti* and *D. melanogaster* (1, 2). 

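AAEL014762 was at 79.4 ± 3.79 CPM in regular growth media and 291 ± 12.2 CPM with added heme (SD, n = 3 each). Its log2 fold change was 1.87 (standard error 0.048, FDR 2.83e-07), and 1.84 to 1.91 with each library left out in turn.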

When the predicted functions of the remaining 25 genes were examined only 7 had functions related to transport and 8 had no known predicted function.

We also performed a cluster analysis to identify those genes displaying an expression pattern consistent with that of heme import (upregulated upon heme deficiency) or heme export proteins (downregulated upon heme deficiency). 

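Fuzzy c-means clustering of the 12007 genes of the 48-h experiment into the paper's 6 clusters, with a fuzzifier of 1.72, left 4022 genes (33.5%) with a membership over 0.5.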

In total, 3247 genes were mapped to 6 different expression clusters through a soft cluster analysis with each gene passing a membership score of ≥50% (Fig. S2D, Table S2). 

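At 48 h, 2 clusters with 1707 and 173 genes met the import-like rule, that every replicate in regular growth media lies above all replicates with added heme, and 3 clusters with 1337, 561 and 94 genes met the export-like rule. They held 1880 and 1992 genes, 46.7% and 49.5% of those assigned. A membership over 0.7 left 986 and 628 genes. Without replicate 1 in regular growth media there were 1241 import-like genes, and without replicate 3 in regular growth media 1172 export-like genes.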

Of the 6 clusters, 2 showed the expected expression pattern of genes encoding heme import (Clusters 3 & 4) and 2 showed the expected expression pattern of genes encoding heme export (Clusters 5 & 6). Of the genes identified in the import-like and export-like clusters, 455 import-like genes (272 & 183 respectively) and 385 export-like genes (71 & 314 respectively) contained 1 or more predicted TM domains. 

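A single cluster of the 48-h experiment, with 150 genes (3.73% of those assigned), met neither rule. Its centre was at 0.26 SD in regular growth media and -0.26 SD with added heme.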

The remaining 2 clusters (Clusters 1 & 2) contained genes that have expression patterns that match replicates of the opposite treatment type indicating those genes that do not appear to be regulated by heme exposure.

As two types of analyses were performed, we cross-compared the genes identified as DEG to those found in the import-like and export-like clusters. 

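At 48 h, all 22 genes called lower with heme by the quasi-likelihood test were in import-like clusters, where 15.7% of all genes tested were. The calls and the clusters used the same libraries, and all 92 genes called had groups that did not overlap. Such genes have the shape that the rules ask for, so this share is largely fixed in advance.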

Of the 105 DE transmembrane domain containing genes that were downregulated in the presence of heme, the majority, 93.3% (n=98) were also found in the import-like clusters of the soft cluster analysis (n=468) (Fig. S8A). 

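All 70 genes called higher with heme at 48 h were in export-like clusters, which held 16.6% of the genes tested. This share, too, is largely fixed by the use of the same libraries.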

The same was true for the upregulated DE genes with TM domain predictions, 97.1% (103/106), were also found in the export-like clusters (n=401) (Fig. S8B). As a result, we determined that a large portion of the differentially expressed genes were also identified in the potential heme import and export expression clusters, with many more genes identified only in the clusters than the differential expression analysis (79% and 74.3% respectively). When the 28 genes previously identified in the DE analysis were examined, all 9 downregulated genes were found in the import-like clusters (Cluster 3: 7 & 4: 2) and all 19 upregulated genes were also identified in export-like cluster 6.

*Transcriptomic analysis of A20 cells in response to heme deficiency/excess*

After completing RNAseq and read mapping, we observed the expression of 8220 annotated transcripts across the 3 heme treatments in A20 cells, with the biological replicates of each treatment clustering together and each treatment distinctly separate (Fig. S3). Of these, 2815 DE genes were found significant in the normal media vs 10µM heme comparison (Fig. S5A,D), 745 DE genes from the normal media vs 0µM heme (Fig. S5B, E) and 3692 DE genes in the 0µM heme vs 10µM heme comparison (Fig. S5C, F) (Significance: q-value <0.0001; Table S3). 

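In A20 cells 12249 genes passed the filter on low counts, and 1731 genes had no count in any of the 9 libraries. Above 1 CPM in at least 3 libraries were 10783 genes, and above 5 CPM, a minimum chosen after the values were seen, 8220. Leaving out replicate 1 in 10 μM heme, the library farthest from its replicates, raised the numbers of differentially expressed genes, as given with them.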

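In A20 cells, 1329 genes passed the threshold between 10 μM heme and regular growth media (547 higher, 782 lower), 53 between 0 μM heme and regular growth media (49 higher, 4 lower) and 2318 between 10 μM and 0 μM heme (1199 higher, 1119 lower). In the same order, the exact test called 3930, 1128 and 5041 genes, and DESeq2 called 4261, 1529 and 5320. In counts simulated with the spread of these libraries, 200 genes changed by 4-fold. The quasi-likelihood test recovered 61.5% to 62.5% of them and the exact test 94.5%, and smaller changes were not simulated. Scaling by library size alone gave 192 higher and 1449 lower genes for the first comparison, 21 higher and 0 lower for the second and 420 higher and 2124 lower for the third. It moved the log2 fold changes of all genes by a median of -0.58, 0.12 and -0.69. The 0 lower genes are from edgeR's quasi-likelihood test with 4815 genes at an unadjusted p under 0.05 in either direction.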

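The numbers in A20 cells changed with single libraries. Without replicate 1 in 10 μM heme they were 3277, 571 and 4223, in the order of 10 μM heme against regular growth media, 0 μM heme against regular growth media, and 10 μM against 0 μM heme. Without replicate 2 or 3 in regular growth media they were 63 and 77 for the first of these, 0 in both cases for the second (with 4239 and 4313 genes at an unadjusted p under 0.05), and 1136 and 1181 for the third. Without replicate 2 or 3 in 0 μM heme the third gave 470 and 411. Every other library left out lowered the 3 numbers as well, to 286 to 661, 6 to 41 and 744 to 1435. The median change of the genes called was 2.98-fold, 7.96-fold and 3.21-fold. The largest changes given next are among called genes with a mean of at least 10 CPM. AAEL015458 had both the largest rise in 0 μM heme and the largest fall in 10 μM against 0 μM heme, with 1.13 ± 0.692 CPM in regular growth media, 871 ± 132 CPM in 0 μM heme and 1.19 ± 0.698 CPM in 10 μM heme (SD, n = 3 each). Its log2 fold changes were 9.60 (standard error 0.55, FDR 1.73e-05) and -9.48 (standard error 0.56, FDR 2.19e-06), and the call of the first was lost without replicate 2 or 3 in regular growth media (FDR 0.000375 and 0.000247) or in 0 μM heme (0.000156 and 0.000146). AAEL023750 fell most between 10 μM heme and regular growth media, from 128 ± 27.3 to 3.95 ± 1.13 CPM (SD, n = 3 each), with a log2 fold change of -5.00 (standard error 0.27, FDR 5.50e-06).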

Transmembrane domain prediction resulted in 658, 300 and 942 DE genes respectively with 1 or more TM domains. The number of TM domain containing genes found in each comparison was underrepresented (obs 658, exp 900; p-value <0.00001), enriched (obs 300, exp 240; p-value=0.00006) and underrepresented (obs 942, exp 1186; p-value<0.00001) respectively as compared to that expected by chance alone. 

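In A20 cells, 3 genes were lower in 0 μM heme than in regular growth media and higher in 10 μM than in 0 μM heme, each by more than 2-fold and past the threshold, whatever their number of TM domains. They were AAEL005777, AAEL009480 and AAEL021440, named after their values were seen. AAEL021440 is an exception, as it also had the largest fall in 0 μM heme among genes with a mean of at least 10 CPM. It had a log2 fold change of -2.43 (standard error 0.18, FDR 6.46e-05), which was not called under scaling by library size alone (FDR 0.000298). In 0 μM heme against regular growth media, AAEL021440 and AAEL005777 were not called without any 1 library but replicate 1 in 10 μM heme (FDR 0.000126 to 0.000843 and 0.000135 to 0.000786). AAEL009480 was not called without any 1 library of regular growth media or replicate 2 or 3 in 0 μM heme (0.000141 to 0.000397). Neither AAEL005777 nor AAEL009480 was called there under library size alone (0.000146 and 0.000107) or with the replicate block (0.000260 and 0.000245). The rise of AAEL009480 in 10 μM against 0 μM heme was not called under library size alone (0.000154), with the replicate block (0.000100), in a fit of the 2 groups (0.000165) or without replicate 3 in 0 μM heme (0.000106).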

Upon examination of the DE genes, we identified 6 multipass TM containing genes with decreased expression in heme deficiency conditions which may encode heme export proteins. These genes were downregulated in the absence of heme, upregulated in the presence of heme and were not significant in the normal media vs 10µM heme comparison. 

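None of these 3 genes was called between 10 μM heme and regular growth media. The exact test gave 83 such genes, of which 71 were not called in that comparison. The number was 0 without any library in regular growth media or without replicate 2 or 3 in 0 μM heme, 1 without replicate 2 or 3 in 10 μM heme, 8 without replicate 1 in 0 μM heme and 55 without replicate 1 in 10 μM heme.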

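The opposite pattern, higher in 0 μM heme and lower in 10 μM heme, was found for 43 genes of A20 cells past the threshold by more than 2-fold in both comparisons.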

Otherwise, 92 multipass TM genes were found to match the expression pattern of potential heme import genes. These genes were upregulated in the absence of heme, downregulated in the presence of heme and not significant in the normal media vs 10µM heme comparison. Therefore, 98 genes were identified as candidates for further studies into heme transport across cellular membranes as they were differentially expressed in response to heme deficiency conditions.

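Of the 43 genes of A20 cells with the import-like pattern of changes, 40 were not called between 10 μM heme and regular growth media. The exact test gave 394 genes with the pattern, 350 of them not called there, and scaling by library size alone left 20. Without replicate 2 or 3 in regular growth media the number was 0, without replicate 1 there 5, without replicates 1, 2 and 3 in 0 μM heme 28, 5 and 4, and without replicate 3 in 10 μM heme 21. It was 243 without replicate 1 in 10 μM heme. From the response to heme deficiency, the paper concludes that genes with these patterns are candidates for further studies into heme transport.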

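The 12249 genes of A20 cells were clustered as those of the Aag2 cells, and 8624 (70.4%) had a membership over 0.5 in 1 of the 15 clusters.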

Following the DE analysis, we performed a soft cluster analysis that assigned 6219 genes to one of 15 unique expression patterns that matched to a cluster ≥50% (Table S3). 

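In A20 cells 4 clusters, with 607, 338, 570 and 351 genes, met the import-like rule and 3, with 366, 1266 and 609 genes, the export-like rule. They held 1866 and 2241 genes. Clustering CPM without the logarithm gave 2631 import-like and 1009 export-like genes, and a membership over 0.7 left 1178 and 1554. Without replicate 3 in 0 μM heme there were 1112 import-like genes, and without replicate 2 in regular growth media 1175 export-like genes.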

Genes that showed the pattern expected of potential heme import genes were found in Clusters 8 & 11 and those with the pattern of potential heme export genes were found in clusters 9 &13 (Fig. S5G). Of the genes present in the heme import-like clusters 448 had at least 1 predicted TM domain (219 & 229 respectively). Likewise, 143 of the genes in the heme export-like clusters had TM domain predictions (74 & 69 respectively). Additionally, gene expression changes in relation to nutrient levels can be observed in the cluster analysis (Clusters 1, 4 &15) as the media supplement, fetal bovine serum, is only present in the normal growth media. 

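In A20 cells, among the clusters that were neither import-like nor export-like, 4 with 1724 genes (20.0% of those assigned) had the libraries with FBS all above or all below both other treatments, by the rule set after the clusters were seen. FBS and basal medium change together in these libraries.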

When we compare and contrast the TM containing DEGs to those present in the heme import-like and export-like expression pattern clusters many genes were shared between the 2 analyses. Overall, 68.5% of genes found downregulated in the presence of heme (0µM heme vs 10µM heme) and 49.3% of the genes found upregulated in the absence of heme (FBS vs 0µM heme) were also found in the import-like expression clusters (Fig. S9). Specifically, when the 92 highly differentially expressed genes identified as having expression patterns consistent with heme import in the differential expression analysis were compared to the heme import-like clusters, 79 were shared (Cluster 8: 8 & 11: 71) leaving 13 unique DEGs. Similarly, when the genes identified as having patterns consistent with heme export in the differential expression analysis were compared to those found in the export clusters 34.7% (FBS vs 0µM heme) and 25.2% (0µM heme vs 10µM heme) were shared between them. 

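In import-like clusters of A20 cells were all 49 genes called higher in 0 μM heme than in regular growth media, and 298 (26.6%) of the 1119 called lower in 10 μM than in 0 μM heme, against 15.2% of all genes tested. The calls and the clusters used the same libraries, so neither these shares nor those for export-like clusters are independent of the calls.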

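In export-like clusters of A20 cells were 3 of the 4 genes called lower in 0 μM heme than in regular growth media (the other was AAEL008257, named after its values were seen), and 929 (77.5%) of the 1199 called higher in 10 μM than in 0 μM heme, against 18.3% of all genes tested. In 0 μM heme AAEL008257 had -0.98 against regular growth media (standard error 0.079, FDR 9.83e-05). It was not called there under library size alone (FDR 0.000735), with a minimum of 1 CPM (0.000101) or of 5 CPM (0.000113), with the replicate block (0.000780), in the exact test with tagwise dispersions under library size alone (0.000199), or without any 1 library but replicate 1 in 10 μM heme (0.000206 to 0.00142). The minimum of 5 CPM and the exact test with tagwise dispersions were chosen after seeing the values.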

Of the 6 potential heme membrane bound exporter candidate genes identified in the differential expression analysis, 5 were also present in the heme export clusters in the soft cluster analysis (Cluster 9: 2 & 13: 3). Examination of the predicted functions of these 84 genes resulted in only 59 with either unknown or transport related functions. Therefore, if the results from both transcriptomic analyses are considered, we identified 55 genes and 4 genes with 2+ transmembrane domains with expression patterns consistent with the expectation for a role in heme import and heme export, respectively, and contained either unknown or transport related predicted protein functions when examining A20 cellular response to heme overload and deficiency conditions.

*RNAseq analysis of Aag2 cells to heme deficiency/excess in L-15 media*

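In Aag2 cells in L-15 medium 13990 genes passed the filter on low counts, and 1126 genes had no count in any library. More than 1 CPM in at least 3 libraries was reached by 12342 genes, and more than 5 CPM by 9484, the latter a minimum chosen after the values were seen. TMM factors ranged from 0.860 to 1.14.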

In heme-exposed Aag2 cells grown in Leibovitz’s L15 media, 9484 annotated transcripts were expressed across the 3 heme treatments, with the biological replicates of each treatment type clustering together and the treatment groups separate (Fig. S4). Of these, 4166 genes were significantly differentially expressed when comparing normal media vs 0µM heme (Fig. S6A,D), 4979 genes in normal media vs 10µM heme (Fig. S6B,E) and 3200 genes in the 0µM heme vs 10µM heme (Fig. S6C,F) (Table S4; q-value <0.0001). 

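In L-15 medium, 3344 genes passed the threshold between 0 μM heme and regular growth media (1513 higher, 1831 lower), 4716 between 10 μM heme and regular growth media (2163 higher, 2553 lower) and 2518 between 10 μM and 0 μM heme (1137 higher, 1381 lower). The exact test called 4587, 6337 and 4269 genes in the same order. Scaling by library size alone turned the splits to 2541 higher and 1046 lower, 3834 higher and 1301 lower, and 1520 higher and 820 lower, as it moved all log2 fold changes up by a median of 0.24, 0.39 and 0.14. Without replicates 1, 2 and 3 in 0 μM heme the third number was 1563, 1498 and 1577, and without replicates 2 and 3 in 10 μM heme 1492 and 1494. Among called genes with a mean of at least 10 CPM, AAEL008467 had the largest rise between 10 μM and 0 μM heme. It went from 16.8 ± 1.31 to 854 ± 98.4 CPM (SD, n = 3 each), a log2 fold change of 5.66 (standard error 0.099, FDR 2.65e-11). Of the same genes, AAEL005288, on chromosome 3 of AaegL5 from 308542650 to 308543574, had the largest fall. It went from 21.5 ± 1.76 to 2.58 ± 0.540 CPM (SD, n = 3 each), a log2 fold change of -3.05 (standard error 0.14, FDR 2.71e-08).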

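Without FBS, the largest changes in L-15 medium among called genes with a mean of at least 10 CPM started or ended near 0. AAEL016178 went from 28.2 ± 18.6 CPM with FBS to 0.402 ± 0.235 CPM in 0 μM heme (SD, n = 3 each), a log2 fold change of -6.09 (standard error 0.56, FDR 2.57e-06), and to 0.306 ± 0.167 CPM in 10 μM heme. AAEL014990 rose from 0.779 ± 0.157 to 25.2 ± 1.75 CPM in 0 μM heme (SD, n = 3 each), a log2 fold change of 5.02 (standard error 0.13, FDR 2.12e-10). AAEL012902 had 2 counts over the 3 libraries with FBS and 2250 over those in 10 μM heme. The ratio of its scaled rates was 920.7, with a 95% counting interval of 254.6 to 7607 (exact Clopper-Pearson), which covers counting error only.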

Transmembrane domain predictions resulted in 1218, 1568 and 1121 genes respectively that contained at least 1 TM domain. The number of TM domain containing genes was underrepresented (obs 1218, exp 1339; p-value=0.00002), not significantly different (obs 1568, exp 1588; p-value=0.378) and overrepresented (obs 1121, exp 1019; p-value=0.00005), respectively, than that expected by chance alone. In total, we identified 7 genes that matched the expected heme-exporter expression pattern; these genes contained 2+ TM domains and were found downregulated in the absence of heme, upregulated in the presence of heme and were not significant in the normal media vs 10µM heme comparison. 

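In L-15 medium 36 genes had the export-like pattern of changes by more than 2-fold past the threshold, whatever their number of TM domains, and 27 of them were not called between 10 μM heme and regular growth media. The exact test gave 72 genes and scaling by library size alone 21, and leaving out 1 library at a time gave 26 to 34.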

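The import-like pattern of changes was found for 41 genes in L-15 medium past the threshold by more than 2-fold in both comparisons, and 29 of them were not called between 10 μM heme and regular growth media. Leaving out 1 library at a time gave 33 to 46 genes.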

Otherwise, 6 genes were identified that matched the expected heme-importer expression pattern; These genes were predicted to have 2+ TM domains and were upregulated in the absence of heme, downregulated in the presence of heme and not significant in the normal media vs 10µM heme comparison. Therefore, 13 genes matching the expected expression pattern of genes that encode membrane bound heme transporter proteins were identified in this analysis.

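At changes of any size past the threshold in L-15 medium, 401 genes had the import-like pattern and 155 the export-like one. The paper concludes that genes matching the pattern it expects of membrane bound heme transporters were identified in L-15 medium.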

To further explore the transcriptomic changes in the Aag2 cells treated with heme deficiency, we next examined the expression patterns across the heme treatments to identify those genes with a pattern of expression accordant with our expectations for heme transport proteins. In total, 7085 genes obtained a membership score of 50% and were assigned to one of 15 expression clusters (Table S4, Fig. S6G). 

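Of the 13990 genes in L-15 medium, 9806 (70.1%) had a membership over 0.5 in 1 of 15 clusters.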

Only 2 clusters showed the expression pattern expected for heme import genes, clusters 5 & 8, which contained 229 genes (123+106 respectively) with at least 1 transmembrane domain predicted. 

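In L-15 medium 2 clusters, with 598 and 696 genes and 1294 in all (13.2% of those assigned), met the import-like rule.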

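In L-15 medium the export-like rule was met by 2 clusters with 449 and 527 genes, 976 in all (9.95% of those assigned), of which 617 had a membership over 0.7.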

Clusters 4 and 13 showed the expected expression pattern for those genes that could encode heme export proteins, with 197 (93+104 respectively) genes identified with 1+ predicted TM domains. In addition to observing expression changes due to heme concentration, changes in nutrient content can also be examined as fetal bovine serum was only present in the first set of samples (Clusters 1, 2, 6, 7 & 11). 

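Of the clusters in L-15 medium that were neither import-like nor export-like, 6 with 4992 genes, 50.9% of those assigned, had the libraries with FBS all above or all below both other treatments.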

When the DEGs were compared back to those genes found in the import-like clusters, only 25.2% of the genes upregulated during heme deficiency conditions and 32.6% of the genes downregulated during heme overexposure conditions were also found in an import-like cluster (Fig. S10A). 

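Of the 1513 genes called higher in 0 μM heme than in regular growth media in L-15 medium, 577 (38.1%) were in import-like clusters, as were 459 (33.2%) of the 1381 called lower in 10 μM than in 0 μM heme. Of all genes tested, 9.25% were. The calls and the clusters used the same libraries, so neither these shares nor those for export-like clusters are independent of the calls.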

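In export-like clusters of L-15 medium were 301 (16.4%) of the 1831 genes called lower in 0 μM heme than in regular growth media and 221 (19.4%) of the 1137 called higher in 10 μM than in 0 μM heme, against 6.98% of all genes tested.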

Like with the clusters showing the expected expression pattern of heme import genes, very few genes were shared between the clusters showing the heme export expression pattern and those in the DE analysis, with only 19.7% shared of those downregulated during heme deficiency and 14.8% shared of those upregulated during heme overexposure (Fig. S10B). 

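In L-15 medium AAEL000242 had its highest membership, 0.59, in an export-like cluster. The log2 fold change of this gene was -1.26 between 0 μM heme and regular growth media and 1.25 between 10 μM and 0 μM heme, and it was not called in either by the quasi-likelihood test, while DESeq2 called both (FDR 3.44e-05 and 5.00e-05).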

Of the 13 genes identified as genes encoding for potential heme membrane bound transporters, only 1 was not also found in the cluster analysis, AAEL000242; 6 of the 7 genes with expression patterns consistent with heme export were found in cluster 4 (5 genes) and 13 (1 gene) and all of the 6 genes with expression patterns consistent with heme import were found in the import-like clusters 5 (2) & 8 (4). This list can be further reduced by examination of the predicted functions of these genes, finding only 10 genes (5 &5 respectively) with either unknown or transport related function.

**References**

1. Xiao G, Wan Z, Fan Q, Tang X, Zhou B. **The metal transporter ZIP13 supplies iron into the secretory pathway in *Drosophila melanogaster***. eLife. 2014;3.

2. Tsujimoto H, Anderson MAE, Myles KM, Adelman ZN. **Identification of Candidate Iron Transporters From the ZIP/ZnT Gene Families in the Mosquito *Aedes aegypti***. Front Physiol. 2018;9:380.

# Supplementary material for: Transcriptomic analyses of Aedes aegypti cultured cells and ex vivo midguts in response to an excess or deficiency of heme: a quest for transcriptionally-regulated heme transporters
**Source:** BMC Genomics. 2020 Aug 31;21:604. doi: 10.1186/s12864-020-06981-5
**Supplement:** Supplementary file 4 — Additional file 4 Fig. S1. Treatment conditions of A20 and Aag2 mosquito cells prior to RNAseq analysis. Schematic representation of the various treatments used to prepare samples for RNAseq. Cell type (Aag2/A20), incubation time (48 h, 72 h), growth media type (L-15, Schneider's Drosophila), and heme supplement (0 μM, 10 μM, 20 μM), with (Normal media, indicated by 50 mL conical tube) or without (indicated by mini centrifuge tube) FBS present in the media. Schematic was generated using Biorender through a license from Texas A&M University. Fig. S2. Multidimensional Scaling Plot of RNAseq data derived from Aag2 cultured cells grown in Schneider’s Drosophila medium. Multidimensional scaling plot displaying transcriptomic changes in Aag2 cells grown in Schneider’s Drosophila medium exposed to heme overload or heme deficiency conditions. The cells grown in normal growth media are circled in blue (FBS), the cells exposed to heme overload are circled in green (10 μM Heme) and the cells exposed to heme deficiency are circled in orange (0 μM Heme). Fig. S3. RNAseq-based transcriptomic analyses after 48-h heme treatment in Aag2 cells. (A) Multidimensional scaling plot. The FBS treated group is circled in blue and the FBS + 20 μM heme group is circled in green. (B) Log2 fold change (logFC) vs Log10 counts per million (logCPM) plots of expressed genes; genes with an adjusted p-value corrected for multiple testing (False discovery rate: FDR) of < 0.0001 are shown in red. (C) Volcano plot of genes expressed in analysis. (D) 6 distinct gene expression profile clusters were identified through soft clustering. Only those genes with membership scores > 50% are shown in each cluster. Red lines show high membership in a cluster while blue indicates low membership. Heme import-like clusters are highlighted in red and export-like clusters in blue. The different heme treatment groups are given on the X-axis of each cluster; n, the number of genes present in a cluster. Fig. S4. Multidime

## Slide 1
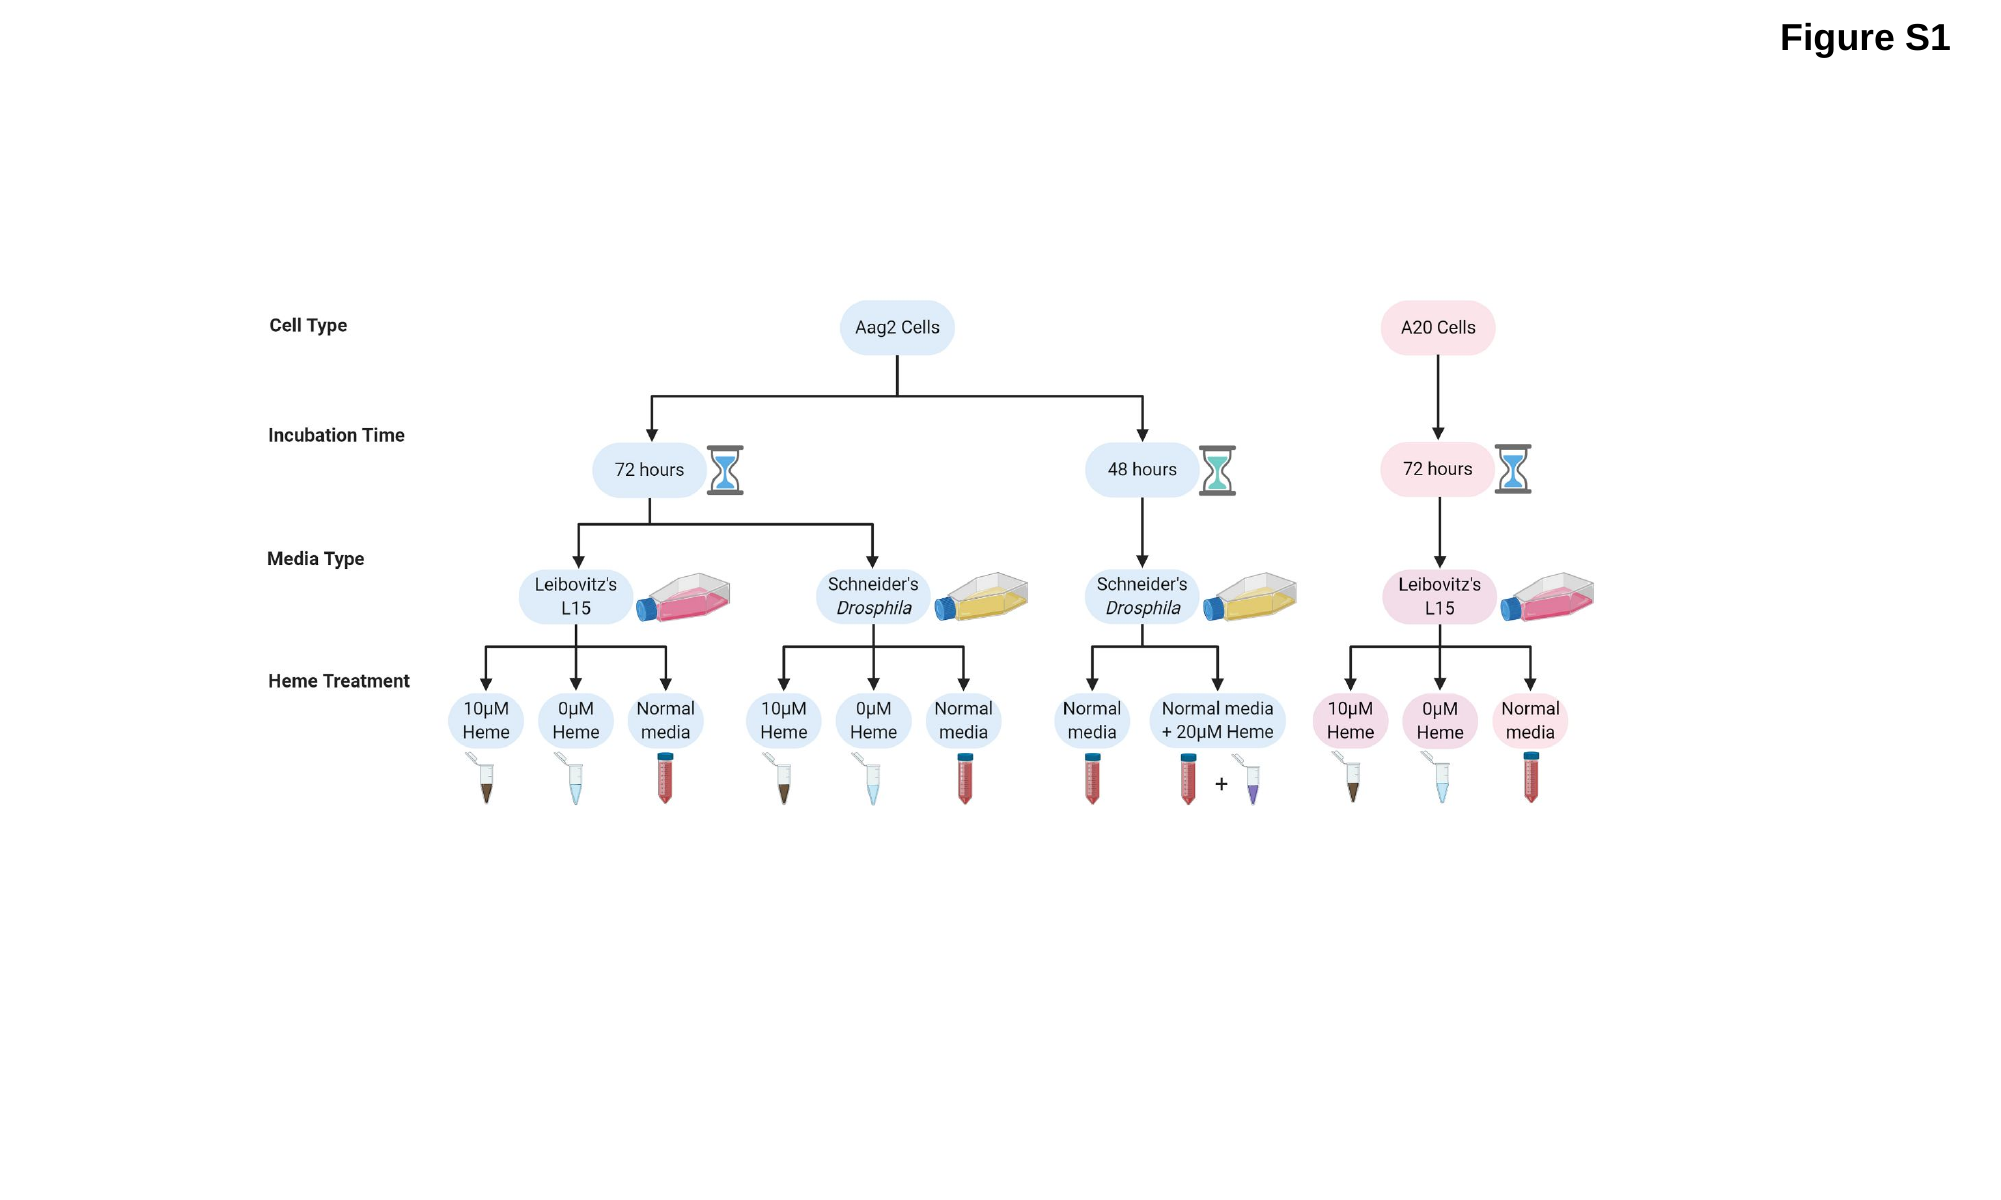

Figure S1

## Slide 2
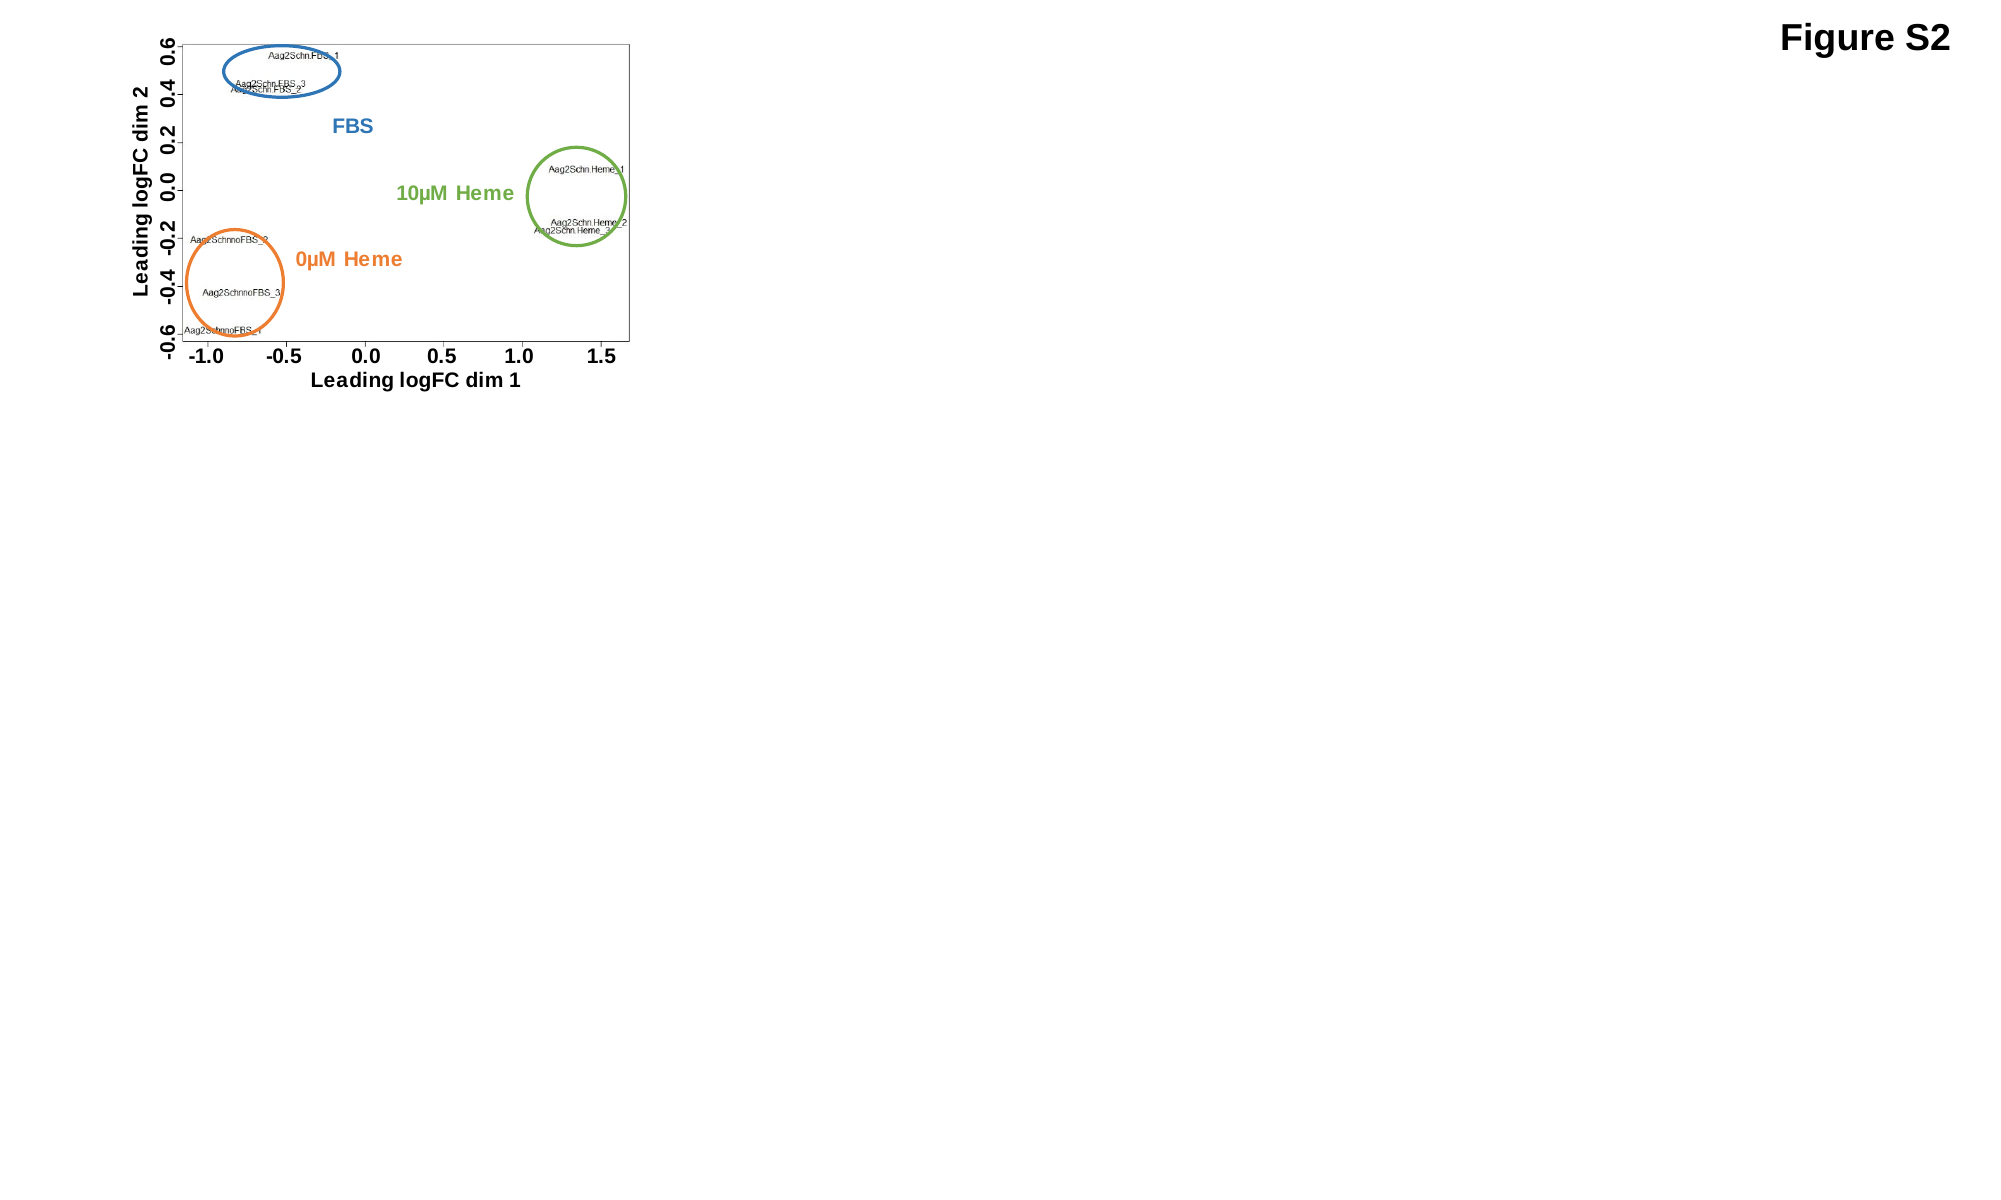

Figure S2

## Slide 3
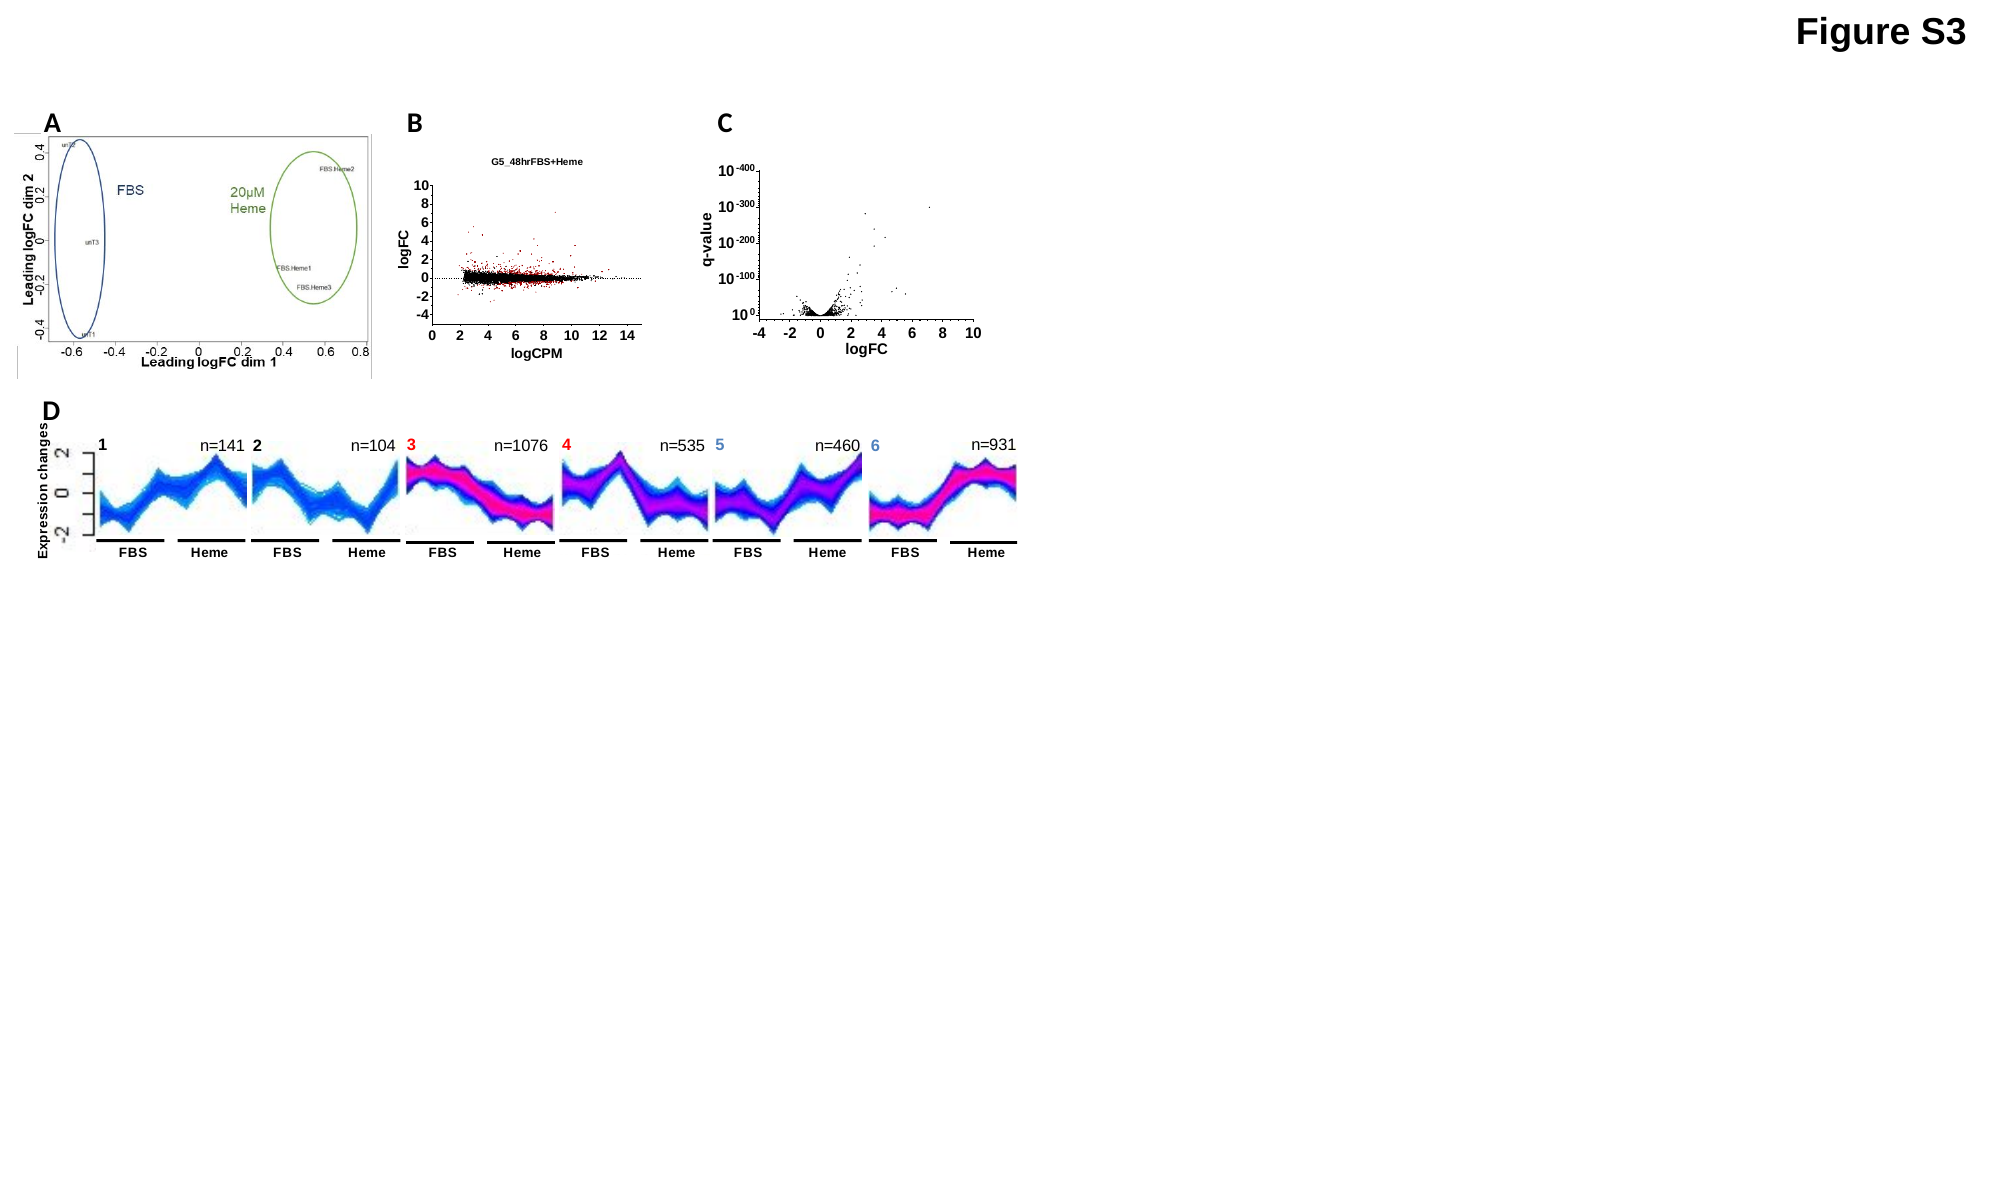

Figure S3

## Slide 4
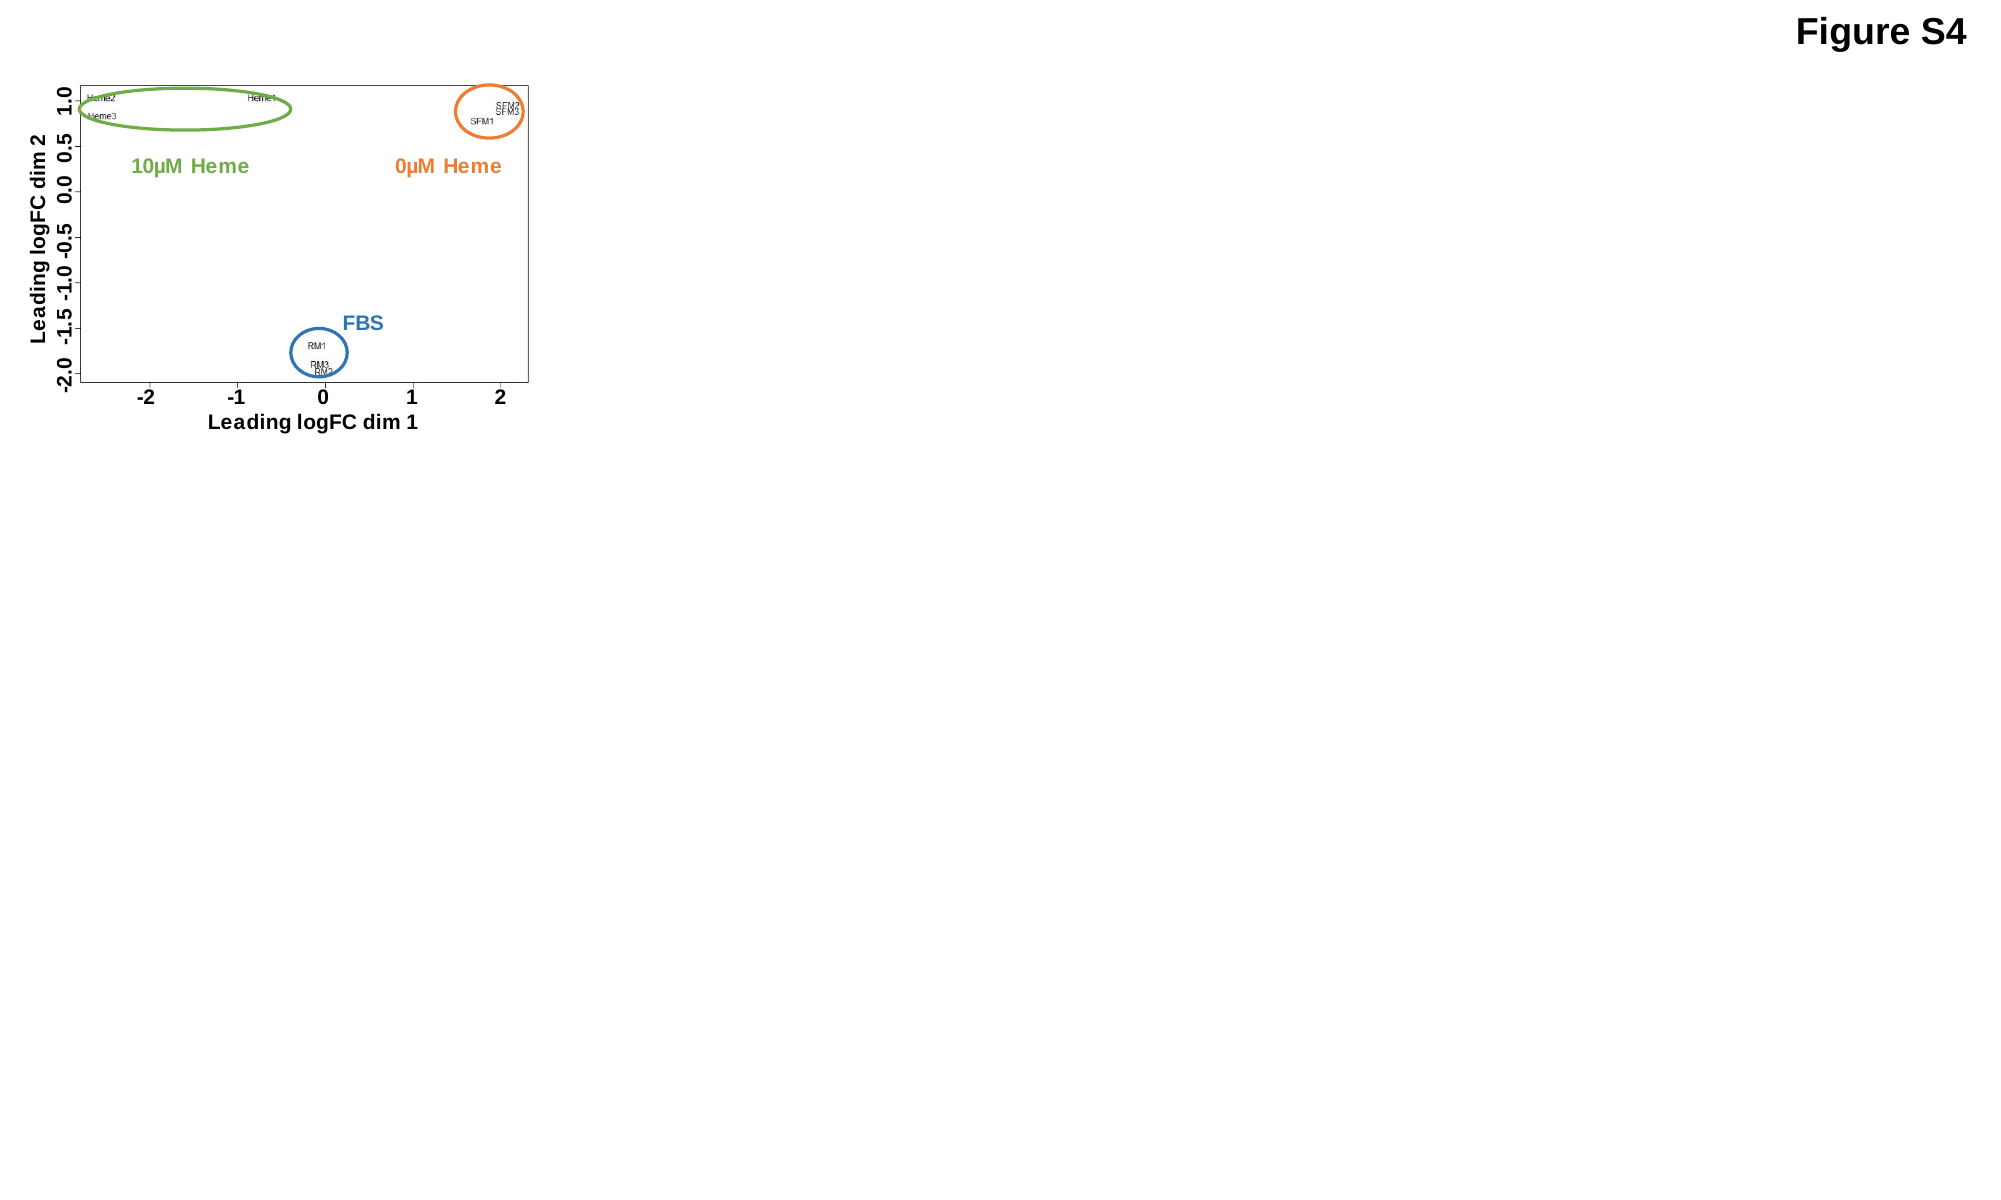

Figure S4

## Slide 5
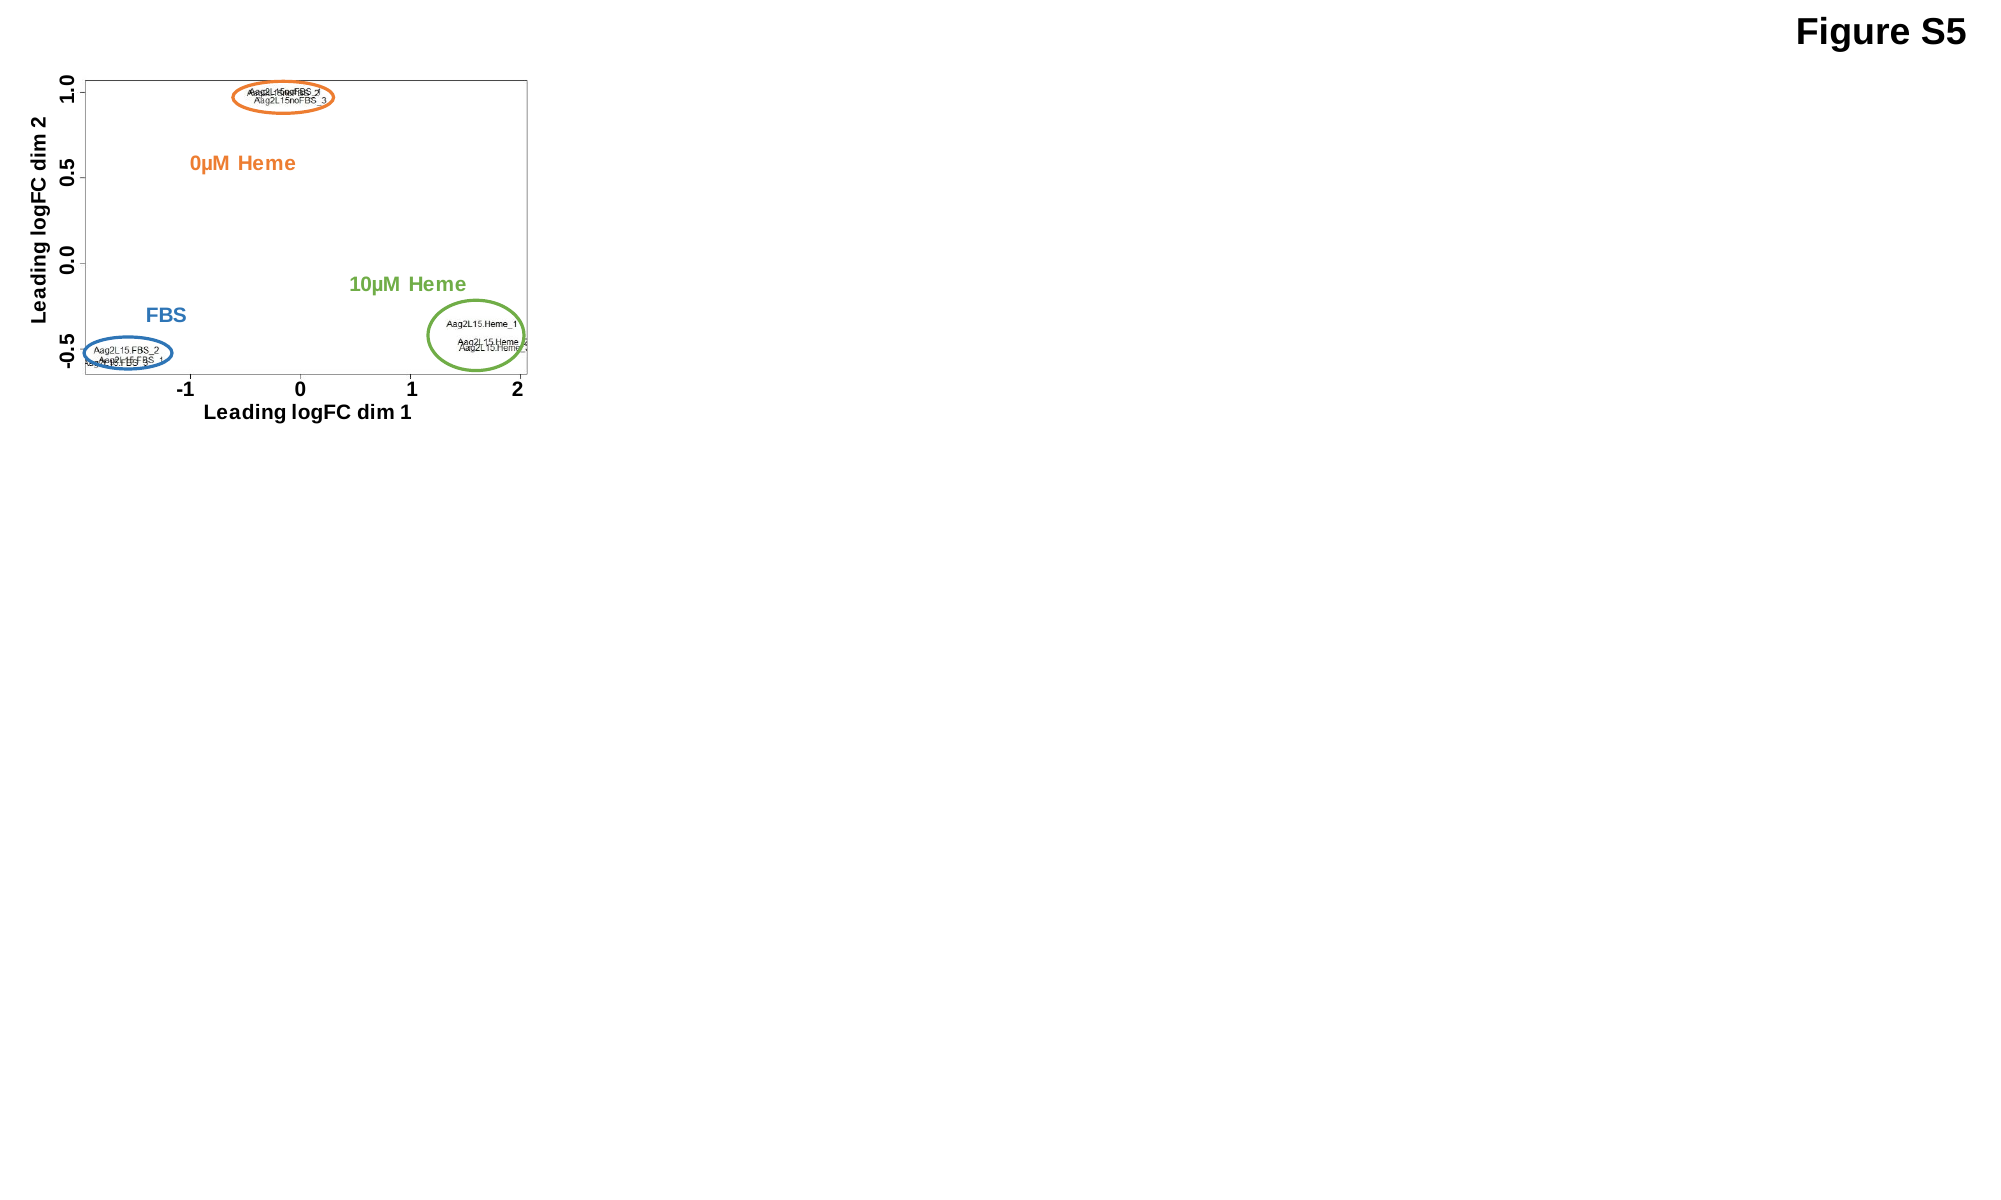

Figure S5

## Slide 6
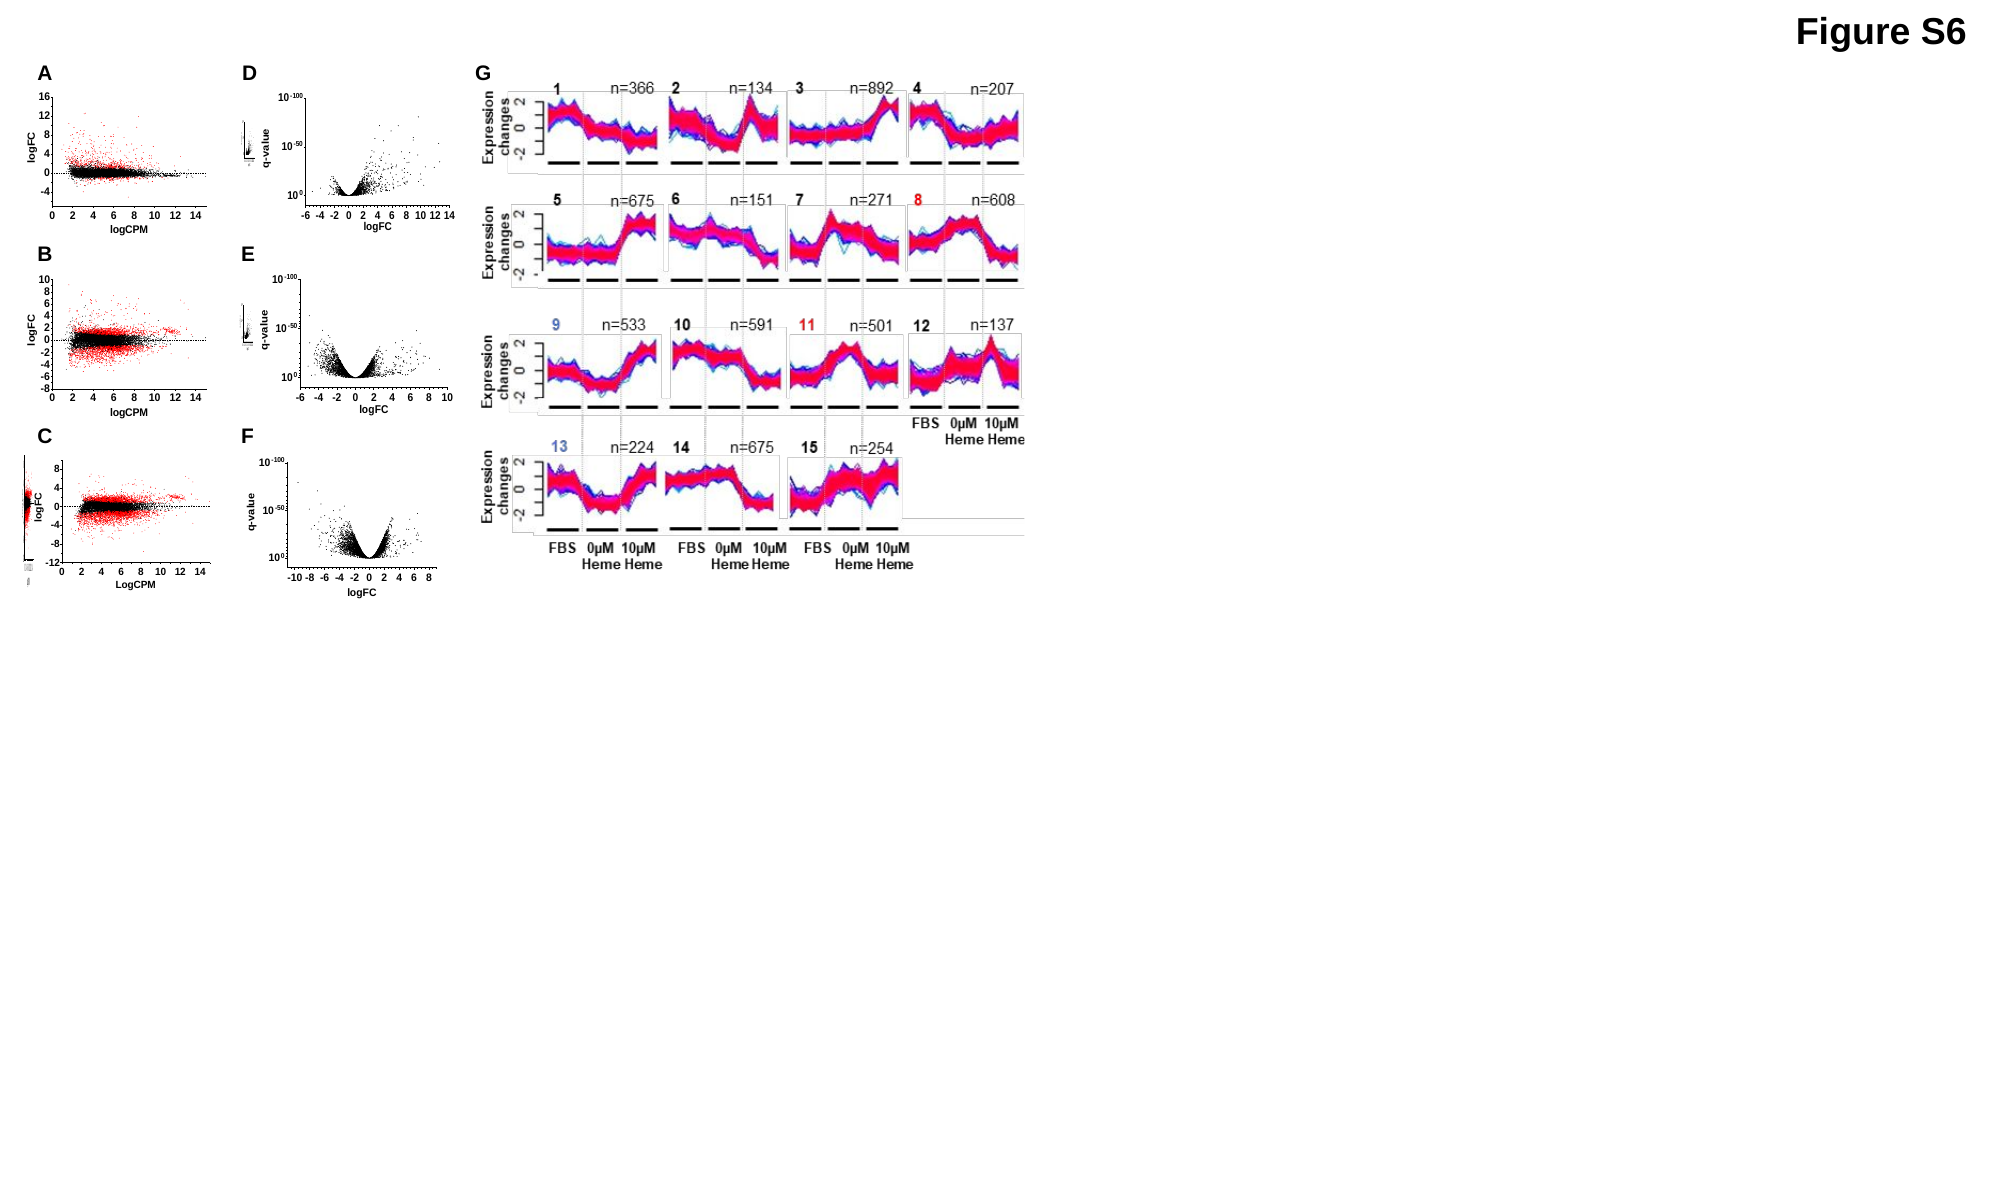

Figure S6

## Slide 7
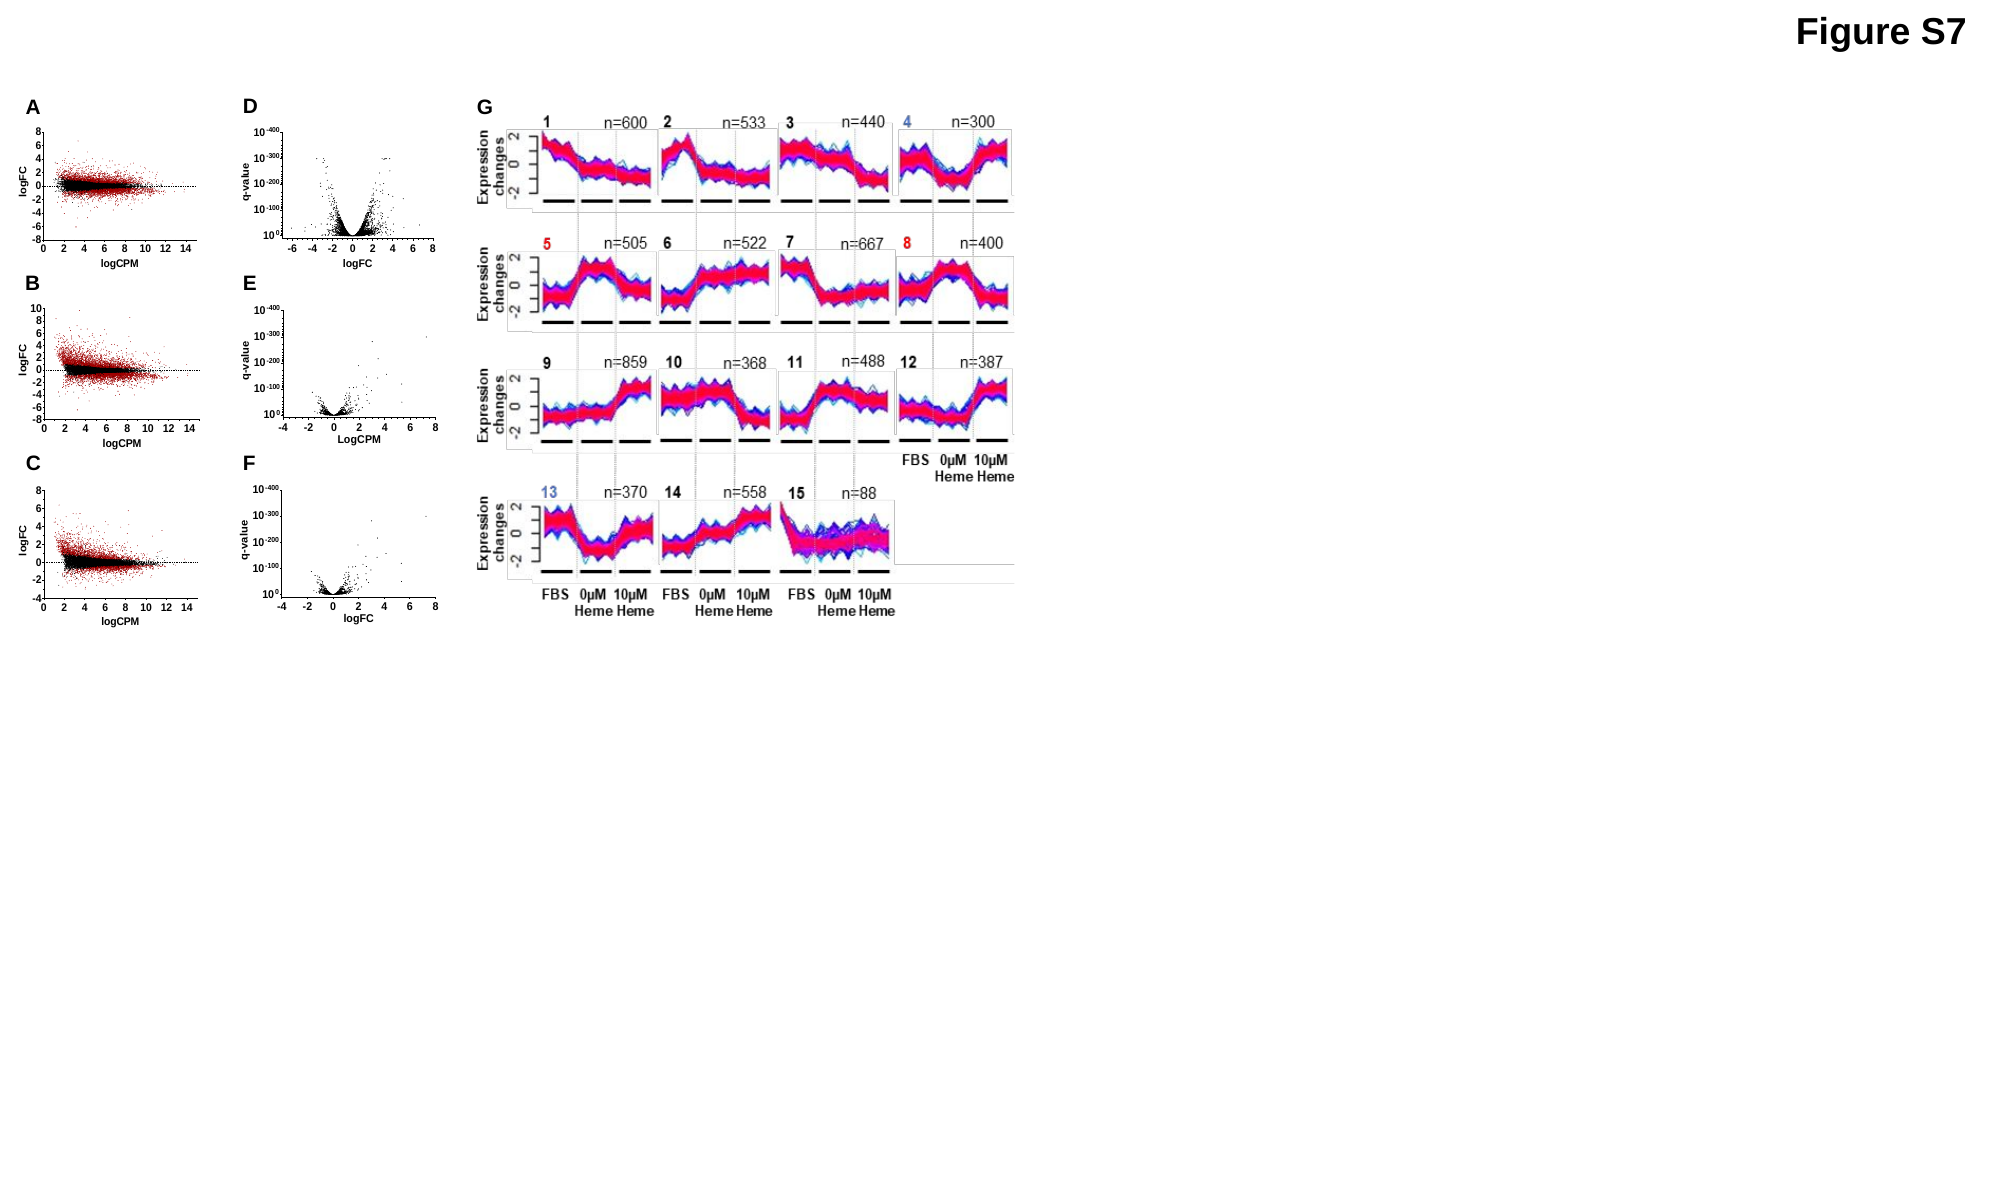

Figure S7

## Slide 8
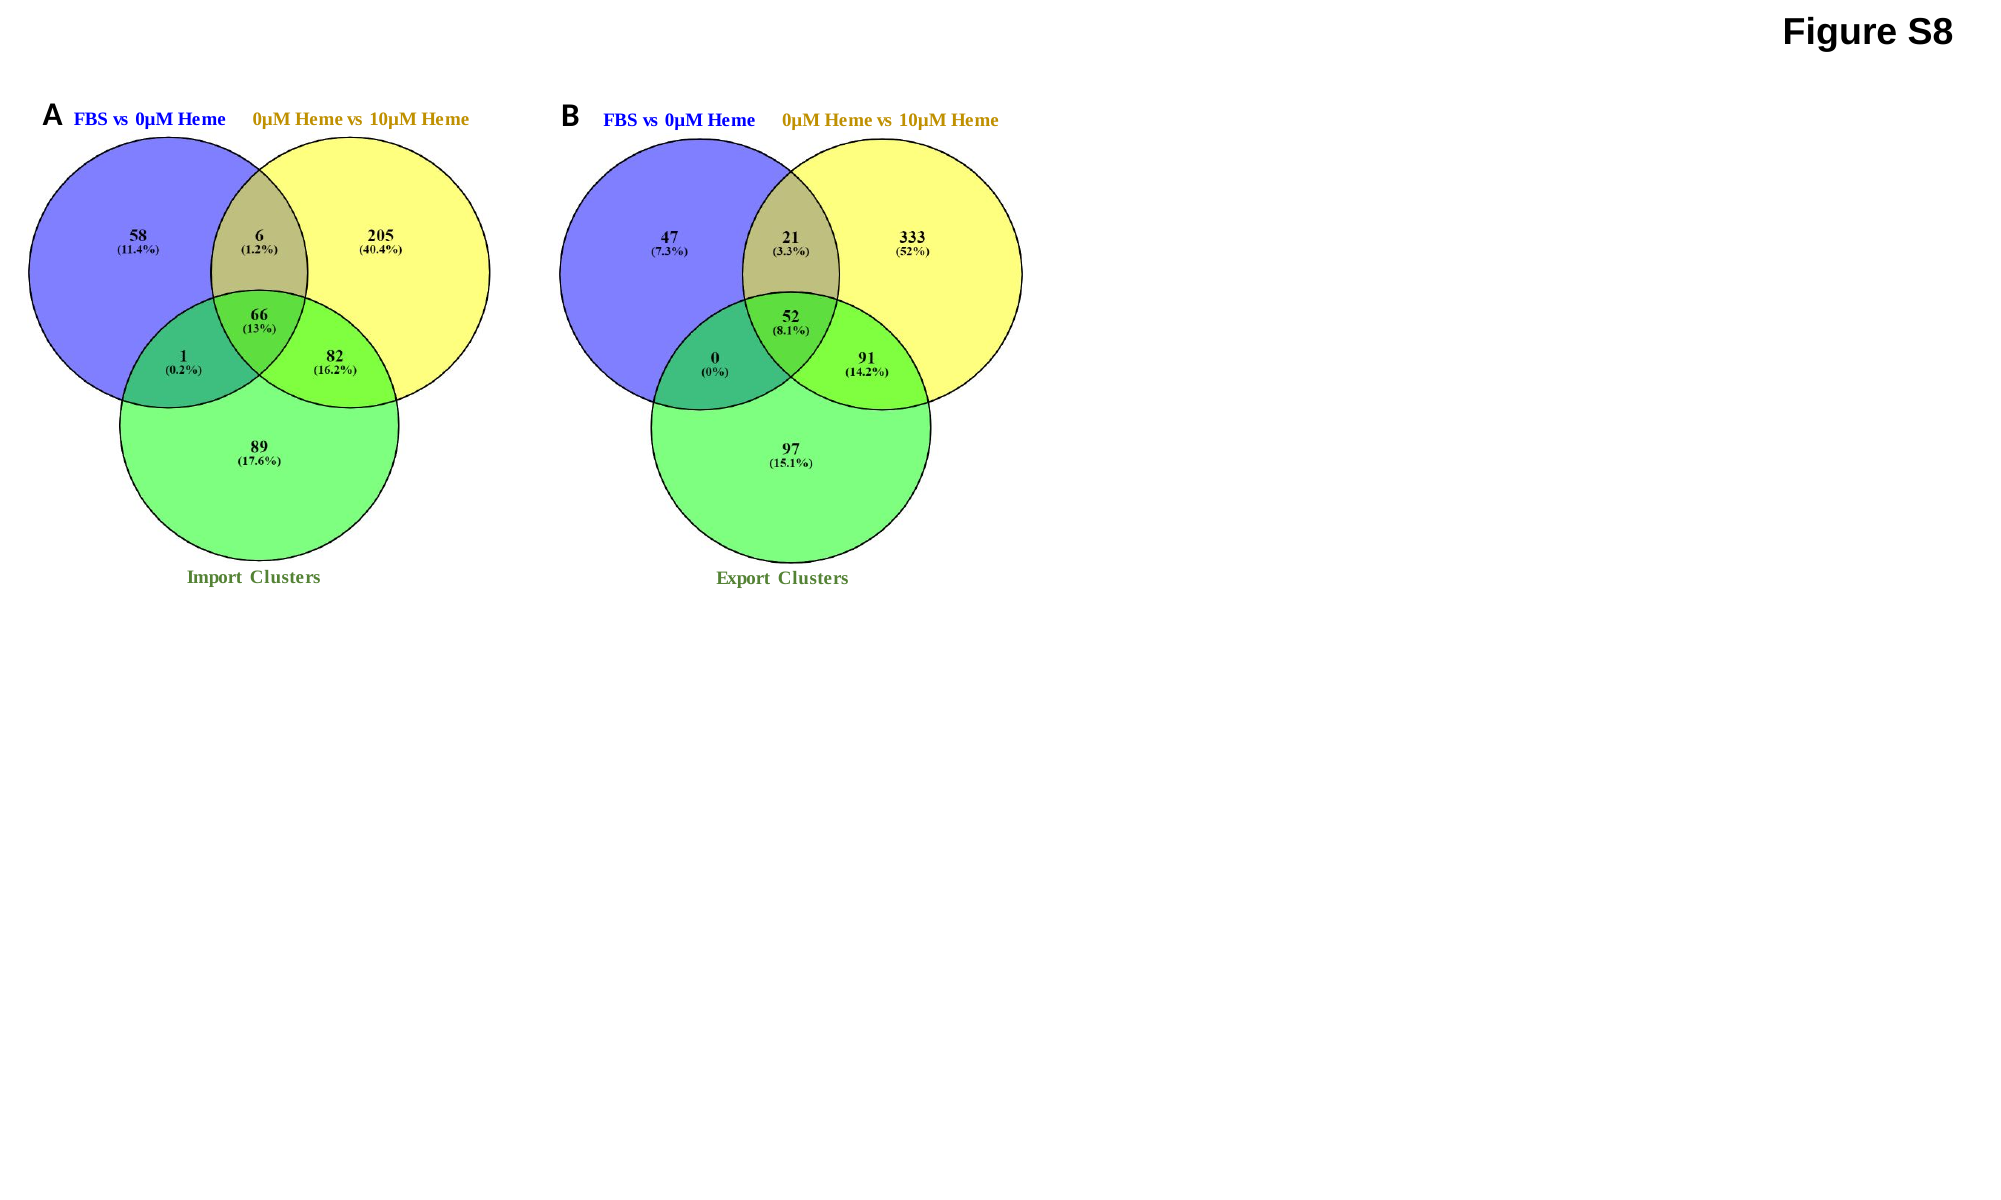

Figure S8

## Slide 9
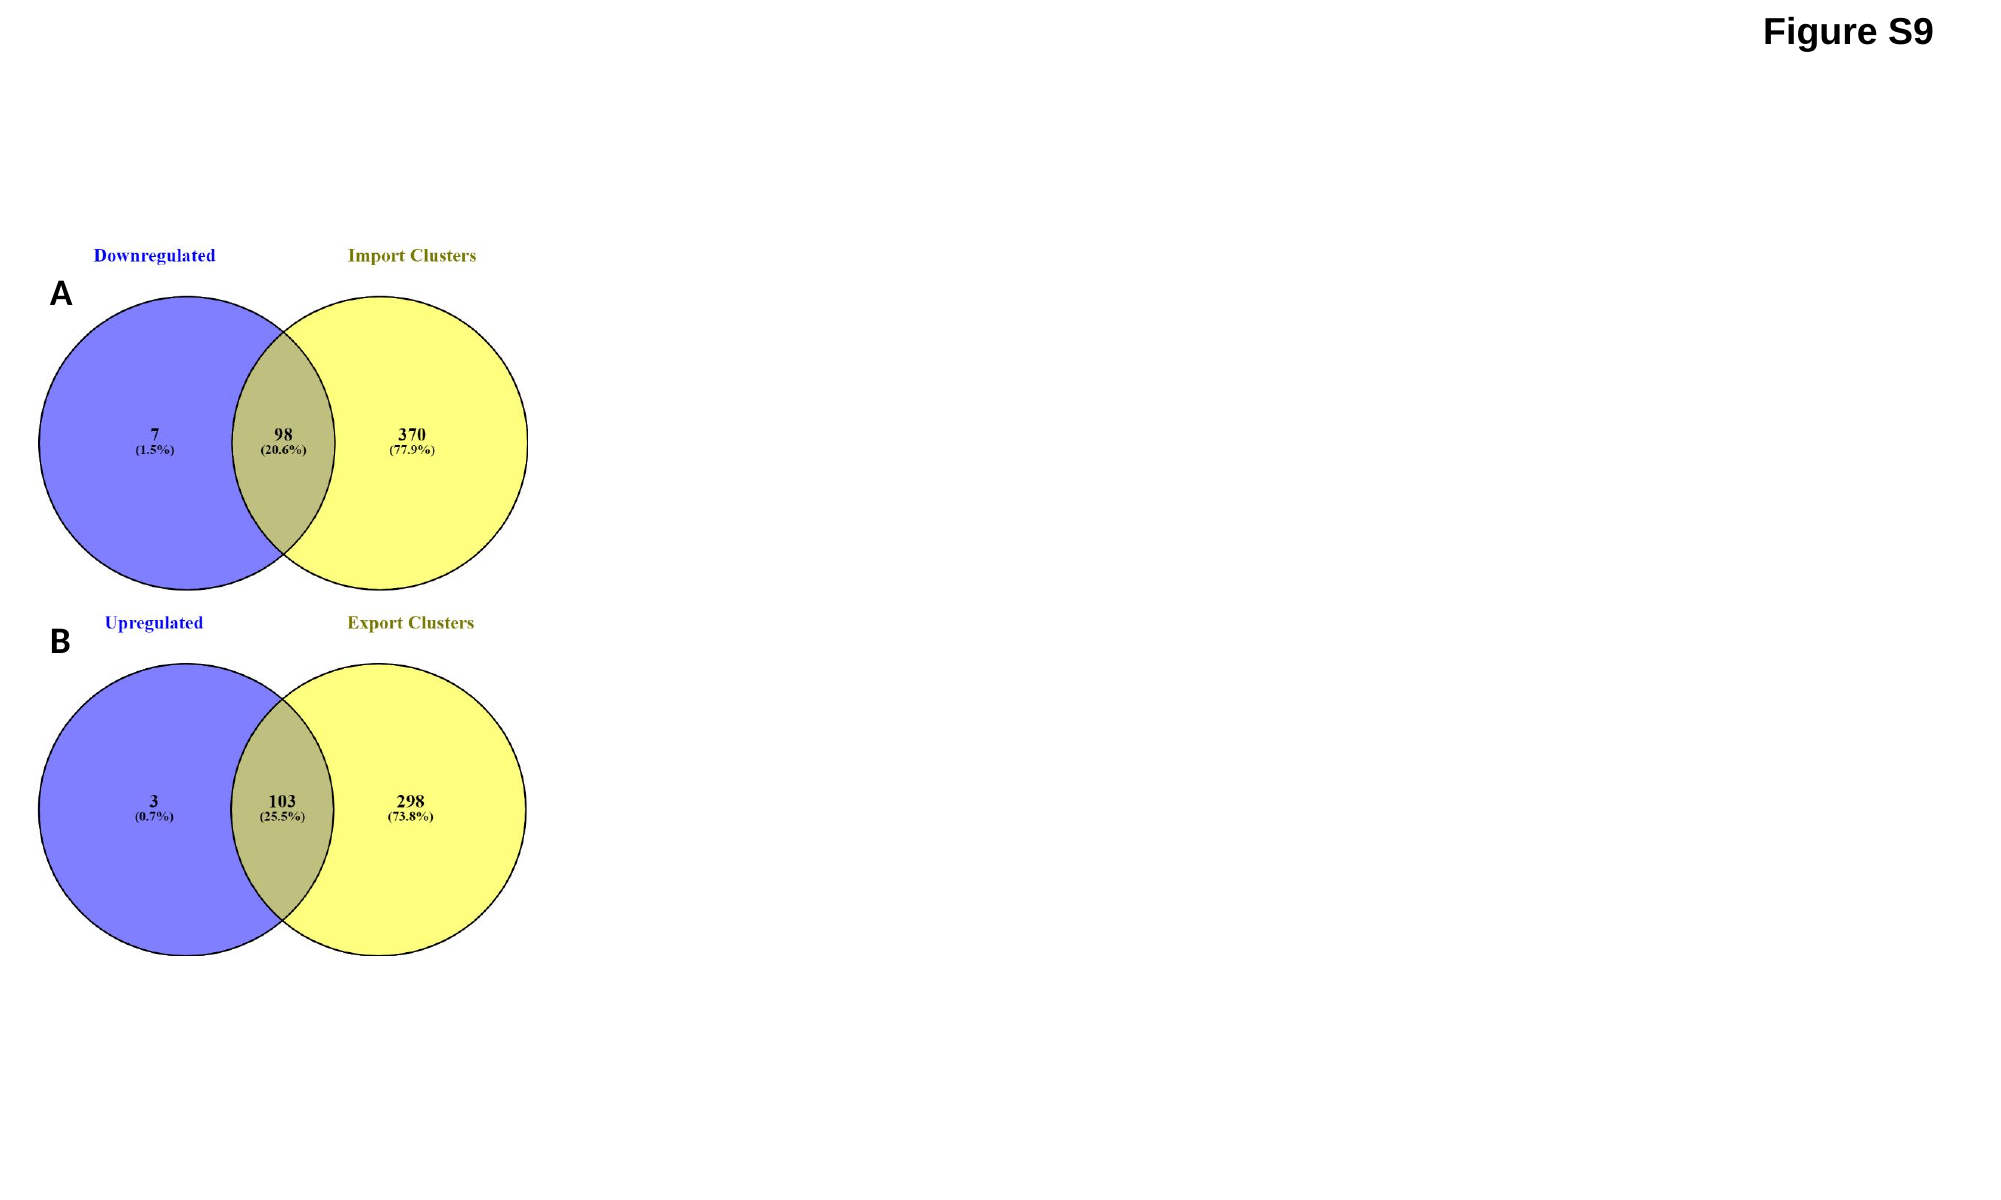

Figure S9

## Slide 10
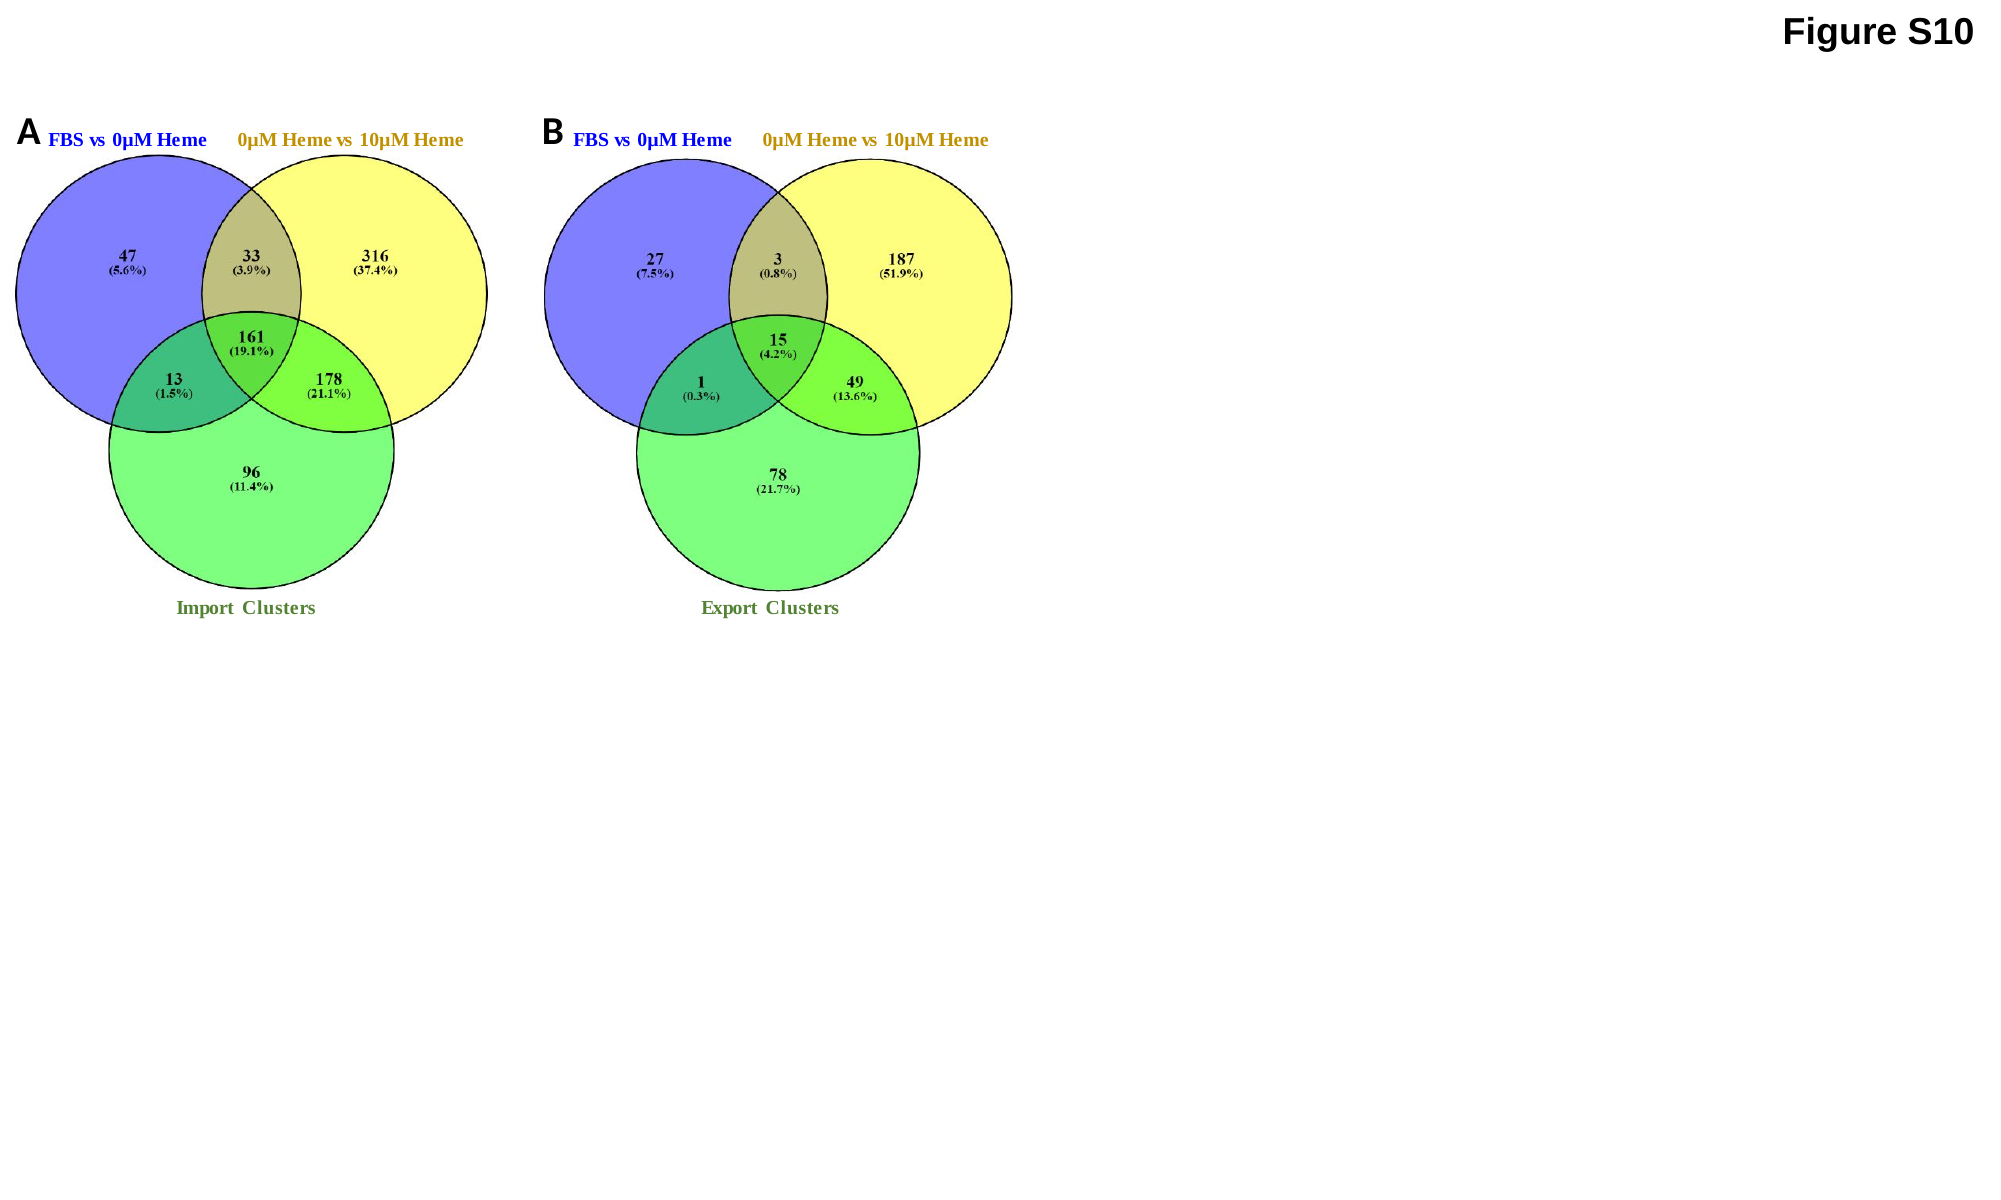

Figure S10

## Slide 11
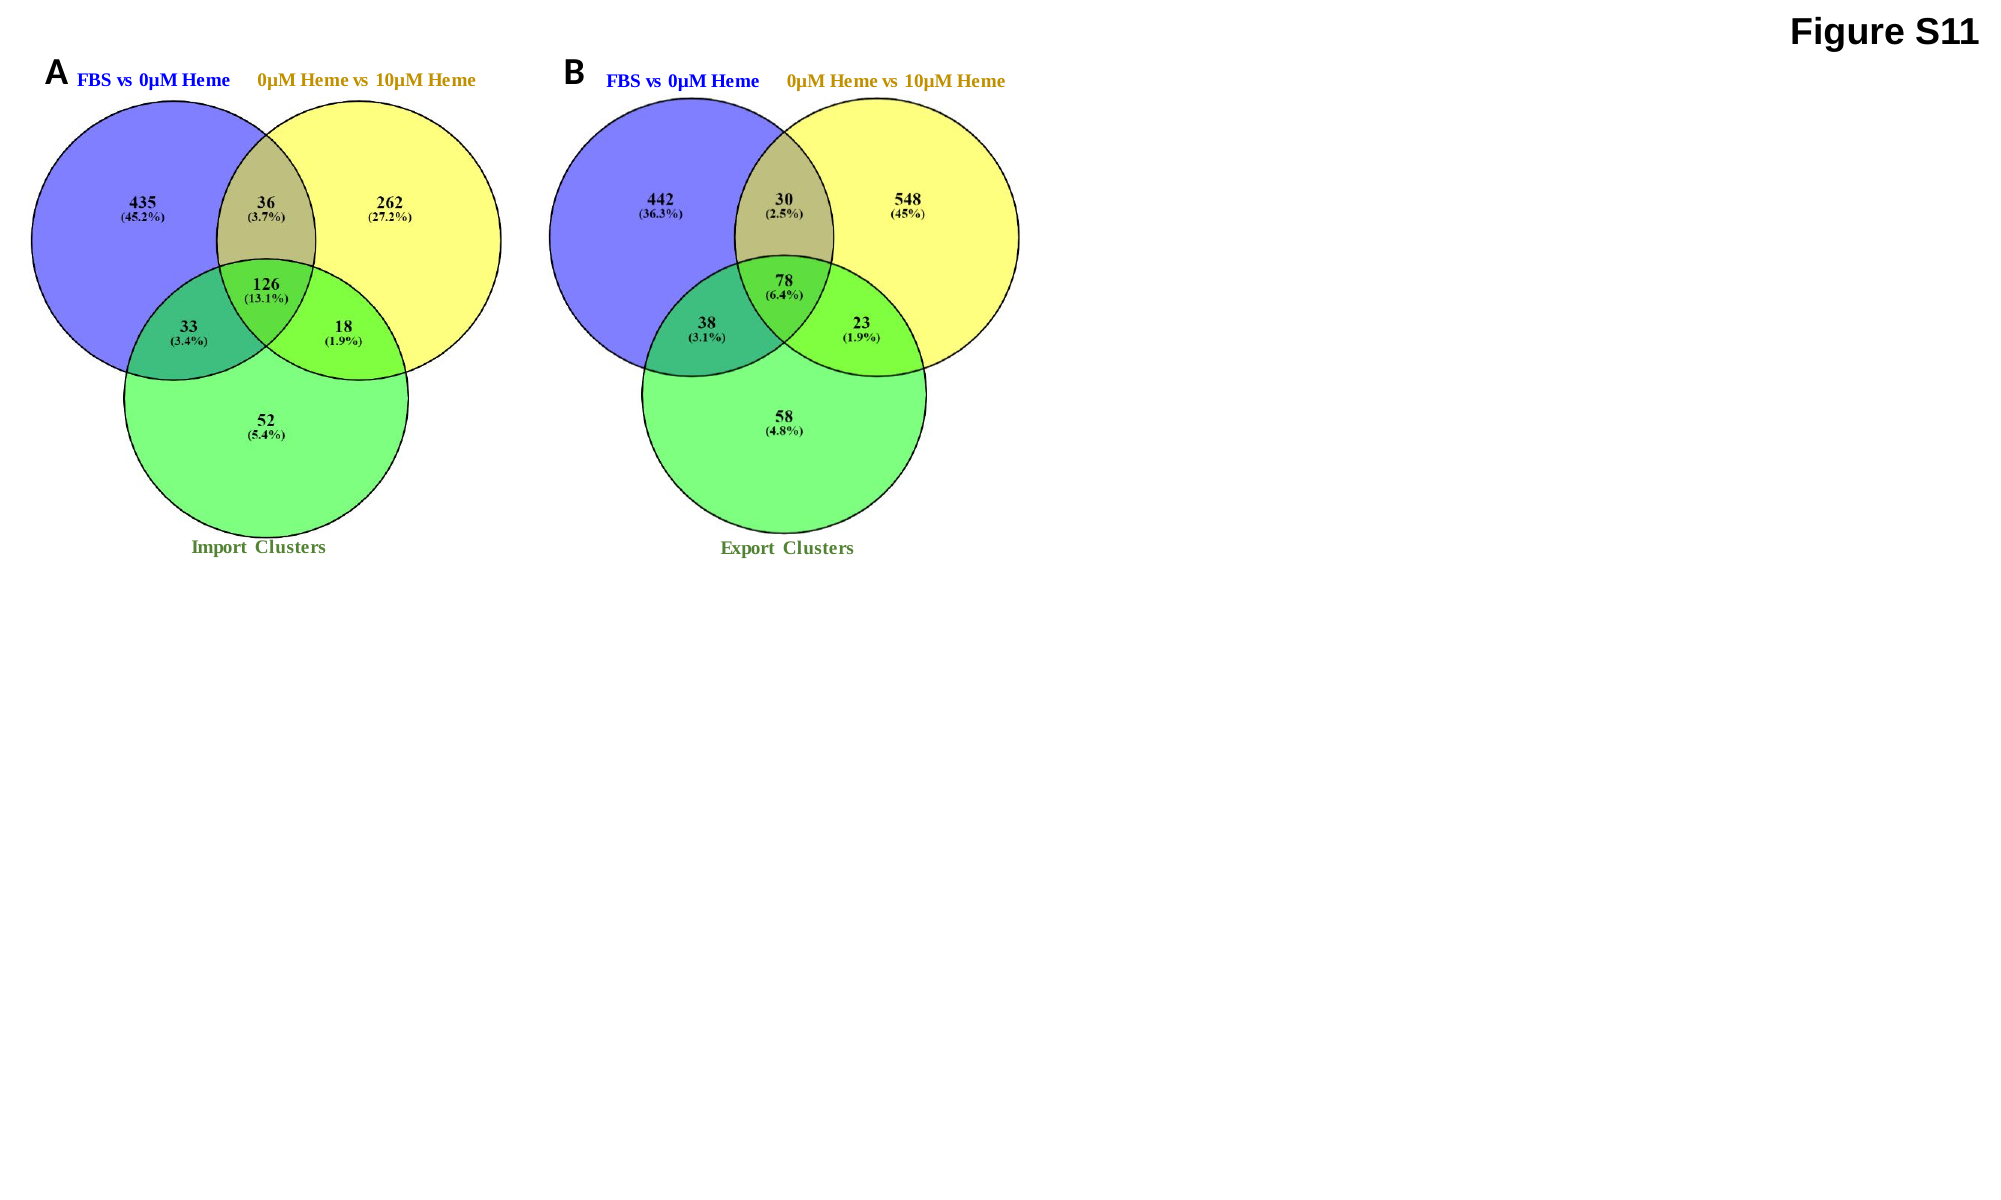

Figure S11

## Slide 12
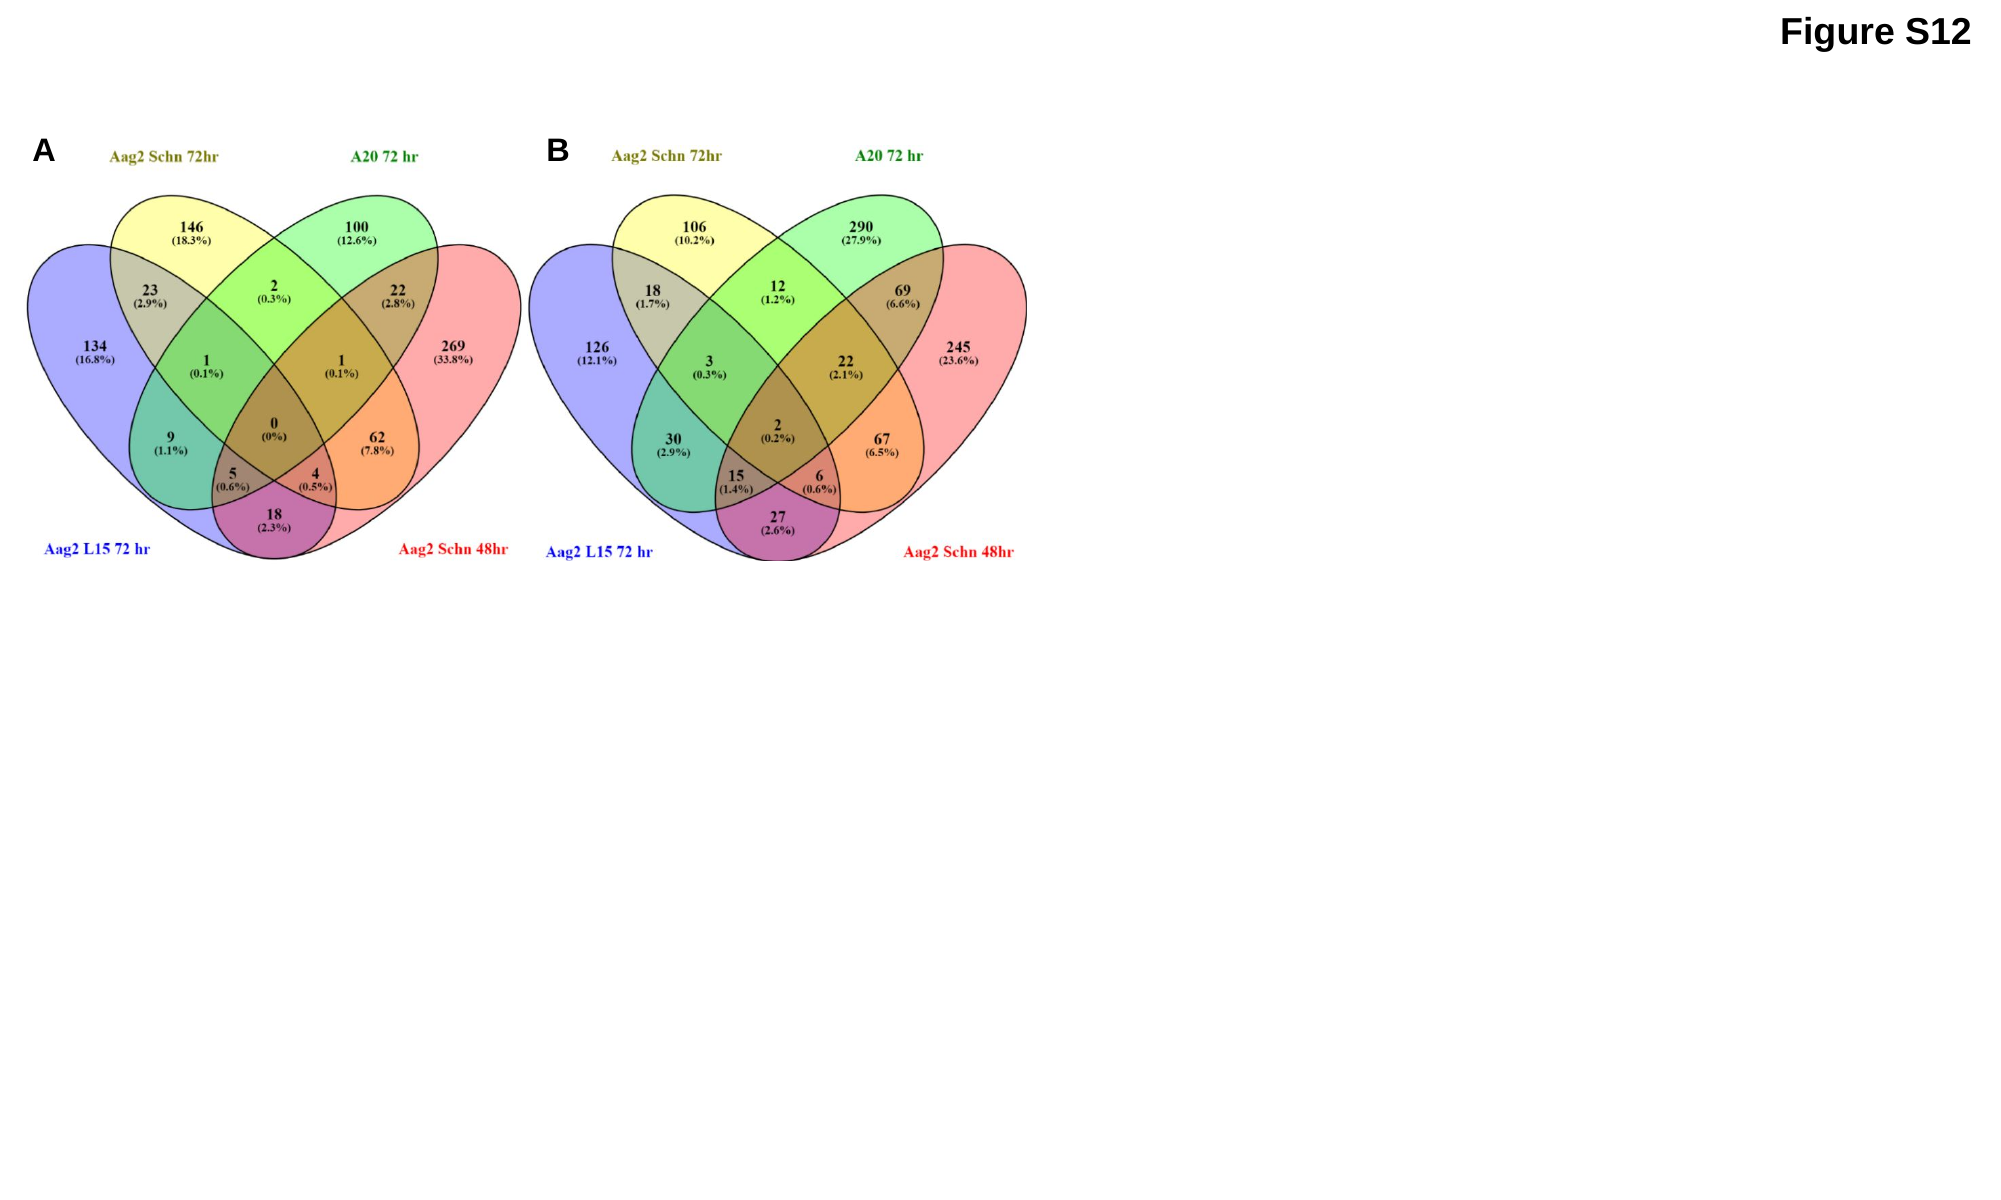

Figure S12

## Slide 13
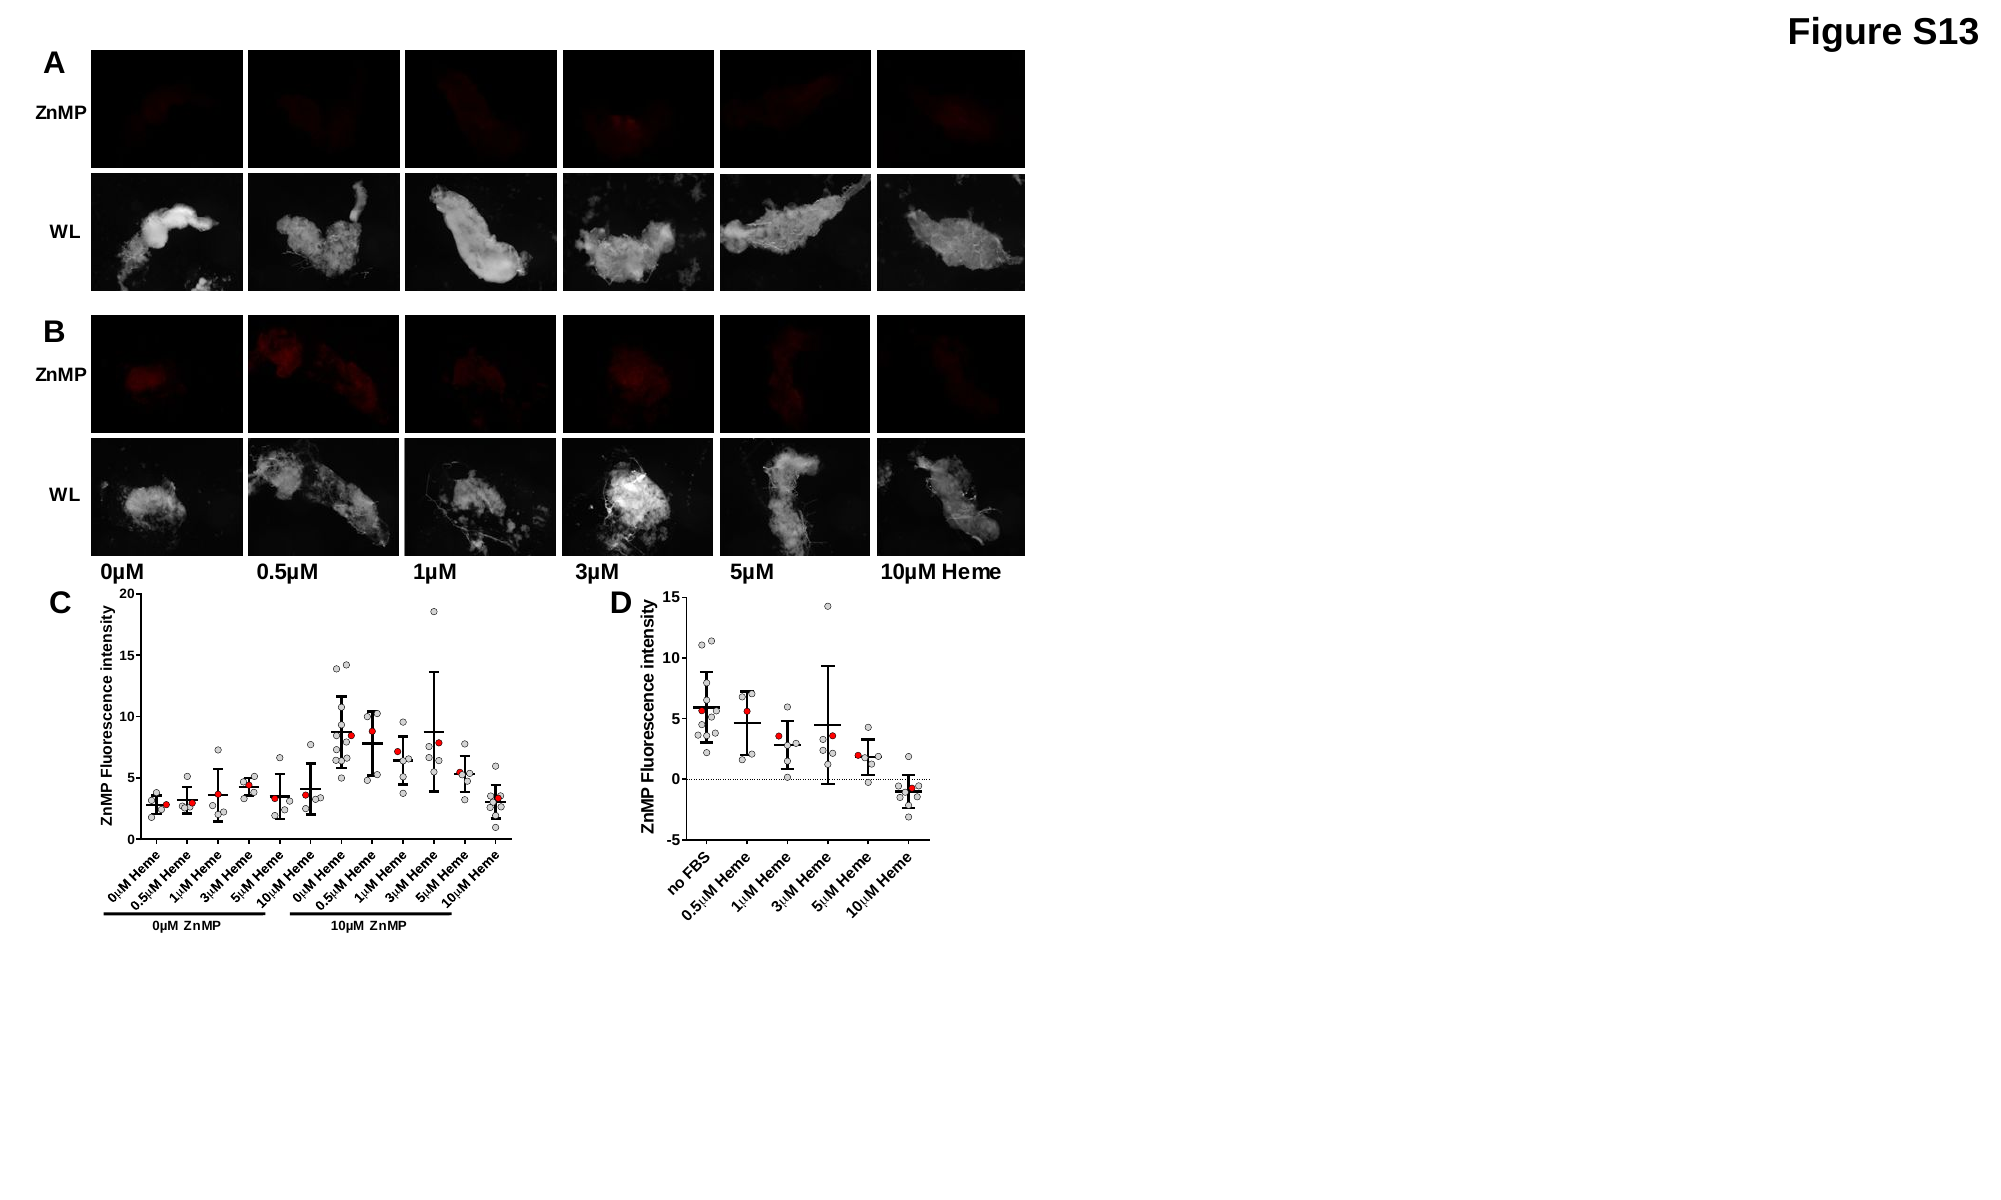

Figure S13

## Slide 14
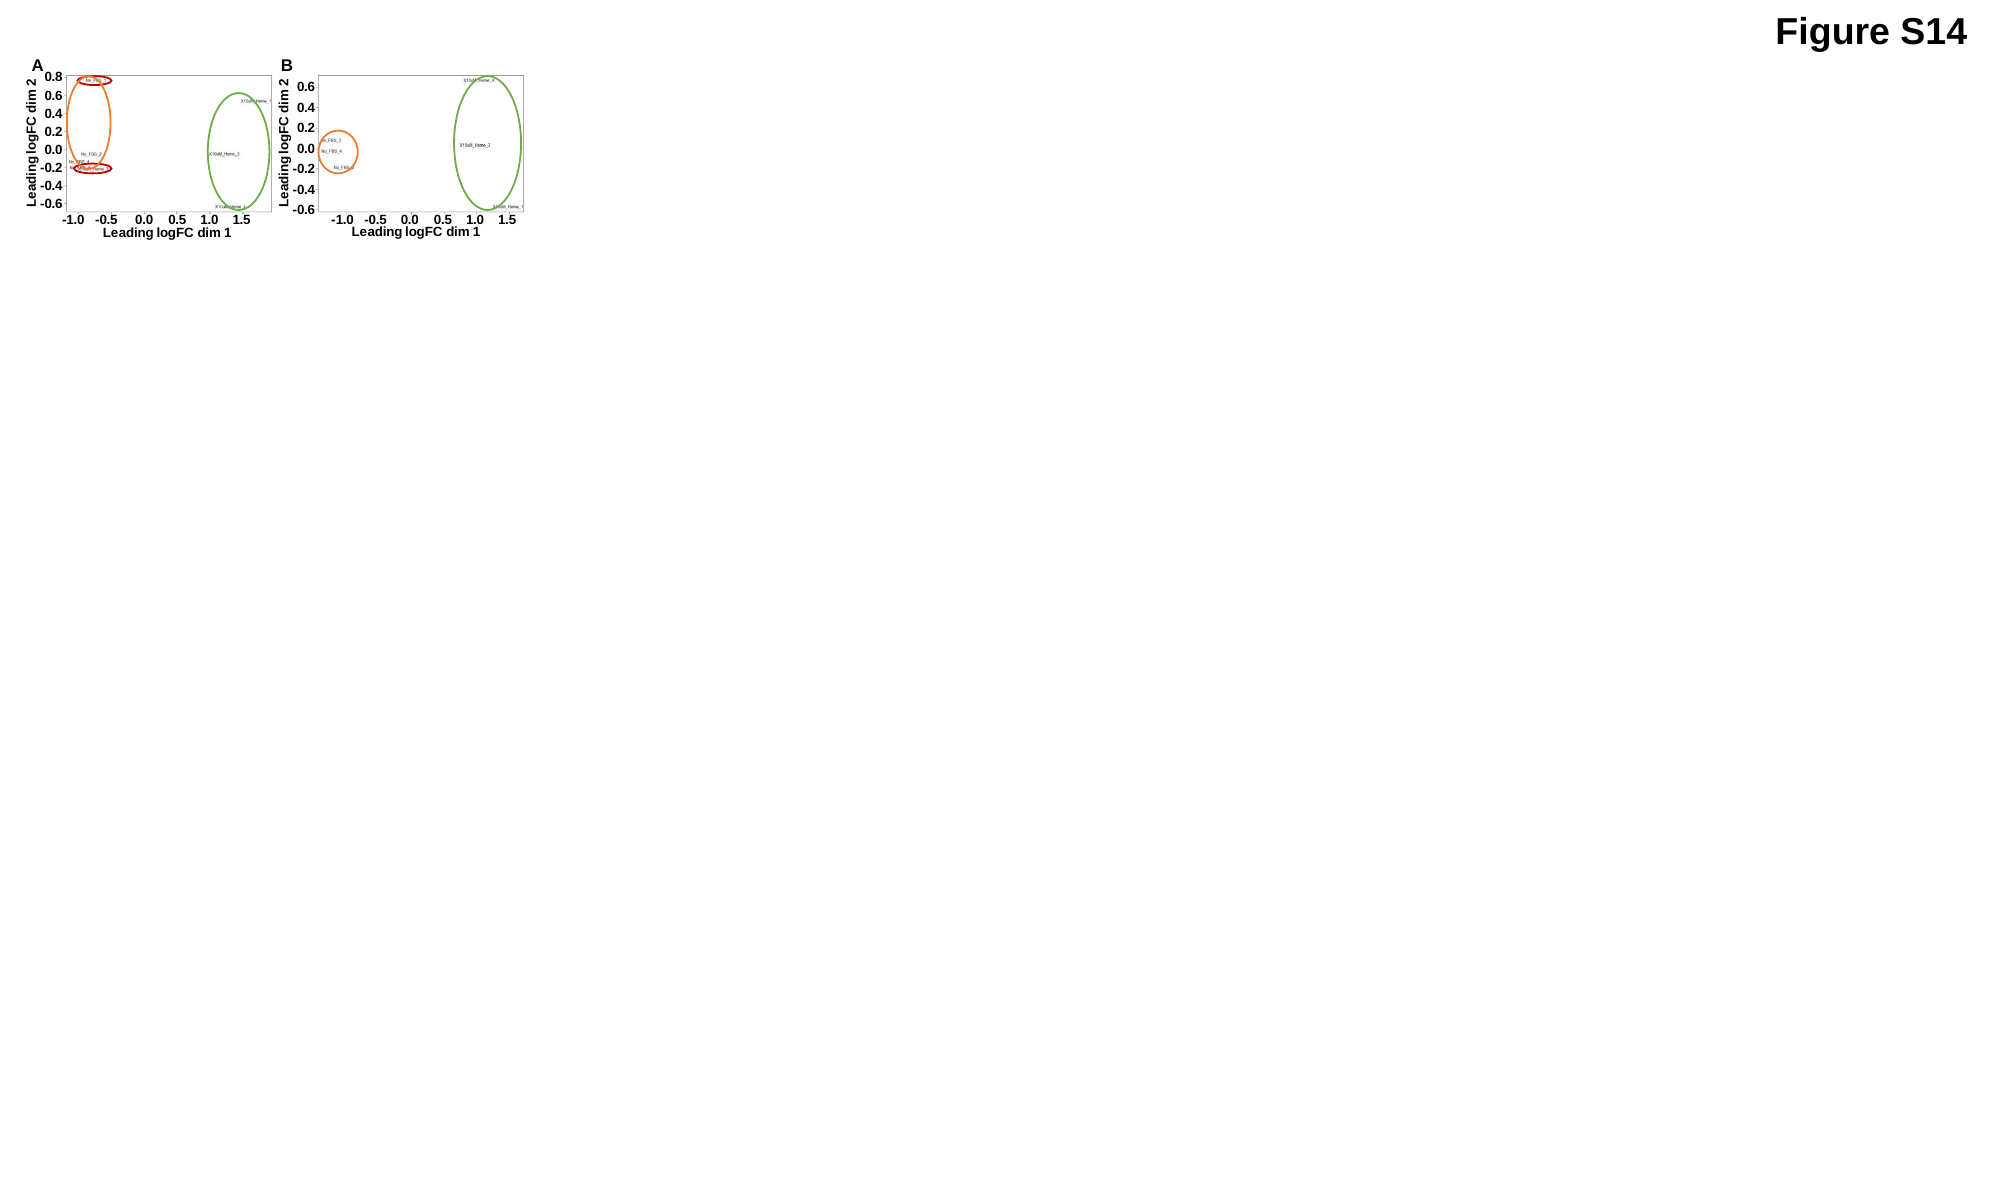

Figure S14

How the deposited data were processed for this re-analysis (not part of the article)

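RNA from cultured Ae. aegypti cells was sequenced as paired-end reads on an Illumina HiSeq instrument in 4 experiments, with 3 biological replicates per treatment and 33 libraries in all. Aag2 cells in Schneider’s medium, Aag2 cells in L-15 medium and A20 cells were each grown for 72 h with FBS (regular growth media), without FBS (0 μM heme), or without FBS and with 10 μM heme. The A20 cells were in L-15 medium with FBS and in SF900 II without it. Aag2 cells in Schneider’s medium with FBS were grown for 48 h with or without 20 μM heme added. The midgut libraries of the paper were not analysed here. The authors aligned the reads to AaegL5 with HISAT2, removed reads with a mapping quality under 10 with SAMtools and counted reads per transcript with BEDtools. The paper's text does not name the options of the counting or its use of strand. The values used here are whole-number read counts without normalization, for 19712 identifiers in each experiment. Libraries held 22860764 to 38002762 counts, with a median of 26421952.

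Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by filterByExpr, libraries were scaled by TMM, and all libraries of an experiment were fitted together by edgeR's quasi-likelihood method, with Benjamini-Hochberg adjustment and the FDR of 0.0001 of the paper. The paper's methods name the exact test in edgeR with topTags at this FDR, and its text does not name a filter on low counts, a normalization, a dispersion estimate or a pairing. The standard error of a log2 fold change was taken as its size divided by the square root of F. The tests, groups, comparisons, rule for named genes and most alternatives were chosen before the data were examined. The alternatives chosen then were the exact test, DESeq2, RLE size factors, library size alone, no filter, a minimum of 1 CPM in 3 libraries, the replicate number as a block, fits of only the 2 groups compared, an FDR of 0.05, a change of more than 2-fold or no such minimum, and each library left out in turn. For clusters they were CPM without the logarithm, another seed, a membership over 0.7 and no clustering. Added after the values were seen were a minimum of 5 CPM in 3 libraries, the exact test with common and tagwise dispersions over it, the same test scaled by library size alone, and each library left out for the shared genes and midgut candidates. The added exact test was found by scanning minimums and combinations of dispersion and scaling against the paper's values. A gene past the threshold under neither of 2 settings has no called direction, and a change of its sign was not counted as a reversal.

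Import-like changes were defined as more than 2-fold higher in 0 μM heme than with FBS and more than 2-fold lower in 10 μM than in 0 μM heme, both past the threshold, and export-like changes as the opposite. In the comparison with FBS, serum and heme cannot be told apart. Fuzzy c-means clustering (e1071 1.7.16, the routine that Mfuzz calls) was run on log2 CPM with a prior count of 2, standardized per gene. It used the paper's 15 clusters at 72 h and 6 at 48 h, a fuzzifier of 1.36 in Schneider’s medium at 72 h, 1.72 at 48 h, 1.36 in A20 cells and 1.35 in L-15 medium from the mestimate formula, the best of 10 random starts, and a membership over 0.5. A cluster was import-like when its centre had every replicate of 0 μM heme above both other groups, and export-like when below both, with a gap of group means of at least 0.5 SD. At 48 h the group with FBS alone was set above or below the group with added heme in the same way. The difference of the response to heme between experiments was tested as an interaction in a joint fit of 18 libraries. Lists of genes shared between experiments were compared with Fisher's exact test, of which the odds ratios are given, since genes are not independent replicates. Figures were drawn with matplotlib 3.10.9.

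Named genes are those that the paper names by identifier in its text, its Tables 4 to 7 or its supplemental text, where some of their values had been seen. For each comparison, the genes with the largest and the smallest log2 fold change were added, among those past the threshold with groups that do not overlap and a mean of at least 10 CPM. Genes of heme oxygenase, ferritin, transferrin, ferrochelatase and 5-aminolevulinate synthase were added where an annotation names them. Genes named outside this rule are given as picked out after their values were seen. The lists of the paper used were its 40 midgut candidates and its 9 candidates for RNAi.

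The steps were tested on simulated data in which 200 genes with many counts were raised or lowered by 4-fold. The quasi-likelihood test recovered 98.5% of them in Schneider’s medium at 72 h, 95.5% at 48 h, 61.5% to 62.5% in A20 cells and 95.5% to 96.5% in L-15 medium. The exact test recovered 94.5% in A20 cells. No step called more than 8 unchanged genes. The interaction recovered 86.9% between media and 77% between cell lines. Smaller changes were not simulated, while the genes called in Schneider’s medium between 0 μM heme and FBS changed by a median of 1.50-fold. The shares therefore do not give the recovery of changes of that size. Replicates were checked for duplicated libraries and differed by more than counting noise in every pair, with a chi-square per degree of freedom of 7.01 to 160. Pairing by replicate number was checked as well. Reads without molecular identifiers are not independent molecules, so that the depth limits counting error only. Counts of TM domains and tests of gene sets were left out, since the identifiers were used without protein sequences or names for all genes.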

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

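The regroupings, the thinning and the counts of genes that pass under all 3 scalings were chosen as tests only after the result was seen, while the interactions, their scaling and filter alternatives and the fits without single libraries were planned. Both results were picked out because the response to heme differed between 2 groups in a test of the difference itself, the interaction in edgeR's quasi-likelihood fit.

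The response to 10 μM against 0 μM heme differed between Aag2 cells in Schneider’s and in L-15 medium for 1414 of 14332 genes, with 463 higher and 951 lower in L-15 medium. Of the genes with opposite signs, 517 were raised in Schneider’s medium and lowered in L-15 medium and 242 the reverse. Of the 1414 genes, 326 also passed the threshold in each experiment within this joint fit, 138 of them in opposite directions. Genes chosen for a different response favour opposite directions. Over all genes, in the separate fits of the experiments, 400 were called higher in both media, 512 lower in both and 82 in opposite directions. Of 100 regroupings drawn from 200, 2 gave as many genes, the real one and the exchange of the treatments within 1 experiment (4425 genes), and the median of the others was 0. These regroupings take away the response to heme itself and not its difference between the media, so they cannot exclude chance, and the difference rests on the FDR of the interaction. Thinning every library to the smallest, with 22860764 counts, left 1330 genes, 1277 of them among the 1414, which argues against library size as the whole cause. Under TMM, RLE size factors and library size alone alike, 1317 (93.1%) of the genes passed with the same sign, 459 higher and 858 lower. RLE size factors and library size alone moved the differences of all genes by a median of only 0.03 and 0.01 on the log2 scale, so that another scaling stays open. The cells in the 2 media were separate cultures with separate sets of libraries. The medium and any difference between these sets cannot be told apart, and both stay open. GC content, gene length, reads shared between paralogs and contamination were not tested.

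Between A20 cells and Aag2 cells in L-15 medium, the response differed for 3864 of 14594 genes, 2182 higher and 1682 lower in A20 cells. Of these, 264 also passed the threshold in each experiment within the joint fit, 233 of them in opposite directions, a choice of genes that favours opposite directions in the same way. In the separate fits, under TMM only, 25 of all genes were called higher in both, 244 lower in both and 275 in opposite directions. Only the real one of 100 regroupings drawn from 200 gave as many genes (1 of 100), and the next, an exchange of the treatments within 1 experiment, gave 3607, which cannot exclude chance for the same reason as between the media. Thinning left 3821 genes, 3728 of them among the 3864. The split was 2038 higher and 1845 lower under RLE size factors and 729 higher and 4166 lower under library size alone, which moved the differences of all genes by medians of -0.05 and -0.98 on the log2 scale. Under all 3 scalings 729 of the higher genes passed, which argues against the scaling as the cause for these, while for the other 1453 higher genes it stays open. All 1682 lower genes passed as well, but both scalings moved them further from 0, so that the scaling was not tested for them and stays open. Without replicate 1 of A20 cells in 10 μM heme, which lies apart from its replicates, 5365 genes passed, which argues against this library as the cause. The A20 cells without FBS were in SF900 II and the Aag2 cells in L-15 medium, in separate cultures and sets of libraries. Cell line, medium and experiment cannot be told apart, and the biological difference between the lines stays open and untested, as do GC content, gene length, paralogs and contamination.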

How the results depend on the processing

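Chosen only after results were seen were the minimum of 5 CPM, the exact test with tagwise dispersions under either scaling, the leave-one-out counts of the genes shared by all 4 experiments and of the midgut candidates, and the tests on other groupings of the libraries and on thinned libraries. A number of genes was taken as similar when within 1.5 times the reported one, which does not say that the genes are the same. Where a number moved, the cause was not tested, apart from the FDR, the minimum of 2-fold and the membership, which are stricter or looser by construction. No called change of a named gene took the other sign under these alternatives.

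A minimum of 1 CPM in 3 libraries kept all 18 numbers it was run for within 1.5 times, and another seed all 10 numbers from clusters. RLE size factors kept 17 and moved 1, library size alone kept 14 and moved 4, and no filter kept 12 and moved 4. The exact test kept 6 and moved 12, and DESeq2 kept 3 and moved 13.

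By the exact test, differentially expressed genes numbered in Schneider’s medium 744 for 0 μM heme against FBS, 655 in the 48-h experiment, in A20 cells 1128 for 0 μM heme against FBS, 3930 for 10 μM heme against FBS and 5041 for 10 μM against 0 μM heme, in L-15 medium 4269 for 10 μM against 0 μM heme. With this test, genes with the import-like changes numbered 15 in Schneider’s medium and 394 in A20 cells, and genes with the export-like changes numbered 37 in Schneider’s medium, 83 in A20 cells and 72 in L-15 medium. With this test, differentially expressed genes in all 4 experiments numbered 92. By DESeq2, differentially expressed genes numbered in Schneider’s medium 1191 for 0 μM heme against FBS, 3076 for 10 μM heme against FBS and 3642 for 10 μM against 0 μM heme, 1014 in the 48-h experiment, in A20 cells 1529 for 0 μM heme against FBS, 4261 for 10 μM heme against FBS and 5320 for 10 μM against 0 μM heme, in L-15 medium 4656 for 10 μM against 0 μM heme. With DESeq2, genes with the import-like changes numbered 15 in Schneider’s medium and 361 in A20 cells, and genes with the export-like changes numbered 37 in Schneider’s medium, 111 in A20 cells and 63 in L-15 medium.

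Under RLE size factors, genes with the export-like changes numbered 5 in A20 cells. Under scaling by library size alone, differentially expressed genes numbered in A20 cells 21 for 0 μM heme against FBS. With this scaling, genes with the import-like changes numbered 20 in A20 cells, and genes with the export-like changes numbered 0 in A20 cells and 21 in L-15 medium. Without a filter on low counts, differentially expressed genes numbered 271 in the 48-h experiment, in A20 cells 157 for 0 μM heme against FBS. Likewise without a filter, genes with the import-like changes numbered 91 in A20 cells, and genes with the export-like changes numbered 21 in A20 cells. In fits of only the 2 groups compared, differentially expressed genes numbered in A20 cells 191 for 0 μM heme against FBS, 0 for 10 μM heme against FBS and 183 for 10 μM against 0 μM heme. In these fits, genes with the import-like changes numbered 13 in A20 cells. The 0 genes for 10 μM heme against FBS in A20 cells come from the quasi-likelihood test, with 7115 genes at an unadjusted p under 0.05 and a smallest FDR of 0.000195, where the exact test and DESeq2 in all libraries called 3930 and 4261. The 0 export-like genes of A20 cells under library size alone come from the quasi-likelihood test as well, where the exact test and DESeq2 gave 83 and 111. Fits of 2 groups leave fewer libraries for the dispersions.

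The values gave little sign that the replicate numbers pair the samples, but cannot exclude it in A20 cells. Among libraries of different treatments with the same number, 1 of 9 pairs in A20 cells had a correlation of residuals over 0.1, at 0.125, and none of the pairs in the other 3 experiments did. The other same-number pairs of FBS and 0 μM heme in A20 cells were at 0.0615 and 0.0472. Pairs with different numbers in A20 cells ranged from -0.110 to 0.0755. With the replicate number as a block, differentially expressed genes numbered in Schneider’s medium 163 for 0 μM heme against FBS, 21 in the 48-h experiment, in A20 cells 13 for 0 μM heme against FBS, 36 for 10 μM heme against FBS and 541 for 10 μM against 0 μM heme. With this block, genes with the import-like changes numbered 9 in A20 cells, and genes with the export-like changes numbered 1 in A20 cells.

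At an FDR of 0.05, differentially expressed genes numbered in Schneider’s medium 2887 for 0 μM heme against FBS, 5815 for 10 μM heme against FBS and 6617 for 10 μM against 0 μM heme, 2679 in the 48-h experiment, in A20 cells 3614 for 0 μM heme against FBS, 7266 for 10 μM heme against FBS and 8174 for 10 μM against 0 μM heme, in L-15 medium 7858 for 0 μM heme against FBS, 9526 for 10 μM heme against FBS and 8026 for 10 μM against 0 μM heme. At this FDR, genes with the import-like changes numbered 30 in Schneider’s medium, 760 in A20 cells and 86 in L-15 medium, and genes with the export-like changes numbered 111 in Schneider’s medium, 127 in A20 cells and 157 in L-15 medium. At this FDR, differentially expressed genes in all 4 experiments numbered 499, midgut candidates called numbered 26, genes with a different response between media numbered 4974, and genes with a different response between cell lines numbered 8888. With a change of more than 2-fold required, differentially expressed genes numbered in Schneider’s medium 47 for 0 μM heme against FBS, 503 for 10 μM heme against FBS and 633 for 10 μM against 0 μM heme, 54 in the 48-h experiment, in L-15 medium 1279 for 0 μM heme against FBS, 2572 for 10 μM heme against FBS and 1015 for 10 μM against 0 μM heme. Without the minimum of 2-fold, genes with the import-like changes numbered 108 in Schneider’s medium and 401 in L-15 medium, and genes with the export-like changes numbered 63 in Schneider’s medium and 155 in L-15 medium.

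With a membership over 0.7, import-like cluster genes numbered 987 in Schneider’s medium, 986 in the 48-h experiment and 1178 in A20 cells, and export-like cluster genes numbered 290 in Schneider’s medium, 628 in the 48-h experiment and 617 in L-15 medium. In clusters of CPM without the logarithm, export-like cluster genes numbered 1009 in A20 cells. In clusters of CPM without the logarithm, import-like genes in all 4 experiments numbered 40. With the rule applied to each gene without clustering, export-like cluster genes numbered 1299 in Schneider’s medium. With the rule applied to each gene without clustering, import-like genes in all 4 experiments numbered 30, and export-like genes in all 4 experiments numbered 9. With the minimum of 5 CPM in 3 libraries, import-like cluster genes numbered 779 in Schneider’s medium, and export-like cluster genes numbered 1090 in Schneider’s medium.

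By the exact test with tagwise dispersions and the minimum of 5 CPM, differentially expressed genes numbered in Schneider’s medium 609 for 0 μM heme against FBS, 573 in the 48-h experiment, in A20 cells 774 for 0 μM heme against FBS, 3057 for 10 μM heme against FBS and 3981 for 10 μM against 0 μM heme. With tagwise dispersions, genes with the import-like changes numbered 381 in A20 cells, and genes with the export-like changes numbered 38 in Schneider’s medium and 66 in A20 cells. By the same exact test scaled by library size alone, differentially expressed genes numbered in Schneider’s medium 604 for 0 μM heme against FBS, 584 in the 48-h experiment, in A20 cells 674 for 0 μM heme against FBS, 3256 for 10 μM heme against FBS and 4175 for 10 μM against 0 μM heme. Scaled in this way, genes with the import-like changes numbered 457 in A20 cells, and genes with the export-like changes numbered 41 in Schneider’s medium and 38 in A20 cells.

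With each library left out in turn, differentially expressed genes numbered in Schneider’s medium 121 to 322 for 0 μM heme against FBS, 1198 to 1575 for 10 μM heme against FBS and 1547 to 2148 for 10 μM against 0 μM heme, 20 to 70 in the 48-h experiment. The numbers were in A20 cells 0 to 571 for 0 μM heme against FBS, 63 to 3277 for 10 μM heme against FBS and 411 to 4223 for 10 μM against 0 μM heme, in L-15 medium 2380 to 3139 for 0 μM heme against FBS, 3682 to 4361 for 10 μM heme against FBS and 1492 to 2926 for 10 μM against 0 μM heme. In these fits, genes with the import-like changes numbered 5 to 10 in Schneider’s medium, 0 to 243 in A20 cells and 33 to 46 in L-15 medium, and genes with the export-like changes numbered 7 to 13 in Schneider’s medium, 0 to 55 in A20 cells and 26 to 34 in L-15 medium. In the clusters, import-like cluster genes numbered 1263 to 1713 in Schneider’s medium, 1241 to 1758 in the 48-h experiment and 1112 to 1953 in A20 cells, and export-like cluster genes numbered 456 to 892 in Schneider’s medium, 1172 to 1574 in the 48-h experiment, 1175 to 2321 in A20 cells and 803 to 1155 in L-15 medium, while the import-like genes of L-15 medium stayed within 1.5 times their number. Among results over several experiments, import-like genes in all 4 experiments numbered 8 to 25, export-like genes in all 4 experiments numbered 1 to 4, differentially expressed genes in all 4 experiments numbered 0 to 9. Likewise midgut candidates called numbered 14 to 17, genes with a different response between media numbered 1060 to 1603, and genes with a different response between cell lines numbered 3137 to 5365. The 0 genes for 0 μM heme against FBS in A20 cells come from the quasi-likelihood test without replicate 2 or 3 with FBS, with 4239 and 4313 genes at an unadjusted p under 0.05, and other tests were not run on these libraries. In A20 cells the highest number of differentially expressed genes in each comparison was the one without replicate 1 in 10 μM heme.

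For the named genes, each pair of a gene and a comparison is a case. RLE size factors kept 183 cases on their side of the threshold and lost 1, AAEL008257 in A20 cells in 10 μM against 0 μM heme. The exact test kept 164 and called 20 more, and DESeq2 kept 150 and called 34 more. Library size alone kept 159, called 9 more and lost 16, and the replicate block kept 149 and lost 35. Over all libraries left out in turn, 1358 cases kept their side, 13 were newly called and 201 were lost.

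Other groupings of the libraries were fitted in the same way. For each of the 10 comparisons, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes, and since no share under 0.1 can be had with 3 libraries against 3, these splits cannot exclude chance. For the genes with the import-like and export-like changes, 100 of the 840 groupings of 9 libraries were drawn. In Schneider’s medium 3 of 100 gave as many import-like and 3 as many export-like genes, with up to 168 and 48 genes in another grouping. In A20 cells and in L-15 medium 1 of 100, the real one, gave as many of either. At a share of 0.05 these groupings exclude only that the treatments made no difference at all to the 9 libraries, and in Schneider’s medium other groupings gave more genes than the real one.

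Not run were the tests of mitochondrially encoded, ribosomal protein and glutathione S-transferase genes as sets and the counts of genes with TM domains, with their alternatives. Depth limits genes with few counts. Thinning every library to the 22860764 counts of the smallest left 1330 genes with a different response between media and 3821 between cell lines.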

Differences from the paper's values

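Chosen only after results were seen were the minimum of 5 CPM in 3 libraries and the exact test with common and tagwise dispersions over it, under TMM and under library size alone, while the other alternatives were set before the data were examined. Of the paper's Table S1, 1547 genes were compared and 6542 were not held. The exact test with tagwise dispersions under TMM, chosen after seeing the values, gave all 1547 log2 fold changes of Table S1 within 0.001 in each of the 3 comparisons and dropped 0 of the paper's 225, 569 and 442 called genes among them, with 0 others called. The quasi-likelihood test dropped 98, 87 and 62 of these and called 4, 57 and 119 that the paper does not, and the exact test as planned dropped 2, 5 and 7 and called 42, 127 and 207 that the paper does not, in the order of 0 μM heme against FBS, 10 μM heme against FBS, and 10 μM against 0 μM heme. For the other experiments the genes called were not compared with the paper's tables.

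For genes considered expressed in Schneider’s medium at 72 h, the paper's value is 8644, and 13171 genes passed the filter here. A minimum of 1 CPM in 3 libraries comes within 1.5 times of the paper's value and no filter does not. The minimum of 5 CPM, chosen after seeing the values, gives 8644.

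For differentially expressed genes between 0 μM heme and FBS in Schneider’s medium at 72 h, the paper's value is 587 and the value here is 329. The exact test, which the paper's methods name, and no filter come within 1.5 times, and so do both exact tests chosen after seeing the values. DESeq2, RLE size factors, library size alone, the minimums of 1 and 5 CPM, the replicate block, the 2 groups alone, an FDR of 0.05, the minimum of 2-fold and each of the 9 libraries left out do not.

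At 48 h, the paper's values are 551 genes, 269 higher and 282 lower, and those here are 92, 70 and 22. The exact test comes within 1.5 times of all 3, as do both exact tests chosen after seeing the values, and DESeq2 comes within 1.5 times for the higher genes alone. RLE size factors, library size alone, no filter, the minimums of 1 and 5 CPM, the replicate block, an FDR of 0.05, the minimum of 2-fold and each of the 6 libraries left out do not for any of the 3.

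In A20 cells, the paper's value between 0 μM heme and FBS is 745 and the value here is 53. Both exact tests chosen after seeing the values come within 1.5 times, and of the alternatives set before, only the fit without replicate 1 in 10 μM heme does, with 571 genes. The exact test as planned, DESeq2, RLE size factors, library size alone, no filter, the minimums of 1 and 5 CPM, the replicate block, the 2 groups alone, an FDR of 0.05, the minimum of 2-fold and each of the other 8 libraries left out do not.

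Between 10 μM heme and FBS in A20 cells, the paper's value is 2815 and the value here is 1329. The exact test and the fit without replicate 1 in 10 μM heme (3277 genes) come within 1.5 times, and so do both exact tests chosen after seeing the values. DESeq2, RLE size factors, library size alone, no filter, the minimums of 1 and 5 CPM, the replicate block, the 2 groups alone, an FDR of 0.05, the minimum of 2-fold and the other libraries left out do not. Between 10 μM and 0 μM heme, the paper's value is 3692 and the value here is 2318. The exact test, DESeq2, library size alone, no filter and the fit without replicate 1 in 10 μM heme (4223 genes) come within 1.5 times, and so do both exact tests chosen after seeing the values. RLE size factors, the minimums of 1 and 5 CPM, the replicate block, the 2 groups alone, an FDR of 0.05, the minimum of 2-fold and the other libraries left out do not.

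For genes in import-like clusters, the paper's values are 745 in Schneider’s medium at 72 h and 1109 in A20 cells, and those here are 1666 and 1866. A membership over 0.7 comes within 1.5 times of both, as does the minimum of 5 CPM, chosen after seeing the values, while CPM without the logarithm, another seed and no clustering do not. With each of the 9 libraries left out, 0 fits in Schneider’s medium and 4 in A20 cells come within 1.5 times. For genes in export-like clusters of A20 cells, the paper's value is 757 and the value here is 2241. CPM without the logarithm comes within 1.5 times, and another seed, a membership over 0.7, no clustering, each library left out and the minimum of 5 CPM do not.

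For 5 genes, the log2 fold change of 10 μM against 0 μM heme in Schneider’s medium differs from that of Table S1 by more than its standard error. Over all 1547 genes of Table S1 compared, the values in this comparison differ in size by a median of 0.051 and by at most 0.054, so that these 5 genes stand out by their small standard errors and not by the size of the difference. The paper's value for AAEL014003 is -0.69 and the value here is -0.74. For AAEL001495 the paper's value is -0.15 and the value here is -0.20. For AAEL012440 the paper's value is -0.47 and the value here is -0.52, and for AAEL025607 the paper's is -1.06 and the one here -1.11. For AAEL002557 the paper's value is -0.40 and the value here is -0.45. A minimum of 1 CPM comes within the error for all 5, as do the minimum of 5 CPM and the exact test with tagwise dispersions under TMM, both chosen after seeing the values, and the replicate block does for AAEL025607 alone. The exact test as planned, DESeq2, RLE size factors, library size alone, no filter, the 2 groups alone and the exact test with tagwise dispersions under library size alone do not for any of the 5. Of the 9 fits without 1 library, 2 do for AAEL002557, 3 for AAEL014003, AAEL001495 and AAEL025607 and 4 for AAEL012440.

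The paper states that AAEL000434 was not differentially expressed in its analyses. Here it was called in 10 μM heme against FBS in Schneider’s medium (1.03, FDR 4.18e-05) and in L-15 medium (0.91, FDR 8.19e-06). In Schneider’s medium it was not called with the replicate block (FDR 0.000101), in a fit of the 2 groups (0.000340) or without any library but replicate 1 with FBS (0.000116 to 0.000254), and in L-15 medium it was not called in a fit of the 2 groups (0.000102). It was also not called at 48 h (0.13, FDR 0.439) or in A20 cells in this comparison (0.50, FDR 0.0113). Serum and heme differ together between 10 μM heme and FBS. In 10 μM against 0 μM heme, both without FBS, the quasi-likelihood test in all libraries did not call it, while the exact test did in Schneider’s medium.

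The paper states that AAEL009853 was differentially expressed in A20 cells without FBS at 0 μM heme. Here it had 0.74 (FDR 0.118), and its FDR under the alternatives was 0.0485 to 0.171. The paper states that AAEL006113 was raised in A20 and Aag2 cells exposed to heme. In A20 cells it had -0.70 in 10 μM against 0 μM heme (FDR 0.0846) and 0.37 against FBS (FDR 0.365), and it was not called higher with heme under any alternative. In Aag2 cells it was higher in 10 μM against 0 μM heme in Schneider’s medium (3.03, FDR 5.12e-10) and in L-15 medium (1.77, FDR 9.33e-09), and with added heme at 48 h (2.91, FDR 5.10e-08).

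The paper finds no overlap between its lists of differentially expressed genes. Here, 5 genes were called in the same direction in all 4 experiments. They were counted without a selection by TM domains, a minimum of 2-fold or a pattern over the treatments. The paper finds AAEL006432 and AAEL014003 import-like in all 4 datasets. Here both were import-like in the other 3, and in L-15 medium AAEL006432 had a highest membership of 0.34 and AAEL014003 had 0.91 in a cluster that is neither import-like nor export-like. The centre of that cluster was highest in 0 μM heme and lowest in 10 μM heme. It missed the gap of 0.5 SD, a rule set here that the paper does not name. The paper finds no export-like gene with TM domains in all 4 datasets, and 3 genes were export-like in all 4 here without that selection. The paper finds AAEL000242 outside the clusters as the only one of its candidates in L-15 medium. Here it was in an export-like cluster there with a membership of 0.59. It was not called in L-15 medium by the quasi-likelihood test, with -1.26 in 0 μM heme against FBS (FDR 0.00370) and 1.25 in 10 μM against 0 μM heme (FDR 0.00391). DESeq2 called both changes (FDR 3.44e-05 and 5.00e-05), as did the exact test with tagwise dispersions under TMM (4.35e-05 and 1.35e-05), and under library size alone that test called the second (6.60e-06), both chosen after seeing the values.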

Other observations

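The tests on abundant genes and on mixed RNA were planned before their results were seen, and the exact test with tagwise dispersions was chosen only after results were seen.

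In A20 cells, the share of higher genes among those called between 10 μM and 0 μM heme was 51.7% under TMM and 16.5% under library size alone. A candidate explanation is that a few abundant genes take up the counts of all others in 10 μM heme. The 100 most abundant genes of those libraries held 50.5% to 56.4% of the counts there, 22.5% to 24.4% in 0 μM heme and 29.8% to 30.5% with FBS. With these genes left out and the rest scaled by their own library size, 58.3% of 2140 genes were higher (1247 higher and 893 lower), within the 10 percentage points of the share under TMM that were set for the test. The median log2 fold change of all genes was -0.19 under TMM, -0.88 under library size alone and -0.17 under library size alone without these genes. The values are in line with the abundant genes as the source of the difference between the scalings. Of the 100 genes, 91 were called higher with heme, and 60 were also among the 100 most abundant in 0 μM heme. Whether heme raised them or another difference between these cultures did was not tested.

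Replicate 1 of A20 cells in 10 μM heme lay apart from replicates 2 and 3. RNA from cells of another treatment mixed into the library could do this, and would leave raised and lowered genes the same part of the way from that treatment to the other replicates. For genes that changed more than 4-fold in replicate 2, replicate 1 lay a median of 0.61 of the way from 0 μM heme to replicate 3 for 87 raised genes and 0.87 for 1759 lowered genes, a difference of 0.264 where 0.1 was set as the limit. With genes chosen in replicate 3 the difference was 0.180. As a control, replicate 2 lay a median of 0.85 of the way to replicate 3 for 70 raised and 1.01 for 772 lowered genes, a difference of 0.158, which passes the limit as well. From the cells with FBS, the medians of replicate 1 were 0.82 for 75 raised and 0.86 for 1184 lowered genes, a difference of 0.0459, while genes chosen in replicate 3 gave 0.134, and the control gave -0.0523, within the limit. Mixed RNA from either treatment and a weaker response of this culture cannot be told apart. For 0 μM heme, both choices of genes passed the limit but so did the control, and for FBS, the control kept to the limit but the choice of genes moved the result across it.

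AAEL007787, annotated as 5-aminolevulinic acid synthase on chromosome 3 of AaegL5 from 133488369 to 133516968, had a log2 fold change of -1.52 in 10 μM against 0 μM heme in Aag2 cells in Schneider’s medium (standard error 0.062, FDR 1.05e-08), with all 3 libraries in 10 μM heme below those in 0 μM heme. With added heme at 48 h it had -1.17 (standard error 0.055, FDR 5.89e-06), a call lost with the replicate number as a block (FDR 0.000239), without replicate 1 in regular growth media (0.000109) and without replicate 3 with added heme (0.000131). In L-15 medium it had 0.33 (standard error 0.070, FDR 0.00205), and the difference between the media was 1.84 (standard error 0.094, FDR 1.57e-10). In A20 cells it had -0.55 (standard error 0.35, FDR 0.190), and -1.27 under library size alone, where the exact test with tagwise dispersions called it (FDR 9.31e-05).

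AAEL011641, annotated as transferrin on chromosome 3 of AaegL5 from 281619118 to 281626580, had a log2 fold change of -1.59 in 10 μM against 0 μM heme in A20 cells (standard error 0.18, FDR 5.28e-05). The call was lost with the replicate number as a block (FDR 0.000225), in a fit of only the 2 groups (0.000448) and without any library but replicate 1 in 10 μM heme (0.000106 to 0.000427). In Aag2 cells it had -0.16 in L-15 medium (standard error 0.066, FDR 0.0626), and the difference between the lines was -1.29 (standard error 0.17, FDR 8.46e-06). In Schneider’s medium it had 0.55 (standard error 0.094, FDR 0.000552), and was called by the exact test (FDR 2.22e-06), by DESeq2 (1.32e-08), by the exact test with tagwise dispersions under either scaling (1.78e-08 and 5.33e-11) and without replicate 3 in 10 μM heme (6.19e-06).

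In A20 cells, AAEL028856 had the largest rise in 10 μM heme against FBS among genes past the threshold with groups that do not overlap and a mean of at least 10 CPM. It went from 0.108 ± 0.127 CPM (SD, n = 3) with FBS, on 1, 1 and 7 counts, to 8.34, 14.4 and 43.4 CPM in the 3 libraries in 10 μM heme, a log2 fold change of 7.64 (standard error 0.86, FDR 7.72e-05). The call was lost under library size alone (FDR 0.000123), with the replicate number as a block (0.000121), in a fit of only the 2 groups (0.000714) and without any library but replicate 1 in 10 μM heme (0.000125 to 0.000772). AAEL028952 had the largest rise in 10 μM against 0 μM heme among genes chosen in the same way, from 0.388 ± 0.190 to 40.6 ± 24.9 CPM (SD, n = 3 each), a log2 fold change of 6.67 (standard error 0.70, FDR 3.48e-05). Its call was lost with the block (FDR 0.000144), in a fit of the 2 groups (0.000203), without replicate 3 with FBS (0.000128), without replicates 1, 2 and 3 in 0 μM heme (0.000366, 0.000400 and 0.000290) and without replicate 3 in 10 μM heme (0.000121).

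AAEL008467 had a log2 fold change of 6.98 in 10 μM against 0 μM heme in Aag2 cells in Schneider’s medium at 72 h (standard error 0.46, FDR 3.41e-07). In A20 cells it had -0.82 (standard error 1.00, FDR 0.485), which ranged from -2.54 to 0.89 with each library left out in turn, and its difference from Aag2 cells in L-15 medium was -6.29 (standard error 0.98, FDR 3.64e-05). AAEL014246 had 5.39 in Schneider’s medium (standard error 0.16, FDR 1.25e-09) and 4.44 in L-15 medium (standard error 0.10, FDR 2.40e-10). In A20 cells AAEL014246 had -1.88 (standard error 0.54, FDR 0.0123), called by the exact test with tagwise dispersions under TMM and library size alone (FDR 3.42e-05 and 6.30e-07). Its difference between the lines was -6.17 (standard error 0.62, FDR 3.36e-07).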
